# Redox-inactive CC-type glutaredoxins interfere with TGA transcription factor–dependent repression of target promoters in roots

**DOI:** 10.1093/plcell/koaf038

**Published:** 2025-03-07

**Authors:** Corinna Thurow, Anja Maren Pelizaeus, Pascal Mrozek, Ben Moritz Hoßbach, Jelena Budimir, Kerstin Schmitt, Oliver Valerius, Gerhard Braus, Christiane Gatz

## Abstract

Changes in nitrogen (N) availability in the soil trigger transcriptional responses in plants to optimize N acquisition, allocation, and remobilization. In roots of N-starved Arabidopsis (*Arabidopsis thaliana*) plants, transcriptional activation of genes encoding, for example, low-affinity nitrate transporters, depends on 4 related C-TERMINALLY ENCODED PEPTIDE DOWNSTREAM (CEPD) proteins, also known as ROXY6, ROXY7, ROXY8, and ROXY9. All 21 ROXYs found in *A. thaliana* interact with members of the TGACG-binding (TGA) family of transcription factors. Here, we demonstrate that 2 Clade I TGAs (TGA1, TGA4) serve as molecular links between CEPDs and their target promoters in roots. In the *roxy6 roxy7 roxy8 roxy9* quadruple mutant (named *cepd* in this manuscript), transcriptional activation of N-starvation-inducible genes is impaired, most likely due to the association of Clade I TGAs with a repressive complex at their target promoters. In wild-type plants, this repressive complex is nonfunctional, and gene expression may be regulated by the N supply-regulated ratio of CEPDs over opposing ROXYs containing the TOPLESS-interacting ALWL motif. Although CEPDs resemble glutaredoxins with glutathione-dependent oxidoreductase activity, a ROXY9 variant with a mutation in the catalytic cysteine in its putative active site can confer wild-type-like regulation of target genes. This finding demonstrates that ROXY9 does not function through redox-dependent mechanisms.

## Introduction

As autotrophic organisms, plants depend on the uptake of inorganic molecules. Nitrogen (N) is an essential macronutrient that is taken up by plants as ammonium (${\mathrm{NH}}_{4}^{+}$) or nitrate (${\mathrm{NO}}_{3}^{-}$) (Maathuis 2009). The ability of plants to adapt N uptake and assimilation to N availability (Fredes et al. 2019) constitutes an important trait of crop species. In the model plant Arabidopsis (*Arabidopsis thaliana*), the expression of high-affinity ${\mathrm{NO}}_{3}^{-}$ transporter genes can be induced either by N starvation (Ohkubo et al. 2017) or by the addition of ${\mathrm{NO}}_{3}^{-}$ to the roots of N-starved plants (Krouk et al. 2006). One of the underlying regulatory mechanisms operating under N starvation involves the action of C-TERMINALLY ENCODED PEPTIDE DOWNSTREAM (CEPD) proteins, which belong to the family of plant-specific glutaredoxin-like proteins (Ohkubo et al. 2017, 2021; Ota et al. 2020).

Glutaredoxins (GRXs) are small proteins (12 to 15 kDa) found in all domains of life. Class I glutaredoxins, which contain variants of the CPYC motif in their active sites at the beginning of α helix 2, are catalytically active oxidoreductases that use glutathione (GSH) as a co-factor. Class II glutaredoxins, which contain a highly conserved CGFS motif in the corresponding position, bind labile [2Fe–2S] clusters for transfer to client proteins (Rodriguez-Manzaneque et al. 2002; Supplementary Fig. S1).

According to sequence alignments and phylogenetic analysis, land plants contain a third group of glutaredoxins. These are called CC-type glutaredoxin-like proteins because of their conserved CCM/LC or CCM/LS motif instead of the CPYC or CGFS signatures mentioned above (Rouhier et al. 2008; Supplementary Fig. S1). The few available biochemical studies of these proteins have reported either weak (Couturier et al. 2010) or no oxidoreductase activity in enzymatic assays using the standard substrates bis(2-hydroxyethyl)disulfide or the redox-sensitive green fluorescent protein variant roGFP (Xu et al. 2022; Mrozek et al. 2025). The family of CC-type glutaredoxin-like proteins has expanded during land plant evolution and is represented by 21 members (called ROXYs) in Arabidopsis (Ziemann et al. 2009). They are located in the cytosol and the nucleus (Li et al. 2009; Ohkubo et al. 2017; Xu et al. 2022) and biochemically interact with TGACG-binding transcription factors (TGAs; Ndamukong et al. 2007; Li et al. 2009; Yang et al. 2021). Epistasis analysis has provided evidence that the interaction between CC-type glutaredoxin-like proteins and TGAs has functional relevance: for instance, Arabidopsis ROXY1 alleviates the repressive activity of the TGA transcription factor PERIANTHIA (PAN) on petal primordia initiation (Li et al. 2009). The maize (*Zea mays*) CC-type glutaredoxin MALE STERILE CONVERTED ANTHER1 (MSCA1) and its 2 orthologs ZmGRX2 and ZmGRX5 negatively regulate the activity of the TGA factor FASCIATED EAR 4 (FEA4) to control meristem size (Yang et al. 2021).

Recently, members of a subclade of highly related ROXYs (ROXY6, ROXY7, ROXY8, and ROXY9, collectively termed ROXYs 6 to 9) were found to be important for nitrate acquisition on medium with high, moderate, or low N supply (Ota et al. 2020). These ROXYs were designated CEPD or CEPD-like (CEPDL), because 2 act DOWNSTREAM (D) of the C-TERMINALLY ENCODED PEPTIDE (CEP; Ohkubo et al. 2017). CEPs are N starvation–induced 15-amino acid peptide hormones that act as a root-derived N demand signal. CEPs are transported to the shoot, where they activate signaling through the leucine-rich receptor kinases CEP RECEPTOR 1 (CEPR1) and CEPR2 (Tabata et al. 2014), leading to the upregulated expression of *CEPD1* (previously named *ROXY6*) and *CEPD2* (previously named *ROXY9*; Ohkubo et al. 2017). Transcription of *CEPDL2* (previously named *ROXY8*) is induced upon sensing of the N status of the shoot (Ota et al. 2020). CEPDs travel through the phloem to the roots and activate the expression of genes involved in nitrate uptake, such as the nitrate transporter gene *NRT2.1* and the phosphatase gene *CEPD-INDUCED PHOSPHATASE* (*CEPH*; Ohkubo et al. 2017, 2021; Ota et al. 2020), whose protein product enhances NRT2.1 transport activity via dephosphorylation (Ohkubo et al. 2021).

Analysis of publicly available transcriptome data previously led to the hypothesis that Clade I TGAs play a role in the nitrate response of Arabidopsis, although nitrate uptake is not impaired in the *tga1 tga4* mutant (Alvarez et al. 2014). TGA1 and/or TGA4 are part of a nitrate-induced signaling cascade leading to increased initiation of lateral roots (Alvarez et al. 2014), higher root hair density (Canales et al. 2017), and enhanced N dose-responsive gene expression (Swift et al. 2020). Here, we tested whether CEPDs regulate Clade I TGA activity in the context of the N starvation response. We show that Clade I TGAs transcriptionally repress a set of N transport–related genes. CEPDs are required to relieve this repression, most likely by interfering with the activity of a TGA1/TGA4-interacting repressive complex.

## Results

### CEPDs interfere with the repressive action of TGA1 and TGA4 on shoot fresh weight and nitrate accumulation

To investigate whether CEPDs regulate TGA1 and/or TGA4 activity, we performed an epistasis analysis. Since defects in nitrate acquisition and growth of Arabidopsis (Nossen accession) seedlings are most pronounced when all 4 *CEPD* genes are mutated (Ota et al. 2020), we focused on the analysis of a *roxy6 roxy7 roxy8 roxy9* quadruple mutant, which we generated in the Col-0 background through clustered regularly interspaced short palindromic repeat (CRISPR)-associated nuclease 9 (Cas9)-based genome editing. We subsequently crossed this quadruple mutant, referred to hereafter as *cepd*, to the *tga1 tga4* double mutant (Shearer et al. 2012) to obtain the *cepd tga1 tga4* hextuple mutant.

The fresh weight of *cepd* shoots was lower than that of Col-0, regardless of nitrate supply, provided as 10 or 1 mm  ${\mathrm{NO}}_{3}^{-}$ in Murashige and Skoog (MS) medium (Fig. 1A). It was also lower when plants were grown on fertilized soil (Supplementary Fig. S2). Notably, the *cepd tga1 tga4* hextuple mutant produced the same amount of fresh biomass as Col-0, indicating that the poor growth of *cepd* is due to the repressive effect of TGA1 and/or TGA4 (from here on referred to as TGA1/4) on genes required for wild-type-like growth. The nitrate content was also lower in *cepd* shoots than in Col-0 regardless of the amount of nitrate in the medium. This phenotype also returned to Col-0 levels in *cepd tga1 tga4* (Fig. 1B). In the shoots of *tga1 tga4* seedlings grown on MS medium containing 10 mm  ${\mathrm{NO}}_{3}^{-}$, the nitrate content was slightly higher than that in Col-0 shoots, confirming the negative role of TGA1/4. In the roots of *cepd* seedlings grown in the presence of 10 mm  ${\mathrm{NO}}_{3}^{-}$, the nitrate content was similar to that of Col-0, while it was slightly higher in *tga1 tga4*. Unexpectedly, nitrate content was 7.6-fold higher in *cepd* roots than in wild-type roots in the presence of only 1 mm  ${\mathrm{NO}}_{3}^{-}$. Nitrate content also returned to Col-0 levels in *cepd tga1 tga4* (Fig. 1C).

**Figure 1.**
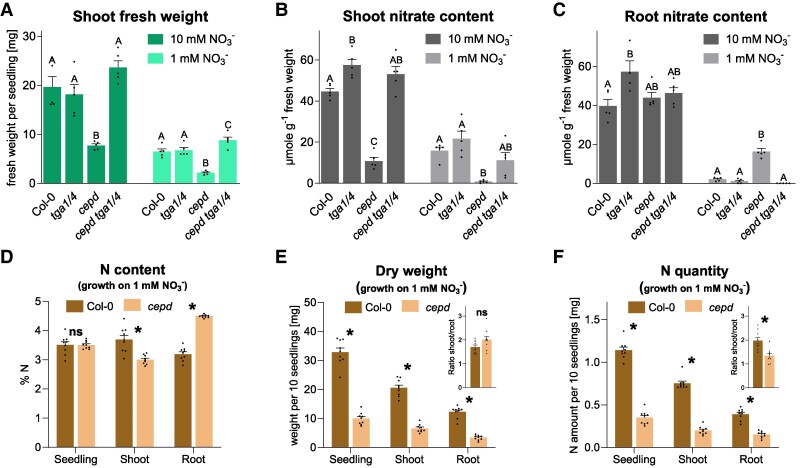
CEPDs counteract the repressive effect of TGA1/4. The indicated genotypes (Col-0, *tga1 tga4*, *cepd*, and *cepd tga1 tga4*) were grown for 21 d **(A** to **C)** or 19 d **(D** to **F)** under constant light (70 *µ*mol photons s^−1^ m^−2^) on vertically oriented MS plates with either 10 mm  ${\mathrm{NO}}_{3}^{-}$ or 1 mm  ${\mathrm{NO}}_{3}^{-}$ as N source. Fresh and dry weight, nitrate, and N were measured in shoots and roots as indicated. Mean values of 5 **(A** to **C)** or 9 **(D** to **F)** biological replicates are shown, with 1 replicate originating from 1 plate with 10 seedlings. Inserts in **E)** and **F)** indicate the shoot/root ratios. Error bars in **A)** to **F)** represent the standard error of the mean. In **A)** to **C)**, statistical analyses were performed separately for each growth condition using 1-way ANOVA and Tukey's multiple comparisons test. Letters indicate significant differences (*P* adj. < 0.05) between the genotypes. In **D)** and **F)**, statistical analyses were performed using multiple unpaired *t*-tests. Stars indicate significant differences between Col-0 and *cepd*. ns, not significant (*P* < 0.05).

The elevated nitrate level in the roots of *cepd* seedlings grown on 1 mm  ${\mathrm{NO}}_{3}^{-}$ suggested that root-to-shoot allocation of N compounds was altered in this mutant. We confirmed this hypothesis when measuring total N per dry weight: the roots of *cepd* had a higher N content than Col-0, while the shoots of *cepd* had lower N levels than Col-0 shoots (Fig. 1D). However, this did not result in relatively better root growth of *cepd* (Fig. 1E). The N quantity per seedling was 2.5-fold lower in *cepd* than in Col-0, demonstrating that not only N allocation, but also nitrate uptake, was impaired (Fig. 1F).

### CEPDs are required for the expression of genes related to transport of inorganic ions including nitrate

To elucidate the molecular mechanism of CEPD action, we looked for marker genes that are stringently controlled by CEPDs. To this aim, we first searched for conditions with strong differential expression of *CEPD*s. According to publicly available expression data (www.genevestigator.de; Scheible et al. 2004; Supplementary Fig. S3A), *ROXY8* and *ROXY9* are more highly expressed in seedlings cultivated for 2 d in liquid MS medium containing 0.15 mm  ${\mathrm{NO}}_{3}^{-}$ and 0.05 mm NH_4_^+^ (corresponding to 0.2 mm N, low nitrogen [LN]) than in control seedlings grown in the presence of 3 mm  ${\mathrm{NO}}_{3}^{-}$, 1 mm NH_4_^+^, and 1 mm glutamine (corresponding to 6 mm N, full nutrition; Scheible et al. 2004). To investigate gene expression in shoots and roots separately, we grew seedlings on solid FN medium in square Petri plates. After 7 d of growth under continuous light, we transferred seedlings to either FN or LN medium. Two days later, we harvested shoots and roots for expression analysis.

As described for Nossen (Ohkubo et al. 2017; Ota et al. 2020), *CEPD* transcript levels were higher in Col-0 shoots than in roots, as determined by RT-qPCR analysis (Supplementary Fig. S3B). Upon transfer of seedlings to fresh medium, the transcript levels of *ROXY8* and *ROXY9* rose strongly in the shoots of seedlings transferred to LN medium when compared with those transferred to FN medium. In contrast, *ROXY6* expression was only slightly induced on LN medium, while *ROXY7* expression was independent of the N supply.

Since CEPDs are shoot-to-root mobile proteins that activate gene expression in the roots of N-starved plants, we performed transcriptome deep sequencing (RNA-seq) analysis of total RNA from roots from Col-0 and *cepd* seedlings subjected to the FN-to-LN transfer. We collected samples from 4 independent experiments, each consisting of roots from 50 seedlings grown on 5 separate plates for sequencing. This analysis revealed 350 genes as being downregulated and 212 genes as being upregulated in *cepd* compared with Col-0 (log_2_ fold change [FC] > 1 or <−1, adjusted *P*-value [*P* adj.] < 0.05, Supplementary Data Set 1).

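Root RNA of the wild type Col-0 and of cepd, the mutant lacking the CEPD proteins ROXY6, ROXY7, ROXY8 and ROXY9, was compared by RNA-seq. The seedlings had grown for 7 d on full nutrition (FN) medium with 2 mM KNO3, 1 mM NH4NO3 and 1 mM glutamine. They were then kept for 2 d on low N (LN) medium with 0.1 mM KNO3 and 50 µM NH4NO3. Analysed here were 3 Col-0 libraries (replicates 1, 3 and 4) and 4 cepd libraries (replicates 1 to 4). The Col-0 libraries held 37943945, 37292558 and 38474492 counts, and the cepd libraries 36941208, 30758339, 46611731 and 38108953 counts.
Transcripts of the mutated genes were scarce in both genotypes and were still counted in cepd. ROXY6 fell from 5.64 ± 0.376 CPM (SD, n = 3) in Col-0 to 3.77 ± 0.753 CPM (SD, n = 4) in cepd, a log2FC of -0.57 (standard error 0.16, adjusted p = 0.0323 from edgeR). This adjusted p rose past 0.05 without Col-0 replicate 3 (adjusted p = 0.0998), without Col-0 replicate 4 (adjusted p = 0.100) and without cepd replicate 2 (adjusted p = 0.0847). ROXY7 had 0.536 ± 0.286 CPM (SD, n = 3) in Col-0 and 0.519 ± 0.296 CPM (SD, n = 4) in cepd, and ROXY8 had 1.61 ± 0.691 and 1.88 ± 0.627 CPM. The sign of the ROXY7 difference depended on the library left out, with log2FC from -0.43 to 0.27. For ROXY9 the mean was 0.00905 CPM in Col-0 and 0.00534 CPM in cepd, too low to be tested. Genome editing can disrupt a reading frame and leave the transcript in place, so these counts do not check the genotype labels.
The deposited values were raw counts per gene from the authors' alignment to the TAIR10 build. They were normalized here by TMM, given as counts scaled to library size (CPM), and tested with edgeR's quasi-likelihood test on the 20600 genes that passed its expression filter. The replicate number was not used as a block. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2FC over 1. Fold changes are given as cepd relative to Col-0, so that genes activated by CEPDs have negative values. The filter, the threshold and the use of unshrunken fold changes can move the counts of called genes. Reads shared by near-identical gene copies can be split or lost between the copies.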

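In cepd roots at low N, 505 of 20600 genes tested were lower than in Col-0 and 397 were higher. Nitrate, ammonium and amino acid transporters, NIN-LIKE PROTEIN (NLP) genes, genes for secreted CEP and CLE peptides and root hair genes were among those that fell. Among those that rose were nuclear genes of photosynthesis and SWEET11 and SWEET12, which encode sucrose transporters. Of the genes that fell, 471 had a lower CPM in every cepd library than in every Col-0 library, and 393 of those that rose had a higher one. Chance separates groups of this size for 5.71% of genes, and 29.12% of all genes tested were separated.
Among the deepest falls were those of AT5G38910, a log2FC of -6.75 (standard error 0.77, adjusted p = 0.000991 from edgeR), and of CYP71A12, an enzyme of camalexin and indole carbonyl nitrile synthesis, a log2FC of -6.27 (standard error 0.94, adjusted p = 0.00349 from edgeR). FOX1, an oxidase of the latter pathway, had a log2FC of -5.30 (standard error 0.88, adjusted p = 0.00555 from edgeR). These genes varied widely within Col-0, and replicate 1 was lowest. CYP71A12 had 4.24, 31.9 and 61.4 CPM in Col-0 replicates 1, 3 and 4. AT2G04070 and CYP82C2 had log2FC of -5.27 and -5.25 (adjusted p = 0.0124 and 0.0124 from edgeR). The AT2G04070 call was lost without cepd replicate 1 (adjusted p = 0.0524) and without cepd replicate 4 (adjusted p = 0.0524). The CYP82C2 call was lost without cepd replicate 1 (adjusted p = 0.0524) and without cepd replicate 4 (adjusted p = 0.0537). Without the low count filter, the adjusted p of these 2 genes were 0.0519 and 0.0504. With limma-voom the adjusted p of CYP71A12, FOX1, AT2G04070 and CYP82C2 were 0.0863, 0.0964, 0.244 and 0.163. AT2G30670 fell from 20.2 ± 9.13 CPM (SD, n = 3) in Col-0 to 0.507 ± 0.270 CPM (SD, n = 4) in cepd, and CLE7, a peptide gene, from 1.28 ± 0.640 to 0.0317 ± 0.0333 CPM.
With the adjusted p alone as the threshold, 1710 genes were lower and 1986 higher in edgeR. Its test against a log2FC of 1 (glmTreat) called 129 lower and 36 higher. The numbers at the adjusted p alone depended on single libraries, with 2591 lower and 2597 higher without Col-0 replicate 1, 998 lower and 1167 higher without Col-0 replicate 3 and 1127 lower and 1346 higher without cepd replicate 2. A block for the replicate number gave 2727 lower and 2866 higher.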

According to a Gene Ontology (GO)-term enrichment analysis, genes involved in the transport of inorganic ions, including nitrate, were overrepresented among the 350 genes that were less expressed in *cepd* than in wild-type plants (Supplementary Fig. S4A). This finding is consistent with the established role of CEPDs in enhancing nitrate acquisition in Arabidopsis (Ota et al. 2020; Ohkubo et al. 2021). 

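Transcripts for the transport of ammonium and amino acids, into or out of cells, and for nitrate reduction were mostly lower in cepd roots, while nitrate and sulfate transporters moved in both directions. Of 21 nitrate transporter and channel genes tested, 8 were lower and 6 higher at an adjusted p under 0.05 from edgeR (9 lower and 7 higher when adjusted over the list alone). NPF6.2 had a log2FC of 1.34 (standard error 0.11, adjusted p = 6.68e-05 from edgeR). CLC-A, which moves nitrate into the vacuole, had a log2FC of 1.04 (standard error 0.09, adjusted p = 0.000115 from edgeR). NRT3.1, the partner protein of NRT2.1, and NPF7.3, which loads nitrate into the xylem, had log2FC of -1.53 and -1.49 and were chosen for naming after their values were seen. Of 24 genes related to ammonium, urea and amino acid transport, GDU genes included, 15 were lower and 1 was higher (19 lower and 1 higher when adjusted over the list alone). UMAMIT18, an amino acid exporter, fell from 687 ± 64.2 CPM (SD, n = 3) in Col-0 to 214 ± 15.1 CPM (SD, n = 4) in cepd, and GDU2 from 11.7 ± 0.565 to 4.38 ± 0.343 CPM. The gene that rose was GDU3, a relative of GDU2, with a log2FC of 0.33 (standard error 0.09, adjusted p = 0.0362 from edgeR). Its adjusted p rose past 0.05 without Col-0 replicate 1 (adjusted p = 0.0520), without Col-0 replicate 3 (adjusted p = 0.128), without cepd replicate 1 (adjusted p = 0.0761), without cepd replicate 2 (adjusted p = 0.106) and without cepd replicate 3 (adjusted p = 0.0796).
Of 26 genes of nitrate and nitrite reduction, its reductant supply and amide synthesis, 15 were lower and 2 higher (17 lower and 3 higher when adjusted over the list alone). NIR1, nitrite reductase, fell from 895 ± 176 CPM (SD, n = 3) in Col-0 to 343 ± 27.0 CPM (SD, n = 4) in cepd, and RFNR2, a root ferredoxin reductase, from 727 ± 129 to 239.9 ± 19.9 CPM. Among 12 sulfate transporters, 4 were lower and 4 higher (4 lower and 5 higher when adjusted over the list alone). SULTR1;1 had a log2FC of -1.59 (standard error 0.13, adjusted p = 6.68e-05 from edgeR), and SULTR2;2 a log2FC of 1.26 (standard error 0.16, adjusted p = 0.000816 from edgeR). Of 15 phosphate transport and starvation genes, 5 were lower and 1 higher, also when adjusted over the list alone, with RNS1, a ribonuclease, at a log2FC of -1.99. In the potassium list, 4 of 8 genes were higher and none was lower (5 higher and 1 lower when adjusted over the list alone, 1 lower by DESeq2), among them the xylem loading channel SKOR (log2FC of 1.48). Of 8 iron uptake genes, 2 were lower and 1 higher, also when adjusted over the list alone.
Against all other genes, camera placed the ammonium and amino acid list (adjusted p = 6.69e-24, and adjusted p = 0.0169 with an estimated correlation) and the nitrate assimilation list (adjusted p = 4.62e-12, and adjusted p = 0.0575 with an estimated correlation) lower in cepd. The nitrate transport list (adjusted p = 0.000360, and adjusted p = 0.146 with an estimated correlation) and the phosphate list (adjusted p = 0.00182, and adjusted p = 0.0696 with an estimated correlation) were lower too. The potassium list was higher (adjusted p = 0.00736, and adjusted p = 0.332 with an estimated correlation). The sulfate list (camera adjusted p = 0.400, median log2FC of 0.04, mean of -0.24) and the iron list (camera adjusted p = 0.545) did not pass. With the replicate number as a block the iron list passed (camera adjusted p = 0.0454). The lists were written after the study's table of called genes, which comes from the same libraries, had been read. Their directions and camera p are therefore not independent of it. From the overrepresented ion transport genes, the paper proposes a fit with the established role of CEPDs in nitrate acquisition.

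**Figure D1:**
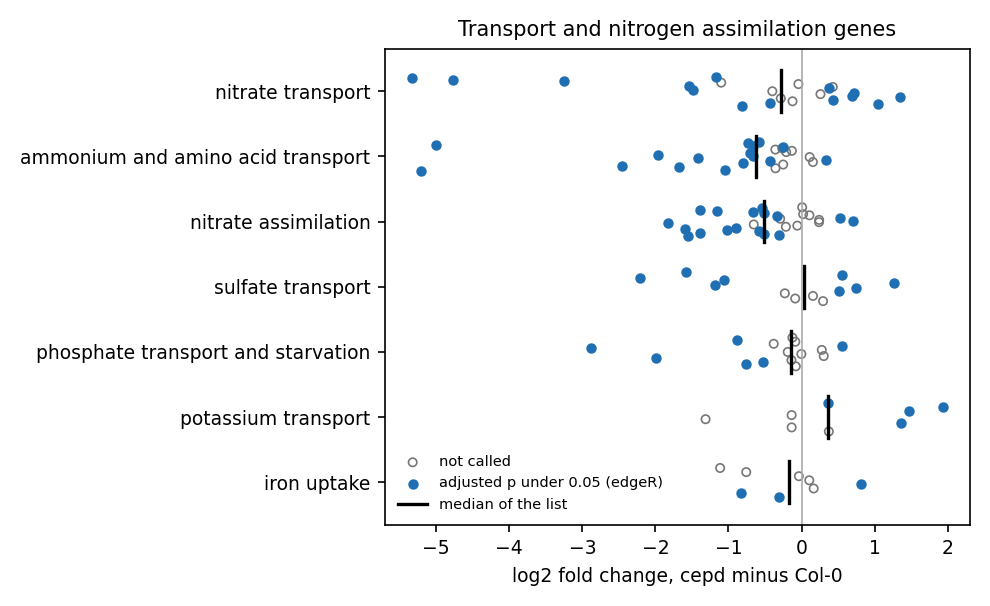
Log2 fold change (cepd minus Col-0, from edgeR) of each tested gene of 7 gene lists. Filled points are genes with an adjusted p under 0.05, open points are the others, and black lines are medians, -0.62 for ammonium and amino acid transport and 0.37 for potassium transport.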

Among the 10 most highly differentially expressed genes (log_2_FC > 3.19), 5 encode transporters, including the high-affinity nitrate transporters NRT2.2 and NRT2.4 (Zhuo et al. 1999; Kiba et al. 2012), the amino acid transporter USUALLY MULTIPLE ACIDS MOVE IN AND OUT TRANSPORTERS 35 (UMAMIT35) (Zhao et al. 2021), and the ammonium transporter AMT1-5 (Yuan et al. 2007; Supplementary Fig. S4B). 

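Transcripts of these transporters were measurable in Col-0 roots and many times scarcer in cepd. NRT2.2 (AT1G08100, chromosome 1 of TAIR10, 2527170 to 2529120) fell from 133 ± 32.7 CPM (SD, n = 3) in Col-0 to 3.25 ± 0.925 CPM (SD, n = 4) in cepd, a log2FC of -5.34 (standard error 0.23, adjusted p = 5.91e-06 from edgeR). NRT2.4 (AT5G60770, chromosome 5 of TAIR10, 24444365 to 24447127) fell from 127 ± 19.9 to 4.64 ± 1.16 CPM, a log2FC of -4.77 (standard error 0.19, adjusted p = 2.71e-06 from edgeR). UMAMIT35 (AT1G60050, chromosome 1 of TAIR10, 22121375 to 22123881) fell from 17.3 ± 2.34 to 0.458 ± 0.0967 CPM, a log2FC of -5.20 (standard error 0.16, adjusted p = 8.09e-07 from edgeR). AMT1-5 (AT3G24290, chromosome 3 of TAIR10, 8801400 to 8802890) fell from 9.02 ± 3.19 to 0.275 ± 0.121 CPM, a log2FC of -5.0 (standard error 0.34, adjusted p = 3.77e-05 from edgeR). OCT1 (AT1G73220), an organic cation transporter, fell from 13.0 ± 2.47 to 0.935 ± 0.0879 CPM, a log2FC of -3.80 (standard error 0.16, adjusted p = 2.71e-06 from edgeR).
Of the other genes that the paper ranks among its 10 most affected, ATL7, for a RING-type ubiquitin ligase, had a log2FC of -5.51 (standard error 0.29). RL3, for a RAD-like MYB protein, had one of -4.16 (standard error 0.22) and AT4G37220 one of -3.84 (standard error 0.22). NRT2.2 lies next to its close copy NRT2.1, so that reads from shared stretches can be missing from both counts.

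**Figure D2:**
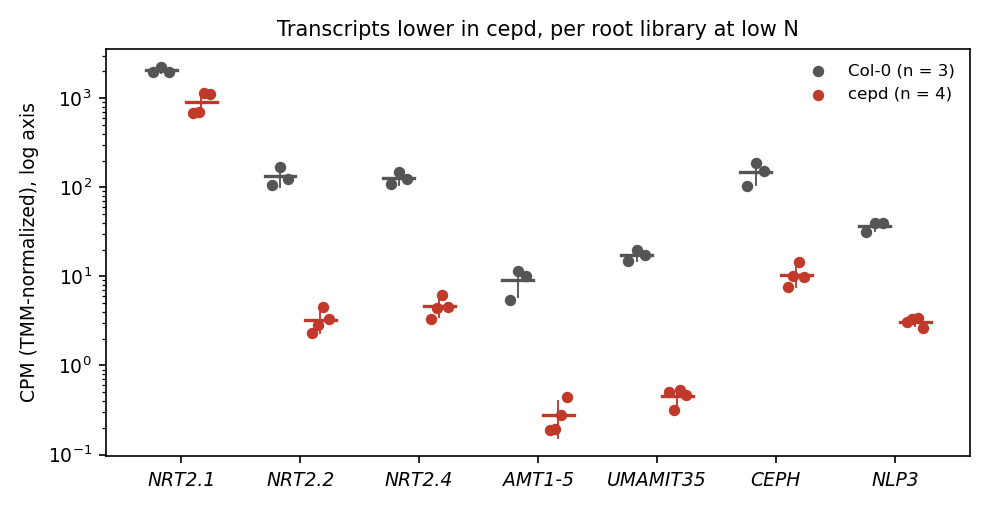
CPM (log axis) of 7 genes in each root library at low N. Points are libraries, horizontal bars are means and vertical lines are 1 SD, for Col-0 (n = 3) and cepd (n = 4). NRT2.1 lies at 687 to 1152 CPM in cepd and 1949 to 2231 CPM in Col-0.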

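Transcripts of 4 of the 8 NLP genes tested were lower in cepd roots and none was higher at an adjusted p under 0.05 from edgeR, also when adjusted over the list alone. NLP3 (AT4G38340, chromosome 4 of TAIR10, 17954710 to 17958063) fell from 37.1 ± 4.94 CPM (SD, n = 3) in Col-0 to 3.1 ± 0.336 CPM (SD, n = 4) in cepd, a log2FC of -3.58 (standard error 0.12, adjusted p = 9.71e-07 from edgeR). NLP8 had a log2FC of -1.04 (standard error 0.14, adjusted p = 0.00119 from edgeR), and NLP4 a log2FC of -0.63 (standard error 0.11, adjusted p = 0.00420 from edgeR). With the replicate number as a block, 7 of the 8 genes were lower. As a set the family lay lower than other genes (camera adjusted p = 1.25e-12, and adjusted p = 0.0509 with an estimated correlation). This set was chosen after the study's table of called genes had been read, so its p is not independent of that table.
Of 25 regulators of the nitrate response, the NLP genes included, 10 were higher and 5 lower in cepd (10 higher and 6 lower when adjusted over the list alone). The set did not pass (camera adjusted p = 0.685), with a median log2FC of -0.04 and a mean of 0.03. HRS1, a repressor of nitrate starvation responses, rose from 16.7 ± 4.29 CPM (SD, n = 3) in Col-0 to 39.8 ± 2.43 CPM (SD, n = 4) in cepd. BT2, a BTB domain protein that represses nitrate transporter genes, rose from 13.5 ± 3.68 to 65.1 ± 12.5 CPM. BT1 had a log2FC of 1.48 (standard error 0.21, adjusted p = 0.00152 from edgeR).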

One gene encodes for the nitrate-sensitive transcription factor NIN-LIKE PROTEIN 3 (NLP3; Liu et al. 2022). The expression of *NRT2.1*, which plays a major role in high-affinity ${\mathrm{NO}}_{3}^{-}$ uptake in the root (Cerezo et al. 2001; Filleur et al. 2001), was less affected by the loss of CEPDs (log_2_FC 2.04) than was the expression of *NRT2.2* or *NRT2.4*. 

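NRT2.1 was the most abundant of these 3 nitrate transporter transcripts in both genotypes and fell by less in cepd. NRT2.1 (AT1G08090, chromosome 1 of TAIR10, 2524023 to 2526322) went from 2059 ± 150.4 CPM (SD, n = 3) in Col-0 to 916 ± 251 CPM (SD, n = 4) in cepd, a log2FC of -1.17 (standard error 0.19, adjusted p = 0.00329 from edgeR). The difference between the genes was tested on their ratio within each library. On the log2 scale, NRT2.2 over NRT2.1 was -3.98 ± 0.26 (SD, n = 3) in Col-0 and -8.11 ± 0.20 (SD, n = 4) in cepd. This is a difference of -4.14, lower in 4 of 4 cepd libraries (two-sided exact permutation test, p = 0.0286, the smallest p that 35 splits allow). NRT2.4 over NRT2.1 was -4.02 ± 0.15 (SD, n = 3) in Col-0 and -7.60 ± 0.25 (SD, n = 4) in cepd, a difference of -3.58, also lower in 4 of 4 cepd libraries (two-sided exact permutation test, p = 0.0286). These tests did not use the replicate numbers as pairs, and only 8 of the 35 splits part all 3 pairs as the real one does. With the pairs respected, no such test could give a p under 0.05. Within cepd, NRT2.1 stood at 687, 710.3, 1152 and 1113 CPM in replicates 1 to 4.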

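CEPH (AT4G32950, chromosome 4 of TAIR10, 15904082 to 15906099), a gene for a PP2C-type phosphatase, fell from 147 ± 41.9 CPM (SD, n = 3) in Col-0 to 10.5 ± 2.85 CPM (SD, n = 4) in cepd. This is a log2FC of -3.80 (standard error 0.25, adjusted p = 5.93e-05 from edgeR). Its highest cepd library lay below its lowest Col-0 library.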

*CEPH*, encoding the phosphatase that activates high-affinity nitrate uptake by dephosphorylating NRT2.1 (Ohkubo et al. 2021), was also among the 10 most highly differentially regulated genes (log_2_ FC 3.22).

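In the 1000 bp upstream of the 505 genes that were lower in cepd, the motifs TGACG, TGACGTCA and TACGTA occurred more often than on average in random sets of tested genes, but none passed the test after adjustment. TGACG occurred 497 times, against 445 ± 22.9 times (SD) in the random sets (permutation p = 0.0280, adjusted p = 0.0840 over 6 tests), a ratio of 1.12. TGACGTCA occurred 12 times, against 6.69 ± 2.58 times (SD) in the random sets (permutation p = 0.0784, adjusted p = 0.132 over 6 tests). TACGTA occurred 125 times, against 96.0 ± 10.5 times (SD) in the random sets (permutation p = 0.00880, adjusted p = 0.0528 over 6 tests). The test was two-sided over 10000 random sets, and 59.0% of the genes had a TGACG site and 20.6% a TACGTA site. The same bases in reversed order served as controls and also differed, with GCAGT at 288 sites against 356 (permutation p = 0.00120) and ATGCAT at 222 against 189 (permutation p = 0.0266). Over the alternatives, the adjusted permutation p ranged from 0.0108 to 0.602 for TGACG, from 0.0102 to 0.821 for TACGTA and from 0.0102 to 0.450 for TGACGTCA, so that settings such as a 2000 bp region for TACGTA passed. Without Col-0 replicate 1, TGACG (adjusted permutation p = 0.0108) and TACGTA (adjusted permutation p = 0.0264) passed. TGACG also passed with the replicate number as a block (adjusted permutation p = 0.0432). For the 350 genes of the study's own list of lower genes, no motif passed (adjusted permutation p = 0.278 for each). The paper drew its random genes from the genome. For the 505 genes against all protein-coding genes, TGACG passed (adjusted permutation p = 0.0444). TACGTA and TGACGTCA did not (adjusted permutation p = 0.0594 and 0.0992).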

Finally, a motif mapper analysis (Berendzen et al. 2012) revealed the enrichment of the TGA factor–binding motifs TGACG, TGACGTCA, and TACGTA (Izawa et al. 1993; Wang et al. 2019) in the promoter regions of genes positively regulated by CEPDs (Supplementary Fig. S4C).

### CEPDs interfere with the repressive effect of TGA1/4 on the expression of N starvation–induced genes

We examined the expression pattern of the 3 most highly differentially expressed genes (Col-0 vs. *cepd*, log_2_FC > 4.26; Supplementary Fig. S4B) in the roots of *tga1 tga4*, *cepd*, and *cepd tga1 tga4* seedlings (Fig. 2, A to C). Under LN conditions, *NRT2.2* was highly induced in Col-0 and *tga1 tga4*, but not in *cepd* (Fig. 2A). The expression of *NRT2.2* in *cepd* reverted to wild-type levels in *cepd tga1 tga4*, suggesting that TGA1/4 strongly interfere with LN-induced *NRT2.2* expression and that this repressive effect is counteracted by CEPDs. Clearly, a CEPD- and TGA1/4-independent mechanism still conferred strong upregulation of *NRT2.2* expression after transfer from FN to LN conditions. LN-induced *NRT2.2* expression in *cepd* was rescued in seedlings constitutively expressing a HA-tagged *ROXY9* construct under the control of the *Cauliflower Mosaic Virus* (*CaMV*) *35S* promoter (Fig. 2D).

**Figure 2.**
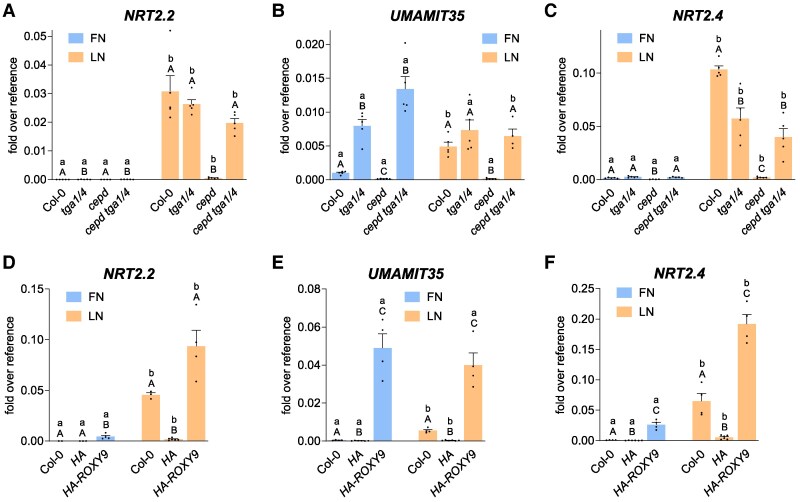
Impaired gene expression in *cepd* is due to the repressive effect of TGA1/4. Seven-day-old seedlings grown on full nitrogen (FN) medium under constant light (70 *µ*mol photons s^−1^ m^−2^) were transferred to either FN or LN plates. Two days later, roots were collected for RNA isolation. Expression of the indicated genes was analyzed by RT-qPCR, and *UBQ5* was used as a reference gene. **A)** to **C)** Mean values of 4 to 5 biological replicates are shown, with 1 replicate originating from 1 plate with 10 seedlings. **D)** to **F)** Mean values of 4 to 5 independent transgenic lines are shown, with each replicate comprising roots from 20 seedlings. **A)** to **F)** Error bars represent the standard error of the mean. Lowercase letters indicate statistically significant differences within the genotype between the treatments, and uppercase letters indicate significant differences within treatment between the genotypes. Statistical analyses were performed with the logarithmic values by using 2-way ANOVA and Bonferroni's multiple comparisons test (*P* adj. < 0.05). *HA*, empty vector transformed into *cepd*; *HA-ROXY9*, HA-tagged ROXY9 was expressed under the control of the *CaMV 35S* promoter in *cepd* plants.

Similar *to NRT2.2*, *UMAMIT35* expression was induced under N starvation in Col-0, and this induction was severely compromised in *cepd* (Fig. 2B). Under FN conditions, *UMAMIT35* expression reached levels even higher than those in Col-0 in *tga1 tga4* and *cepd tga1 tga4*, whereas under LN conditions, *UMAMIT35* expression levels in Col-0 were similar to those in *tga1 tga4* and *cepd tga1 tga4*. The expression pattern of *UMAMIT35* can be explained by TGA1/4 repressing the transcriptional activation of this gene under FN conditions, while LN-induced CEPDs (Supplementary Fig. S3) counteract TGA1/4-mediated repression under LN conditions. In *cepd 35S:HA-ROXY9* seedlings, we observed high and N supply-independent *UMAMIT35* expression, supporting the notion that this promoter is regulated by the amount of CEPDs (Fig. 2E). This result is in contrast to the expression pattern of *NRT2.2*, which can be regulated by N starvation even in the absence of CEPD-regulated TGA1/4 activity and despite constitutive expression of *ROXY9* (Fig. 2, A and D).

The regulation of *NRT2.4* expression was similar to that of *NRT2.2*, showing the strongest differences among genotypes under LN conditions (Fig. 2C). *NRT2.4* expression was lower in *tga1 tga4* than in Col-0, indicating that TGA1/4 contributed to its transcriptional activation under LN conditions. TGA1/4 repressed *NRT2.4* expression in *cepd*, as revealed by the low *NRT2.4* expression levels in *cepd* and similarly high *NRT2.4* expression levels in *cepd tga1 tga4* and *tga1 tga4*. Constitutive expression of *ROYX9* under FN conditions was sufficient to activate the *NRT2.4* promoter, with a further induction under LN conditions (Fig. 2F).

We also asked whether the CEPD-TGA1/4-independent induction of *NRT2.2* after transfer from FN to LN medium might be due to glutamine and ammonium present in the FN medium, which have been reported to repress *NRT2.2* expression (Krouk et al. 2006). When we mimicked N sufficient conditions by growing seedlings on 10 mm  ${\mathrm{NO}}_{3}^{-}$, *NRT2.2* expression was 300-fold higher than in Col-0 plants grown on FN medium (Supplementary Fig. S5, A and B). Strikingly, expression levels in *tga1 tga4* seedlings grown on 10 mm  ${\mathrm{NO}}_{3}^{-}$ were elevated when compared with Col-0, reaching similar levels as in Col-0 grown on 1 mm  ${\mathrm{NO}}_{3}^{-}$ (Supplementary Fig. S5A). Thus, in the absence of the repressive effects of glutamine and ammonium, *NRT2.2* expression was repressed by TGA1/4 on sufficient N supply and this repression was counteracted by increased levels of CEPDs under N starvation conditions (Supplementary Fig. S5C).

Since *ROXY6* (also named *CEPD1*) and *ROXY9* (also named *CEPD2*) act downstream of CEPR1 in the Nossen Arabidopsis accession (Ohkubo et al. 2017), we investigated the expression of *CEPD* genes and the target genes of their encoded peptides in *cepr1-3*, a mutant in the Col-0 background. Although the N starvation–induced expression of *NRT2.2*, *UMAMIT35*, and *NRT2.4* was compromised in *cepr1-3* (Supplementary Fig. S6A), relative *ROXY8* and *ROXY9* transcript levels were even slightly elevated in *cepr1-3* compared with Col-0. Only *ROXY6* expression levels were slightly reduced (Supplementary Fig. S6B). Although ROXY7, ROXY8, and ROXY9 do not appear to act downstream of CEPR1 in Col-0 under our growth conditions, we will continue to refer to ROXYs 6 to 9 as CEPDs.

### TGA1/4 amplify the expression of target genes upon treatment of N-starved seedlings with nitrate

The strong repressive activity of Clade I TGAs was unexpected, since at least TGA1 contributes to transcriptional activation of *NRT2.2* upon binding to the respective promoter in the roots of seedlings that had been first starved for N compounds and subsequently fed with nitrate (Alvarez et al. 2014). We therefore dissected the effects of Clade I TGAs on transcription in a similar experimental set up (Fig. 3). Seedlings were first transferred from FN to no nitrogen (NN) medium, which—in contrast to the LN medium—does not contain any added N source. *NRT2.2* expression was induced substantially in Col-0. While TGA1/4 were dispensable for full *NRT2.2* induction upon transfer from FN to LN medium (Fig. 2A), *NRT2.2* was induced to much lower levels in *tga1 tga4* after transfer from FN to NN medium (Fig. 3A). *UMAMIT35* showed a different pattern: *UMAMIT35* expression was repressed by TGA1/4 in seedlings grown on FN medium (Figs. 2B and 3B), but required these transcription factors for induced expression upon transfer of seedlings to NN medium (Fig. 3B). In contrast, *UMAMIT35* expression was independent from TGA1/4 when seedlings were transferred from FN to LN medium (Fig. 2B). Thus, the composition of the medium has a profound impact on whether TGA1/4 function as activators or repressors at their target promoters.

**Figure 3.**
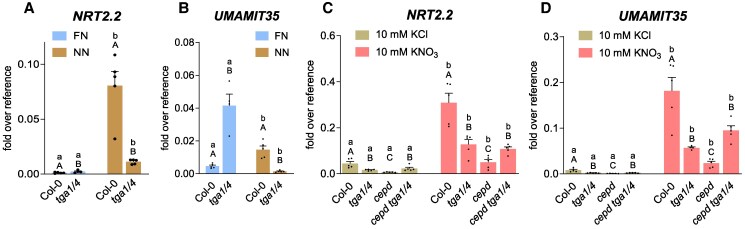
TGA1/4 can switch from a repressive into an amplifying mode. Seven-day-old seedlings grown on FN medium were transferred to NN plates. Two days later, seedlings were harvested **(A** and **B)** or treated with either 10 mm KCl or 10 mm KNO_3_ for 3 h **(C** and **D)**. Roots were collected for RNA isolation. Expression of the indicated genes was analyzed by RT-qPCR, *UBQ5* was used as a reference gene. Mean values of 4 to 5 biological replicates are shown, with 1 replicate originating from 1 plate with 10 seedlings. Error bars represent the standard error of the mean. Lowercase letters indicate statistically significant differences within the genotype between the treatments, and uppercase letters indicate significant differences within treatment between the genotypes. Statistical analyses were performed with the logarithmic values by using 2-way ANOVA and Fisher's least significant difference test (*P* < 0.05) **(A** and **B)** or Bonferroni's multiple comparisons test (*P* adj. < 0.05) **(C** and **D)**.

The transcript levels of *NRT2.2* and *UMAMIT35* rose further in Col-0, *tga1 tga4*, *cepd*, and *cepd tga1 tga4* when seedlings that had been cultivated for 2 d on NN medium were treated for 3 h with 10 mm  ${\mathrm{NO}}_{3}^{-}$. This result indicates that TGA1/4- and CEPD-independent induction mechanisms mediate the response to nitrate (Fig. 3, C and D). Nitrate-induced expression levels were lower in *tga1 tga4* and *cepd tga1 tga4* than in Col-0, demonstrating that TGA1/4 amplify nitrate-responsive transcription. A comparison of transcript levels between *cepd* and *cepd tga1 tga4* seedlings suggests that CEPDs are still required to alleviate the repressive effect of TGA1/4.

### CEPDs can interfere with activating effects of TGA1/4 on gene expression

Our transcriptome analysis identified 212 genes that were negatively regulated by CEPDs (Supplementary Fig. S7). 

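The genes that were higher in cepd roots included SWEET genes, nuclear genes of photosynthesis and 26 genes encoded in the chloroplast or the mitochondria. SWEET12 rose from 0.151 ± 0.239 CPM (SD, n = 3) in Col-0 to 5.83 ± 3.31 CPM (SD, n = 4) in cepd, a log2FC of 5.23 (standard error 0.85, adjusted p = 0.00451 from edgeR), and SWEET11 from 0.151 ± 0.0653 to 5.32 ± 2.62 CPM, a log2FC of 5.10 (standard error 0.58, adjusted p = 0.000660 from edgeR). In Col-0, SWEET12 rested on 16, 1 and 0 counts in replicates 1, 3 and 4, and its log2FC was 8.43 without replicate 1. DESeq2 with shrunken fold changes did not call it (adjusted p = 0.0961). AT4G15990 rose from 0.231 ± 0.217 to 5.15 ± 1.77 CPM and GDPD3, for a glycerophosphodiester phosphodiesterase, from 0.0709 ± 0.0400 to 1.26 ± 0.0830 CPM. TFL1, a repressor of flowering, rose from 1.12 ± 0.442 to 8.98 ± 1.17 CPM. AT1G52100 and AT2G05540 had log2FC of 3.13 and 3.21. The chloroplast-encoded photosystem genes PSBA and PSAB had log2FC of 3.25 and 2.96, and the PSAB call was lost with limma-voom (adjusted p = 0.0631) and with edgeR without Col-0 replicate 1 (adjusted p = 0.0521) and without Col-0 replicate 3 (adjusted p = 0.0512). Of 31 chloroplast-encoded genes tested, 18 were higher at an adjusted p under 0.05 from edgeR, and 5 with only cepd replicates 3 and 4, a choice made after the data were seen. The share of ribosomal RNA in the counts rose in the same libraries, to 4.63 and 4.76 times the Col-0 mean in cepd replicates 1 and 2 and to at least 2.04 times in replicates 3 and 4.
Across the 9 SWEET genes tested, 4 were higher and 2 lower (4 higher and 3 lower when adjusted over the list alone). SWEET13 and SWEET14, of the same sucrose-transporting clade as SWEET11 and SWEET12, were lower, with a log2FC of -1.50 (standard error 0.20, adjusted p = 0.00104 from edgeR) and a log2FC of -2.32 (standard error 0.21, adjusted p = 0.000146 from edgeR). Near-identical copies such as SWEET11 and SWEET12 can share reads.
DESeq2 with shrunken fold changes called 212 genes higher. With only cepd replicates 3 and 4, a choice made after the data were seen, 248 were called by edgeR.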

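AT4G39675 (chromosome 4 of TAIR10, 18413775 to 18414240) was barely transcribed in Col-0 roots at low N and was raised in each cepd library. It rose from 0.560 ± 0.225 CPM (SD, n = 3) in Col-0 to 11.4 ± 3.58 CPM (SD, n = 4) in cepd, a log2FC of 4.34 (standard error 0.35, adjusted p = 9.18e-05 from edgeR).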

The gene with the strongest CEPD-mediated repression was At4g39675, encoding a hypothetical protein of 70 amino acids. The transcript levels of this gene were strongly downregulated under LN conditions (Fig. 4A). Under FN conditions, At4g39675 expression was not affected by the CEPD-TGA1/4 regulatory module. However, under LN conditions, the gene was highly expressed only in *cepd*, as its expression was similarly low in *cepd tga1 tga4*, Col-0, and *tga1 tga4*. Thus, LN-induced CEPDs can repress the transcriptional activation function mediated by TGA1/4, leading to lower gene expression under LN conditions.

**Figure 4.**
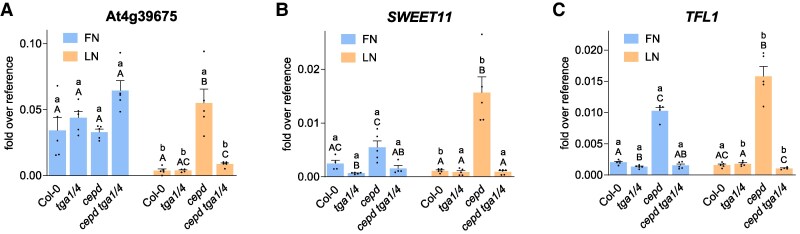
Enhanced expression in *cepd* is due to the activating effect of TGA1/4. Seven-day-old seedlings grown on FN medium were transferred to either FN or LN plates. Two days later, roots were collected for RNA isolation. Expression of **A)** At4g39675, **B)**  *SWEET11*, and **C)**  *TFL1* was analyzed by RT-qPCR, *UBQ5* was used as a reference gene. Mean values of 4 to 5 biological replicates are shown, with 1 replicate originating from 1 plate with 10 seedlings. Error bars represent the standard error of the mean. Lowercase letters indicate statistically significant differences within the genotype between the treatments, and uppercase letters indicate significant differences within treatment between the genotypes. Statistical analyses were performed by using 2-way ANOVA and Bonferroni's multiple comparisons test (*P* adj. < 0.05).

The sucrose efflux transporter gene *SUGARS WILL EVENTUALLY BE TRANSPORTED 11* (*SWEET11*) was also expressed at lower levels upon transfer of Col-0 seedlings from FN medium to LN medium, although the effect was not nearly as strong as for At4g39675 (Fig. 4B). Based on *SWEET11* transcript levels in *tga1 tga4*, *cepd*, and *cepd tga1 tga4*, it is concluded that TGA1/4 activates *SWEET11* expression, whereas CEPDs interfere with this activation. Consequently, higher *CEPD* levels under LN conditions lead to lower *SWEET11* expression.

*TERMINAL FLOWER1* (*TFL1*) expression was strongly repressed by CEPDs under both FN and LN conditions (Fig. 4C). We detected the activating effect of TGA1/4 only in the absence of CEPDs. Due to the strong repression of *TFL1* expression by CEPDs already in place under FN conditions, LN conditions only minimally diminished its expression.

As in *cepd*, all 3 genes were more highly expressed in *cepr1-3* than in Col-0 (Supplementary Fig. S8), indicating the loss of a repressive mechanism that interferes with TGA1/4-mediated transcriptional activation of these genes in this mutant. Since overall *CEPD* transcript levels were largely unaffected in *cepr1-3* (Supplementary Fig. S6B), other gene products must be responsible for the elevated transcriptional activation of At4g39675*, SWEET11*, and *TFL1* in *cepr1-3*.

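Upstream of the genes that were higher in cepd, the motifs TACGTA and TGACG were not detectably more or less frequent than in random sets of tested genes. In the 1000 bp upstream of the 370 such genes with sequence, TACGTA occurred 71 times, against 70.3 ± 9.01 times (SD) in the random sets (permutation p = 0.961, adjusted p = 0.961 over 6 tests), a ratio of 1.01. TGACG occurred 304 times, against 326 ± 19.9 times (SD) in the random sets (permutation p = 0.283, adjusted p = 0.339 over 6 tests). TGACGTCA occurred 1 time, against 4.94 ± 2.24 times (SD) in the random sets (permutation p = 0.0880, adjusted p = 0.132 over 6 tests). For the 202 genes of the study's own list of higher genes with upstream sequence, TACGTA occurred 47 times, against 38.4 ± 6.71 times (SD) in the random sets (permutation p = 0.232, adjusted p = 0.278 over 6 tests). TGACG occurred 162 times, against 178 ± 14.7 times (SD) in the random sets (permutation p = 0.297, adjusted p = 0.297 over 6 tests). For the 36 genes called by glmTreat, TACGTA occurred 10 times, against 6.85 ± 2.81 times (SD) in the random sets (permutation p = 0.343, adjusted p = 0.623 over 6 tests), a ratio of 1.46. The TACGTA ratio fell to 0.957 in 500 bp, and the TGACG ratio rose from 0.93 to 1.17 for the genes called by glmTreat and to 1.01 without Col-0 replicate 3. The paper drew its random genes from the genome. Against all protein-coding genes, the ratios for the 370 genes were 0.990 for TACGTA and 0.960 for TGACG.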

A motif mapper analysis revealed enrichment of the TACGTA motif, which is bound in vitro and in vivo by TGA1 and TGA4 (Izawa et al. 1993; Wang et al. 2019), in the promoter sequences of those genes that are upregulated in *cepd*, while the TGACG motif was slightly but significantly less frequent than expected (Supplementary Fig. S4C). The 10 most strongly upregulated genes in *cepd* relative to Col-0 all contain 1 to 3 TGA-binding sites in their promoters (Supplementary Fig. S7B), suggesting direct regulation by TGA1/4. 

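All 10 of these genes had TGACG or TACGTA sites in the 2000 bp upstream of the gene start of the TAIR10.1 annotation. AT4G39675, TFL1, AT1G52100, AT1G49500 and PER71 had 1 TGACG and 1 TACGTA site each. SWEET11 had 3 TGACG sites and 1 TACGTA site, while GDPD3, IGMT1 and AT4G29905 had 3 TGACG sites and AIR1 had 1. Among all tested genes, 85.11% had at least 1 such site, and 10 genes drawn at random all have one with a probability of 0.199.
IGMT1, a methyltransferase of indole glucosinolate synthesis, rose from 4.24 ± 0.598 CPM (SD, n = 3) in Col-0 to 21.6 ± 2.21 CPM (SD, n = 4) in cepd, and PER71, a peroxidase, from 25.9 ± 3.42 to 134 ± 34.0 CPM. AT4G29905 had a log2FC of 2.44 (standard error 0.18, adjusted p = 5.61e-05 from edgeR), AT1G49500 a log2FC of 2.37 (standard error 0.17, adjusted p = 4.69e-05 from edgeR) and AIR1 a log2FC of 2.38 (standard error 0.23, adjusted p = 0.000257 from edgeR). IGMT1 lies among close copies that can share reads.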

The genes repressed by CEPDs in seedlings transferred to LN medium were enriched for the GO terms “photosynthesis,” “glucose metabolic process,” “hexose metabolic process,” “monosaccharide metabolic process,” and “generation of precursor metabolites and energy,” among others (Supplementary Fig. S7A). These GO terms are also associated with a group of genes that are more highly expressed in the roots of transgenic *35S:TGA1* seedlings (Swift et al. 2020), providing supportive evidence that TGA1 acts as an activator of these genes.

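Nuclear genes of the photosynthetic apparatus rose together in cepd roots. Of 46 tested genes of light harvesting, the photosystems, electron transport and the chloroplast ATP synthase, 42 were higher and none was lower at an adjusted p under 0.05 from edgeR (44 higher when adjusted over the list alone). Their median log2FC was 0.99. PETC, the Rieske protein, rose from 11.4 ± 0.342 CPM (SD, n = 3) in Col-0 to 27.5 ± 1.58 CPM (SD, n = 4) in cepd, DRT112, a plastocyanin, from 20.5 ± 2.75 to 50.0 ± 3.11 CPM and ATPC1 from 16.0 ± 2.00 to 36.3 ± 1.34 CPM. Of 19 Calvin cycle genes, 11 were higher and 1 was lower (12 higher and 1 lower when adjusted over the list alone). GAPA1 and FBA2 had log2FC of 1.48 and 1.55. The gene that fell was TKL1, a transketolase abundant in roots, from 929 ± 90.9 to 607 ± 13.8 CPM.
Of 17 chlorophyll synthesis and greening genes, 11 were higher and none was lower (13 higher when adjusted over the list alone), such as CRD1 (log2FC of 1.01). Of 12 photorespiration genes, 7 were higher and none was lower (8 higher when adjusted over the list alone), such as HPR1 (log2FC of 1.48). In the sugar starvation and signaling list, 6 of 13 genes were higher and none was lower (6 higher and 1 lower when adjusted over the list alone, 1 lower by DESeq2). TPS11, a trehalose phosphate synthase gene of class II, rose from 11.7 ± 2.73 to 35.5 ± 8.19 CPM. With the replicate number as a block, 4 of these genes were higher and 1 was lower.
Camera placed the photosynthesis list (adjusted p = 1.84e-47, and adjusted p = 0.0696 with an estimated correlation) and the Calvin cycle list (adjusted p = 6.17e-14, and adjusted p = 0.0696 with an estimated correlation) above other genes. The chlorophyll (adjusted p = 3.46e-08, and adjusted p = 0.0858 with an estimated correlation), photorespiration (adjusted p = 8.66e-06, and adjusted p = 0.151 with an estimated correlation) and sugar lists (adjusted p = 0.000551, and adjusted p = 0.183 with an estimated correlation) were also placed higher. These lists were written after the study's table of called genes, from the same libraries, had been read. Their camera p are therefore not independent of it. The nuclear photosynthesis genes took 0.0739% ± 0.0109 (SD, n = 3) of all counts in Col-0 and 0.152% ± 0.0119 (SD, n = 4) in cepd (two-sided exact permutation test, p = 0.0286), and the Calvin cycle genes 0.127% ± 0.00785 (SD, n = 3) of all counts in Col-0 and 0.120% ± 0.00504 (SD, n = 4) in cepd (two-sided exact permutation test, p = 0.229). TKL1, which fell, made up most of the Calvin cycle share. It took 0.0917% ± 0.00897 (SD, n = 3) of all counts in Col-0 and 0.0613% ± 0.00173 (SD, n = 4) in cepd (two-sided exact permutation test, p = 0.0286), and the other 18 Calvin cycle genes 0.0348% ± 0.00157 (SD, n = 3) of all counts in Col-0 and 0.0586% ± 0.00476 (SD, n = 4) in cepd (two-sided exact permutation test, p = 0.0286), a division made after the data were seen. Genes encoded in the chloroplast took 0.00128% ± 7.65e-05 (SD, n = 3) of all counts in Col-0 and 0.00449% ± 0.00212 (SD, n = 4) in cepd (two-sided exact permutation test, p = 0.0857). Mitochondrial genes took 0.0339% ± 0.00395 (SD, n = 3) of all counts in Col-0 and 0.103% ± 0.0486 (SD, n = 4) in cepd (two-sided exact permutation test, p = 0.0857). The 4 genes annotated as ribosomal RNA took 0.0157% ± 0.00213 (SD, n = 3) of all counts in Col-0 and 0.0561% ± 0.0209 (SD, n = 4) in cepd (two-sided exact permutation test, p = 0.0571). Adjusted over the 6 gene classes compared, the permutation p was 0.274 for the Calvin cycle and 0.129 for the nuclear photosynthesis, chloroplast, mitochondrial and ribosomal RNA genes. The permutation tests did not use the replicate numbers as pairs. With the pairs respected, the splits would be too few for a p under 0.05. With only cepd replicates 3 and 4, a choice made after the data were seen, 34 photosynthesis, 10 Calvin cycle, 6 chlorophyll, 4 photorespiration and 3 sugar genes were higher, and 1 Calvin cycle and 2 sugar genes were lower.

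**Figure D3:**
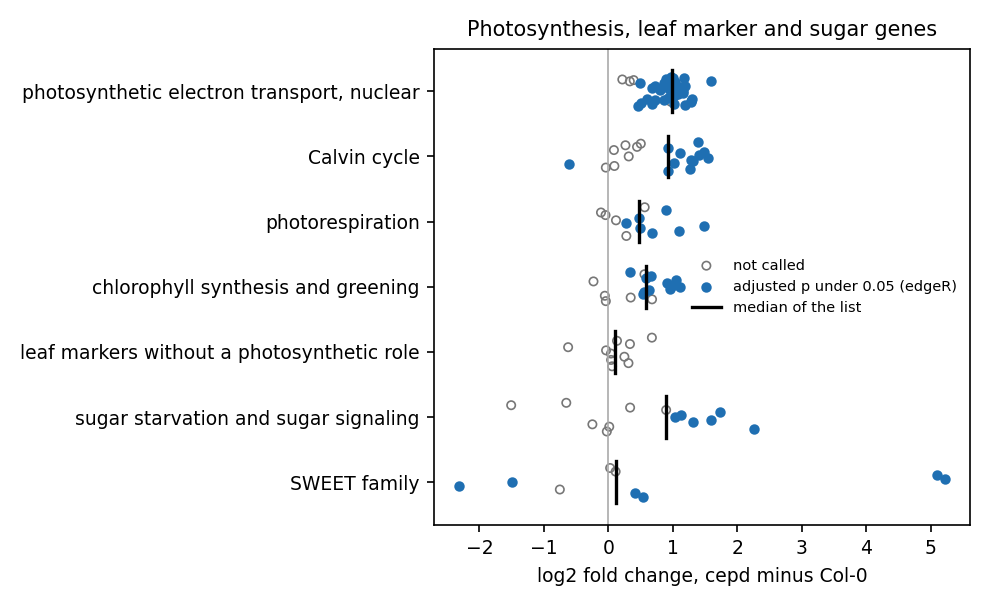
Log2 fold change (cepd minus Col-0, from edgeR) of each tested gene of 7 gene lists. Filled points are genes with an adjusted p under 0.05, open points are the others, and black lines are medians, 0.99 for nuclear photosynthesis genes and 0.09 for leaf markers without a photosynthetic role.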

### The transcriptomes of *tga1 tga4*, *cepd*, and *cepd tga1 tga4* indicate that CEPDs act mainly through TGA1/4

We wished to explore whether TGA1, TGA4, and CEPDs act exclusively together or whether they can also control gene expression on their own. To this end, we performed RNA-seq of total RNA from the roots of wild-type, *tga1 tga4*, *cepd*, and *cepd tga1 tga4* seedlings grown on FN conditions followed by transfer to either FN or LN conditions as described above. Values are from 1 experiment with 4 independent RNAs, each originating from 1 plate with 10 seedlings.

A principal component analysis (PCA) of the RNA-seq data (Fig. 5A) revealed clustering of the *tga1 tga4* and *cepd tga1 tga4* samples together, under both FN and LN conditions. In fact, only 3 genes were differentially expressed between *tga1 tga4* and *cepd tga1 tga4* (log_2_FC > 1 or <−1, *P* adj. < 0.05; Supplementary Data Set 2), strongly suggesting that CEPDs act mainly, if not exclusively, through TGA1/4. Samples from Col-0, *tga1 tga4*, and *cepd tga1 tga4* clustered together under LN conditions, which is consistent with the idea that LN-induced CEPDs efficiently interfere with TGA1/4-mediated effects. Under LN conditions, only 17 genes were differentially expressed between Col-0 and *tga1 tga4* (log_2_FC > 1 or <−1, *P* adj. < 0.05), while 206 genes were differentially expressed in *tga1 tga4* compared with Col-0 under FN conditions (Fig. 5B, Supplementary Data Set 2). TGA1/4 acts as negative regulators of 80% of these genes. Even in the absence of the CEPD-TGA1/4 regulatory module in the hextuple mutant, 426 genes were differentially expressed between the 2 growth conditions, compared with 538 genes in Col-0 (Fig. 5B). Thus, CEPD-TGA1/4-independent regulatory mechanisms allow the adjustment of the transcriptome when seedlings are transferred from FN medium to LN medium.

**Figure 5.**
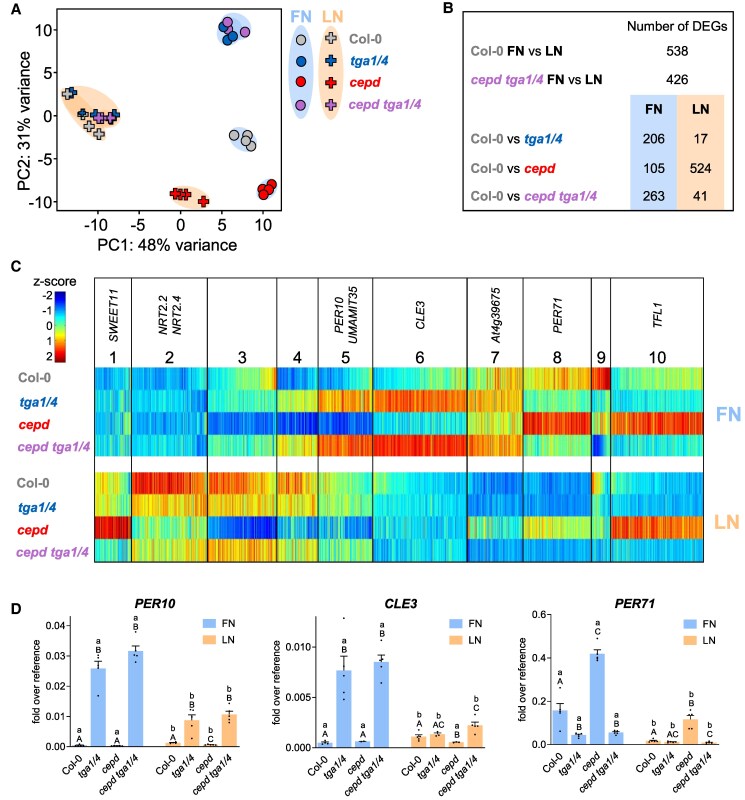
CEPDs regulate target genes mainly through TGA1/4. **A)** PCA of the normalized transcriptome data obtained by RNA-seq analysis. Symbols represent 4 biological replicates of 1 experiment with *A. thaliana* Col-0, *tga1 tga4*, *cepd*, and *cepd tga1 tga4* grown under the FN/LN regime as described in Fig. 2. **B)** Number of differentially expressed genes (log_2_FC <−1 or >1, *P* adj. < 0.05) between the indicated conditions/genotypes. **C)** Visualization of the average expression levels of 1,658 transcripts that are differentially expressed in at least 1 of the 8 samples after grouping them into 10 clusters using the MarVis software. The width of each column is proportional to the number of transcripts assigned to this cluster. Data normalization was performed using a *z*-score transformation (see color scale). **D)** Expression pattern of genes from Clusters 5, 6, and 8 obtained by RT-qPCR analysis as described in Fig. 2. Mean values of 4 to 5 biological replicates are shown, with 1 replicate originating from 1 plate with 10 seedlings. Error bars represent the standard error of the mean. Statistical analyses were performed with the logarithmic values by using 2-way ANOVA and Bonferroni's multiple comparisons test (*P* adj. < 0.05). Lowercase letters indicate statistically significant differences within the genotype between the treatments, and uppercase letters indicate significant differences within treatment between the genotypes.

We compiled a list of genes comprising those that are differentially expressed in Col-0 seedlings under FN vs. LN conditions and those that are differentially expressed when compared with Col-0 in at least 1 of the other 3 genotypes (log_2_FC > 1 or <−1, *P* adj. < 0.05). We subjected the resulting 1,658 genes to the MarVis suite tools (Kaever et al. 2009) to group genes with similar expression patterns into clusters (Fig. 5C, Supplementary Data Set 3)

Most of the genes belonging to Clusters 1 to 5 were induced after transfer from FN to LN conditions, with genes from Cluster 2 being most highly upregulated. Under FN conditions, expression levels of genes belonging to Cluster 2 were very similar in all 4 genotypes, most likely due to the repressive effect of ammonium and glutamine present in the FN medium (Krouk et al. 2006), which masks the influence of the CEPD-TGA1/4 regulatory module (Supplementary Fig. S5, A and B). Induction of gene expression upon transfer of seedlings to LN conditions was severely impaired in *cepd* and to a lesser extent in *tga1 tga4*, as already observed for *NRT2.4* (Fig. 2C).

Genes grouped in Cluster 3 were strongly downregulated in *cepd* under both FN and LN conditions. We only observed a small difference in the expression of these genes between Col-0 and *tga1 tga4*, suggesting efficient CEPD activity on TGA1/4-mediated repression at basal (FN) and induced (LN) CEPD levels.

Clusters 4 to 6 contained genes that were only moderately influenced by CEPDs under FN conditions and were upregulated in *tga1 tga4*, while the expression levels were similar in Col-0 and *tga1 tga4* under LN conditions. We interpret this pattern as follows: In Col-0, TGA1/4 associates with a repressive mechanism under FN conditions; as soon as the abundance of CEPDs increases upon transfer of seedlings to LN, the influence of TGA1/4 on gene expression decreases. *UMAMIT35* and *PEROXIDASE 10* (*PER10*) were among the genes in Cluster 5. The expression patterns of *PER10* (Cluster 5) and *CLAVATA3/ESR-RELATED 3* (*CLE3*, Cluster 6) demonstrated the strong repressive effect of TGA1/4 under FN conditions (Fig. 5D). Moreover, both genes were downregulated under LN conditions in *tga1 tga4*, indicating that N-regulated mechanisms can act on these promoters in the absence of TGA1/4.

Clusters 7 to 10 contained genes that are downregulated upon transfer from FN to LN conditions. Except for the genes in Cluster 9, these genes were upregulated in *cepd* due to the activating capacity of TGA1/4. A representative expression pattern of these groups of genes is illustrated by *PER71* (Cluster 8; Fig. 5D).

### Binding of TGA1 to its target promoters is independent of N supply

Since the repressive and activating functions of TGA1/4 are counteracted by increased abundance of CEPDs upon transfer of seedlings from FN to LN conditions, we tested whether inhibition of TGA1/4 activity might be due to changes in their transcript or protein levels. TGA1 protein levels were independent from the N supply and the presence of CEPDs (Supplementary Fig. S9A). These results aligned well with *TGA1* transcript levels, which were not affected by the N supply in roots (Supplementary Fig. S9B). *TGA4* transcript levels also remained unaffected by the growth conditions. The TPM values from the RNA-seq data support the notion that *TGA4* is expressed at lower levels in roots than *TGA1* (Supplementary Data Set 2).

To test whether TGA1 was enriched at promoters of those genes that are differentially expressed in *cepd* and *tga1 tga4*, we performed chromatin immunoprecipitation followed by quantitative PCR (ChIP-qPCR) assays using a transgenic line expressing *TGA1-GFP* under the control of the *TGA1* promoter (Wang et al. 2019; Fig. 6A). We extracted chromatin from the roots of seedlings cultivated under FN-to-FN or FN-to-LN conditions as described above with *tga1 tga4* serving as control. As reported before, when performing ChIP-qPCR analysis with an antibody directed against the N terminus of TGA1 (Alvarez et al. 2014), we detected an enrichment of *NRT2.2* promoter regions containing the TGACG sequence. We obtained similar results for the *UMAMIT35* and *CLE3* promoters. Only one fragment of the *PER10* promoter, which is strongly de-repressed in *tga1 tga4* (Fig. 5D), was slightly enriched. *PER71*, which belongs to the group of genes that is subject to CEPD-imposed repression of TGA1/4-mediated transcriptional activation (Fig. 5D), was also a direct target of TGA1; the 2 *SWEET11* promoter fragments with TGA-binding sites were not enriched in the chromatin precipitated with the anti-GFP antibody, indicating that *SWEET11* may not be a direct target of TGA1. Enrichment was independent of the growth conditions, suggesting that TGA1-GFP binds constitutively to the promoters of its target genes.

**Figure 6.**
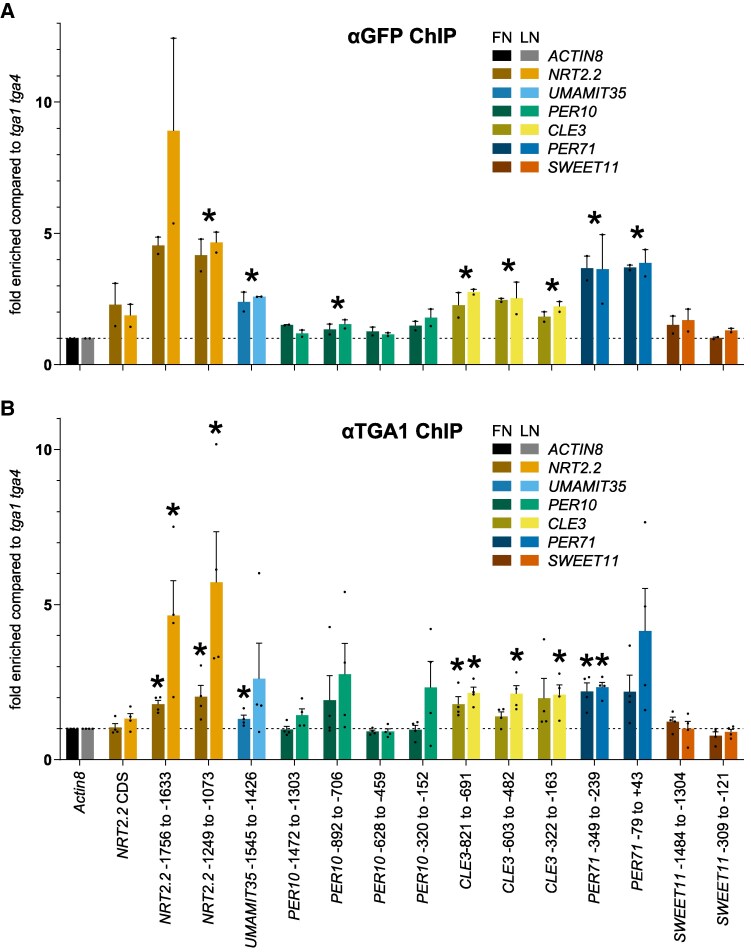
ChIP-qPCR assay documents in vivo binding of TGA1 to selected target promoters. Seedlings of *TGA1_pro_:TGA1-GFP/tga1 tga4* and *tga1 tga4*  **(A)** or Col-0 and *tga1 tga4*  **(B)** were grown under the FN/LN regime as described in Fig. 2. Roots were harvested for ChIP experiments using antibodies recognizing GFP **(A)** or TGA1 **(B)**. qPCR was performed to calculate the relative abundance of specific regions of immunoprecipitated genomic DNA. Fold enrichment when compared with *tga1 tga4* was normalized to *ACTIN8.* Numbers indicate the amplified regions with respect to the transcriptional start site. Data shown in **A)** are from 2 biological replicates, and data shown in **B)** are from 4 biological replicates. For each biological replicate, 40 plates with 10 seedlings each were harvested. Asterisks denote significant differences compared with *ACTIN8* (unpaired *t* test *P* < 0.01 in **A)**, *P* < 0.05 in **B))**. The mean of all 4 values (FN and LN) was used for the statistics of data in **A)**, and mean values from LN and FN plates were compared separately with the respective *ACTIN8* values for statistical analysis in **B)**.

In a second series of experiments, we used a commercially available antibody generated against a TGA1 peptide for ChIP-qPCR experiments with Col-0 and *tga1 tga4* (Fig. 6B). We observed a preferential enrichment of TGA1 to target genes under LN conditions. This finding might indicate that complex formation under FN conditions leads to lower accessibility of the α TGA1 antibody to its antigen, while alteration of the complex in the presence of LN-induced CEPDs facilitates accessibility. This effect was observed not only for those promoters that are activated by growth on LN medium, but also for *PER71*, which is downregulated on LN medium due to CEPD-mediated repression. In the case of *CLE3*, which is not as strongly regulated by N supply as the other genes (Fig. 5D), the composition of the complex might be only slightly altered, resulting in similar enrichment values with chromatin from seedlings cultivated on either FN or LN medium.

In summary, our data suggest that differential expression of CEPD-TGA1/4-dependent genes under FN vs. LN conditions is most likely not due to altered TGA1/4 binding to their target promoters. Instead, we obtained evidence suggesting changes in the composition or topology of the enhanceosome in the vicinity of TGA1/4.

### The proxiome of ROXY9 includes TGAs, transcriptional co-repressors, and components of chromatin remodeling complexes

To identify ROXY9-proximal proteins, we generated transgenic Arabidopsis plants expressing the biotin ligase gene *TurboID* cloned in-frame with *ROXY9* from the *UBIQUITIN 10* (*UBQ10*) promoter in the *cepd* background. The shoot growth phenotype of the *cepd* mutant was rescued by the *TurboID-ROXY9* transgene but not by *TurboID* alone (Supplementary Fig. S10A). We worked with 2 lines with similar levels of TurboID-ROXY9 when compared with TurboID in roots (Supplementary Fig. S10B). TurboID protein abundance was not influenced by the N content of the medium in any of these transgenic lines.

We extracted proteins from the roots of biotin-treated seedlings grown first on FN medium and then transferred to either FN or LN medium. After removal of free biotin, we affinity purified biotinylated proteins using streptavidin beads (Kim et al. 2023). After tryptic in-gel digestions, peptides were fractionated and analyzed by liquid chromatography–tandem MS. The experiment was performed 4 times with independently grown seedlings. As revealed by a PCA (Supplementary Fig. S11), samples from seedlings expressing *TurboID-ROXY9* clustered away from the control line. As samples from the first replicate did not cluster with those from the other 3 replicates, we excluded this replicate from statistical analysis. In roots, we identified 187 (FN) and 247 (LN) proteins, respectively, as being enriched in the *TurboID-ROXY9* line compared with the *TurboID* control (log_2_FC >1, *P* < 0.05; Supplementary Data Set 4).

Volcano plots of the FCs in protein abundance between the 2 sets of samples highlight the most highly enriched proteins (Fig. 7). In addition to the expected enrichment of peptides derived from TGA1 (Clade I), we also detected the enrichment of peptides from TGA2 (Clade II), TGA3 (Clade III), and TGA9 (Clade IV) in the *TurboID-ROXY9* lines. Moreover, the Groucho/Tup1-type co-repressors TOPLESS (TPL) and TPL-RELATED proteins TPR2, TPR4, LEUNIG (LUG), and LEUNIG-HOMOLOG (LUH) (Liu and Karmarkar 2008) were part of the ROXY9 proxiome. SEUSS (SEU) and SEU-LIKE (SLK1), which interact with LEU and LUH (Stahle et al. 2009; Shrestha et al. 2014), were detected as well. In addition to transcriptional repressors, we identified conserved components of Switch defective/sucrose nonfermentable (SWI/SNF) chromatin remodeling complexes, namely ACTIN-RELATED PROTEIN 4 (ARP4) and ARP7 (Olave et al. 2002). Conspicuously, the DNA-binding proteins AT-HOOK MOTIF-CONTAINING NUCLEAR LOCALIZED 20 (AHL20), AHL21, AHL23, and AHL27 were >16-fold more abundant in the *TurboID-ROXY9* lines compared with the control line. This analysis confirms the hypothesis that ROXY9 is recruited to chromatin through DNA-bound TGAs. There, it resides in the vicinity of transcriptional repressors and protein complexes required for chromatin opening or re-organization.

**Figure 7.**
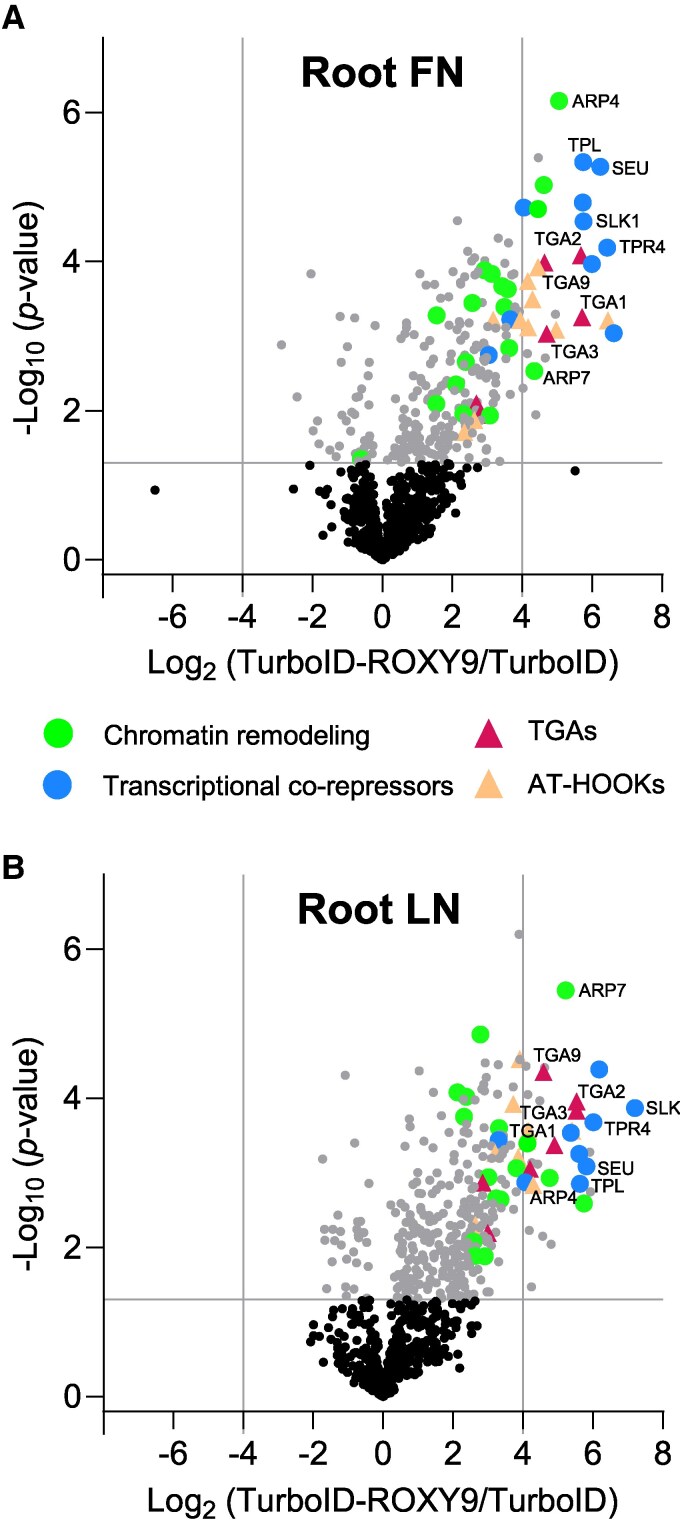
The ROXY9 proxiome is dominated by TGAs, transcriptional repressors, and components of chromatin remodeling complexes. Roots of transgenic *UBQ10:HA_2_-TurboID-ROXY9* and *UBQ10:HA_2_-TurboID* seedlings grown under the FN/FN **(A)** or FN/LN **(B)** nutrient regime were subjected to the biotin labeling protocol. Volcano plots visualize enrichment of proteins in TurboID-ROXY9 samples compared with TurboID controls. Data are derived from 3 independent experiments. Statistical analyses were performed with unpaired 2-sided Student's *t*-tests for each of the growth conditions separately. The color code in **A)** also applies to **B)**. AT-HOOKs, AT-HOOK MOTIF-CONTAINING NUCLEAR LOCALIZED (AHL) family proteins; SEU, SEUSS; SLK, SEUSS-LIKE; TPL, TOPLESS; TPR, TOPLESS-RELATED; ARP, ACTIN-RELATED PROTEIN.

### ALWL-containing CC-type glutaredoxin-like proteins ROXYs 10 to 15 and CEPDs operate in a common regulatory network

To obtain more insight into the molecular mechanism of CEPD action, we investigated the contribution of ROXY10, ROXY11, ROXY12, ROXY13, ROXY14, and ROXY15 (ROXYs 10 to 15) in the regulation of gene expression as a function of N supply. Like *CEPD* genes, these *ROXY* genes belong to the B-γ subfamily (El Baidouri et al. 2024; Supplementary Fig. S1). They were more highly expressed in seedlings grown under FN conditions than under LN conditions (www.genevestigator.de; Scheible et al. 2004; Supplementary Fig. S3A), thus showing an opposite expression pattern to *CEPD* genes. ROXYs 11 to 15 interacted with TGA1 and TGA4 in a yeast 2-hybrid assay (Supplementary Fig. S12). They also interact with TPL and TPR2 through their C-terminal ALWL motif, and a ternary complex comprising TGA, ROXY^ALWL^, and TPL can be formed (Uhrig et al. 2017). Thus, ROXYs 10 to 15 might contribute to the regulation of N starvation–responsive genes by recruiting TPL and/or TPRs to the corresponding promoters, particularly under FN conditions. This hypothesis is attractive because ectopic expression of *ROXY14* or *ROXY15* leads to repression of *NRT2.1* and *NRT2.2* (Jung et al. 2018; Ehrary et al. 2020).

Like the *CEPD* genes, *ROXYs 10-15* were predominantly expressed in shoots, but with greater expression levels in seedlings grown on FN medium than on LN medium (Supplementary Fig. S13). *ROXYs 11-15* are arranged in tandem on Chromosome 4 within a 14 kb region, allowing the deletion of all 5 genes by CRISPR/Cas9-mediated genome editing. We also generated the *roxy10* mutant and crossed it to the *roxy11 roxy12 roxy13 roxy14 roxy15* quintuple mutant to generate the *roxy10-15* hextuple mutant.

We expected to see de-repression essentially of those genes that showed enhanced expression in *tga1 tga4.* In our first experiment, we observed a slight negative effect of ROXYs 10 to 15 on *UMAMIT35* expression, although not as pronounced as the negative effect imposed by TGA1/4 on *UMAMIT35* expression (Supplementary Fig. S14A). We observed no effect on *PER10* or *CLE3* expression, which are highly de-repressed in *tga1 tga4* (Fig. 5D). However, the effect on *UMAMIT35* expression was not robust in a second experiment (Supplementary Fig. S14B). We therefore used seedlings grown in the absence of ammonium and glutamine, which mask the TGA1/4-mediated repressive effect on *NRT2.2* and *NRT2.4* (Fig. 2, A and C, Supplementary Fig. S5, A and B). In seedlings grown on 10 mm  ${\mathrm{NO}}_{3}^{-}$, *NRT2.2*, *UMAMIT35*, *NRT2.4*, and *CEPH* expression levels were higher in *tga1 tga4* and lower in *cepd* than in Col-0. Contrary to our hypothesis, their expression levels were not affected in the *roxy10-15* hextuple mutant (Fig. 8A).

**Figure 8.**
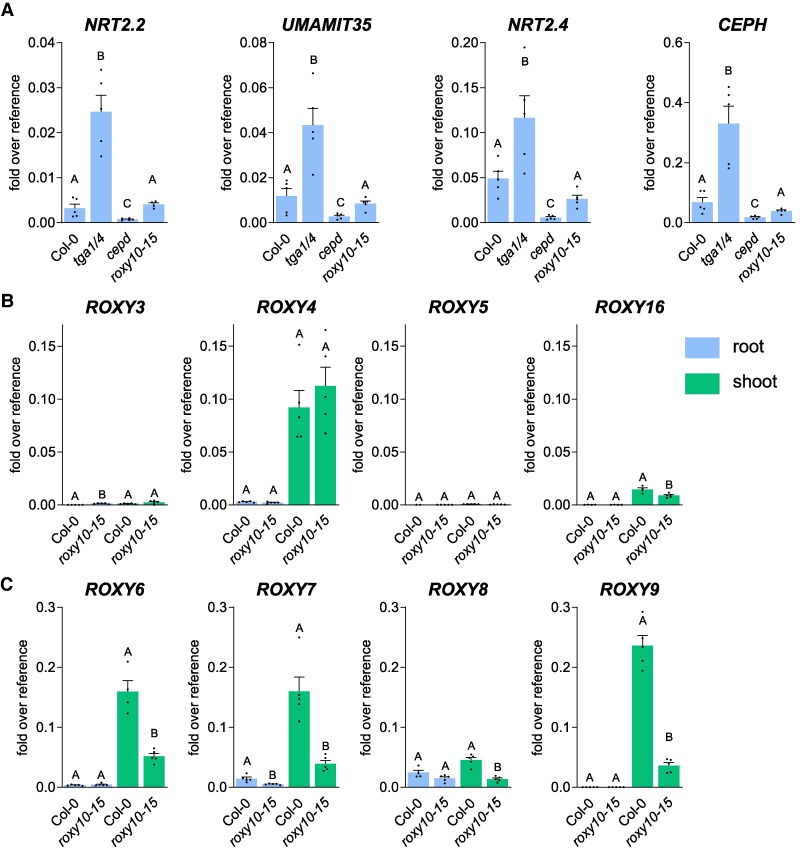
Loss of ALWL motif-containing ROXYs 10 to 15 affects *CEPD* expression in shoots but not CEPD target gene expression in roots. RNA was isolated from roots and shoots of 9-d-old seedlings grown on 10 mm  ${\mathrm{NO}}_{3}^{-}$. Expression of the indicated genes was analyzed by RT-qPCR, *UBQ5* was used as a reference gene. Mean values of 5 biological replicates are shown with 1 replicate originating from 1 plate with 10 seedlings. Error bars represent the standard error of the mean. Letters indicate statistically significant differences between the genotypes. Statistical analysis was performed with logarithmic values by 1-way ANOVA and Tukey's multiple comparisons test (*P* adj. < 0.05) in **A)** or by unpaired *t*-test (*P* < 0.05) in **B)** and **C)**.

We next asked whether the function of ROXYs 10 to 15 might be compensated by potentially redundant ALWL-containing ROXYs of the B-γ group (Fig. 8B). Only *ROXY3*, which is weakly expressed, showed elevated expression levels in the roots of the *roxy10-15* hextuple mutant compared with Col-0. Notably, *CEPD* genes were less expressed in *roxy10-15* (Fig. 8C). Thus, potentially elevated expression of target genes in roots of *roxy10-15* might be compensated for by lower amounts of activating CEPDs. Auto-regulation of the ratio of CEPDs over ALWL-containing ROXYs might interfere with loss-of-function analysis. As shown for *ROXY9*, *CEPD* expression was only slightly lower in the *roxy10-15* mutant when seedlings were grown on 1 mm  ${\mathrm{NO}}_{3}^{-}$ (Supplementary Fig. S15). Consequently, expression of the target gene *UMAMIT35* was also not altered.

To obtain independent evidence for a potential function of ALWL-containing ROXYs, we analyzed the expression of their encoding genes in *cepr1-3*, the rationale being that impaired N starvation–induced expression of target genes in *cepr1-3* (Supplementary Fig. S6A) might be due to increased levels of putative repressive ROXYs. However, none of the ALWL-containing ROXYs was more highly expressed in *cepr1-3* than in Col-0 (Supplementary Fig. S16). Thus, the *cepr1-3* phenotype is not due to the upregulation of putatively repressing ALWL-containing ROXYs.

Notably, the expression of B-γ-type *ROXY* genes encoding proteins with the ALWL motif was strongly downregulated in *cepd* relative to Col-0 (Supplementary Fig. S17), suggesting that these genes are not responsible for the strong TGA1/4-mediated repression observed in *cepd*. Whether impaired expression of these B-γ-type ALWL-containing *ROXY* genes is due to the missing function of CEPDs as direct activators and/or due to N starvation in *cepd* shoots (Fig. 1) remains to be explored.

### A ROXY9 variant with a mutation in the potentially catalytic cysteine retains its function as a shoot-to-root mobile regulator of gene expression

Considering the high-sequence similarity between CEPDs and Class I glutaredoxins with oxidoreductase activity, CEPDs may function by regulating the redox state of TGA1 and TGA4 or other target proteins. According to AlphaFold predictions, the conserved catalytic CCM/LC/S motif in CEPDs is found in a position equivalent to that of the CPYC/S site in Class I glutaredoxins (Supplementary Fig. S18). In Class I glutaredoxins, only the first cysteine is crucial for enzymatic activity (Ukuwela et al. 2018). The strong phenotype of *cepd* enabled us to perform complementation assays with variants of ROXY9 in its active site. We tested protein variants with the first 2 conserved cysteines mutated to serines (CCLC to SCLC or CSLC). These mutations do not affect the interaction of ROXY9 with TGA1 or TGA4 (Li et al. 2019). In addition, we replaced the CCLC sequence with a CPYC motif. This ROXY9 variant also interacted with TGA1 and TGA4 (Supplementary Fig. S19). We cloned each coding sequence in-frame and downstream of the sequence encoding a 3xHA tag and a linker sequence, placed the entire coding sequence under the control of the *35S* promoter, and introduced each construct in *cepd*.

We grew seedlings from 4 or 5 independent T2 lines per construct with similar HA-ROXY9 protein levels in their roots (Supplementary Fig. S20) under FN conditions before transferring them to FN or LN conditions and measured the expression of *NRT2.2* and *UMAMIT35* (Fig. 9A). Notably, *ROXY9^SCLC^* activated the expression of these genes, despite its encoded protein lacking the putative catalytically active cysteine. This finding strongly indicates that CEPDs do not act by altering the redox state of a potential target. ROXY9 also tolerated a cysteine-to-serine exchange at the second position (ROXY9^CSLC^), albeit this cysteine is strongly conserved in CC-type glutaredoxin-like proteins. However, changing the CCLC motif into a CPYC motif rendered the protein nonfunctional, as the corresponding transgenic lines failed to induce the expression of *NRT2.2* or *UMAMIT35*. In Class I glutaredoxins, the catalytic cysteine at the beginning of α helix 2 faces the glutathione-binding grove, while the PY sequence is localized at the surface of the protein (Supplementary Fig. S18). The PY sequence might thus disturb interactions between ROXY9 and other proteins within the enhanceosome. In contrast, mutating cysteines to serines only slightly impairs ROXY9 function.

**Figure 9.**
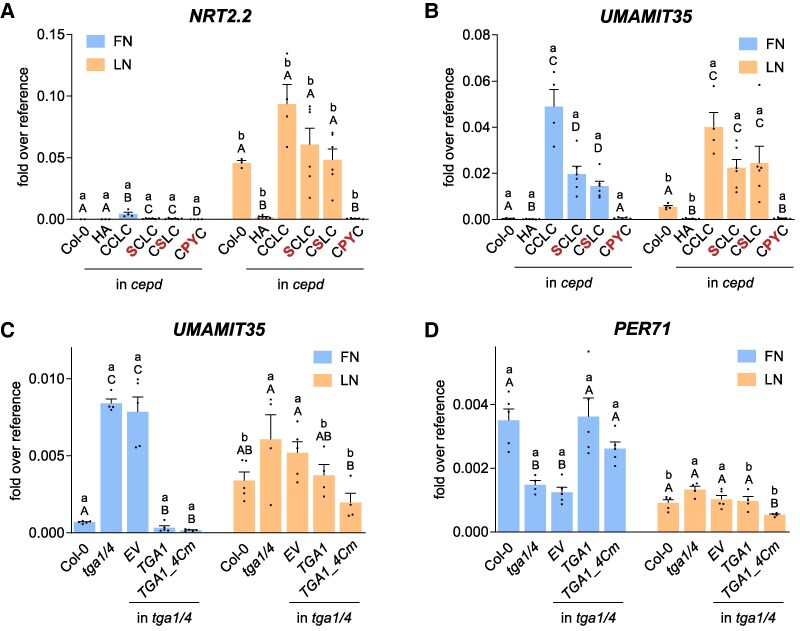
ROXY9-mediated activation of target genes is not conferred by a potential oxidoreductase activity. **A)** and **B)** Seedlings representing 4 to 5 independent lines (T2 generation) per construct, each expressing the indicated ROXY9 variants under the *CaMV 35S* promoter, were grown for 7 d on FN plates and subsequently transferred to either to FN or to LN plates. **C)** and **D)** Transgenic seedlings expressing TGA1 or a TGA1 variant with mutations in all 4 cysteines (*TGA1_4Cm*) were grown as described in **A)** and **B)**. Two days later, roots were collected for RNA isolation. Expression of the indicated genes was analyzed by RT-qPCR, and *UBQ5* was used as a reference gene. Mean values of 4 to 5 independent transgenic lines, with 1 replicate originating from 2 plates **(A** and **B)** or mean values of 4 to 5 biological replicates with 1 replicate originating from 1 plate **(C** and **D)** with 10 seedlings each are shown. **A)** to **D)** Error bars represent the standard error of the mean. Lowercase letters indicate statistically significant differences within the genotype between the treatments, and uppercase letters indicate significant differences within treatment between the genotypes. Statistical analyses were performed with the logarithmic values by using 2-way ANOVA and Bonferroni's multiple comparisons test (*P* adj. < 0.05). *NRT2.2* and *UMAMIT35* expression data for Col-0, *HA* and *ROXY9* wild-type complementation lines in **A)** and **B)** are the same as in Fig. 2, D and E.

To investigate whether the CCLC motif might be important for the transport of ROXY9 from the shoot to the root, we generated transgenic lines expressing each *ROXY9* variant under the control of the *ROXY9* promoter. We omitted a tag in order to rule out any potential artifacts. We chose primary transformants with *ROXY9* transcript levels similar to those found in Col-0 shoots for analysis. RT-qPCR analysis of expression levels of *UMAMIT35* in roots revealed that cysteine-to-serine mutations in the putative active site of ROXY9 diminished, but did not abolish, its activity (Supplementary Fig. S21), similar to our results with the *35S:HA_3_-L-ROXY9* lines (Fig. 9A). Again, ROXY9^CPYC^ was not functional. In this series of constructs, we also included a ROXY9^CCLCA^ variant, in which the conserved tyrosine flanking the active site was replaced by an alanine. Similar to the CL dipeptide, Y25 is located on the surface of the protein (Supplementary Fig. S18) and is not required for the interaction with TGA1 or TGA4 (Supplementary Fig. S19). Consistent with the notion that this part of the protein might be important for essential protein–protein interactions, the function of the ROXY9^CCLCA^ variant was severely compromised (Supplementary Fig. S21).

### Reactive cysteines in TGA1 are not involved in the regulation of CEPD-dependent genes

TGA1 and TGA4 contain redox-active cysteines (Després et al. 2003; Lindermayr et al. 2010), which might be regulated by ROXYs. To assess their functional relevance, we analyzed the induction of N starvation response genes in previously described *tga1 tga4* complementation lines with equivalent amounts of either TGA1 or a TGA1_4Cm variant in which the 4 cysteines of the protein were mutated into amino acids found in TGA2 at the equivalent position (Budimir et al. 2021; Supplementary Fig. S22). The *TGA1* constructs contain the endogenous *TGA1* promoter, 5′ and 3′ UTRs, all introns, and a sequence encoding a HA tag fused to the 5′ end of the coding region.

HA-TGA1 and HA-TGA1_4Cm were almost equally effective in repressing *UMAMIT35* expression under FN conditions (Fig. 9B), suggesting that TGA1 can function as a repressor even in its pseudo-reduced form. If inactivation of TGA1 required oxidation of cysteine residues, *UMAMIT35* induction would be impaired in the transgenic line producing the mutated protein. However, we detected clear induction, indicating that the repressive activity of TGA1 is not compromised by changes in its redox state. *PER71* belongs to the group of genes activated by TGA1/4 (Fig. 5D). HA-TGA1 and HA-TGA1_4Cm activated *PER71* expression to similar levels, and expression levels were similarly lower in the 2 complementation lines when grown under LN conditions (Fig. 9D). Thus, CEPD-mediated inactivation of TGA1 as a transcriptional activator is not due to the redox modulation of cysteines in TGA1.

## Discussion

### CEPDs act upstream of TGA1/4, but not necessarily downstream of CEPR1

Epistasis analysis helps investigate whether proteins act in a single pathway and defines their hierarchy. Here, we determined that the *cepd* phenotypes, like lower shoot weight, altered nitrate content (Fig. 1) and impaired or enhanced gene expression (Figs. 2, 4, and 5) depended on the presence of the transcription factors TGA1 and/or TGA4, demonstrating that the *tga1* and *tga4* alleles are epistatic to *cepd*. Similar studies were previously performed for ROXY1 and the TGA transcription factor PERIANTHIA (PAN; Li et al. 2009). The *roxy1* mutant produces, on average 2.5 petals, instead of the 4 petals characteristic of wild-type Arabidopsis flowers, while *pan* flowers have 5 petals (Chuang et al. 1999). Importantly, the *roxy1 pan* double mutant shows a *pan*-like phenotype with pentameric whirls. This observation indicates that the *roxy1* phenotype is due to a repressive function imposed by PAN on the initiation of petal primordia, which is counteracted by appropriate amounts of ROXY1. Likewise, antagonistic roles of the 3 redundant CC-type glutaredoxin-like proteins MSCA1, ZmGRX2, and ZmGRX5 and the TGA factor FEA4 were observed in the shoot apical meristem of maize: while the shoot apical meristems of *msca1 grx2 grx5* are smaller than wild-type meristems, those of *fea4* and *msca1 grx2 grx5 fea4* are larger. In contrast to *pan* (Chuang et al. 1999) and *fea4* (Pautler et al. 2015), both of which have aberrant meristem phenotypes, the *tga1 tga4* mutant is very similar to wild type in its nitrate content and shoot fresh weight regardless of whether plants are grown on sufficient or limiting N supply (Fig. 1). Thus, even basal levels of CEPDs in plants grown either on 10 mm  ${\mathrm{NO}}_{3}^{-}$ or on fertilized soil (Supplementary Fig. S2) are sufficient to interfere with the negative effect of TGA1/4 on the pathways controlling nitrate content and shoot fresh weight. If ROXY1 completely suppressed PAN activity, Arabidopsis plants would have pentameric flowers; likewise, if MSCA1, ZmGRX2, and ZmGRX5 completely suppressed FEA4 function, maize meristems would be larger.

CEPDs (CEPD1 [also called ROXY6] and CEPD2 [also called ROXY9]) were originally described as acting downstream of CEPR1, since induction of *ROXY6* and *ROXY9* was severely compromised in the shoots of N-starved *cepr1-1* (in Nossen; Ohkubo et al. 2017). In contrast, N starvation–induced expression of *CEPD*s was either slightly elevated (*ROXY8*, *ROXY9*) or only slightly compromised (*ROXY6*) in *cepr1-3* (in Col-0) under our growth conditions. Since expression of CEPD target genes required the CEP–CEPR1 signaling cascade (Supplementary Fig. S6), we postulate that as yet unknown gene products downstream of CEPR1 are involved in N starvation–regulated gene expression. It remains unknown whether these are synthesized in shoots or roots and whether they positively or negatively affect gene expression.

### CEPDs act at the promoters of TGA1/4 target genes

The *cepd* phenotype is associated with changes in the root transcriptome that depend on TGA1/4 (Fig. 5). ChIP-qPCR experiments (Fig. 6) suggest that TGA1/4 bind constitutively to their target promoters, independent of N supply. A very recent study provided a list of 1,105 TGA1 target loci in roots, as determined by ChIP followed by sequencing (ChIP-seq) analysis of chromatin extracted from *TGA1-GFP* seedlings grown on medium containing 10 mm  ${\mathrm{NO}}_{3}^{-}$ (Kobayashi et al. 2024). This list includes 41 of the 350 CEPD-activated genes we identified here (marked in yellow in Supplementary Data Set 1), among them *NRT2.2* and *PER71*, but not *UMAMIT35* or *CLE3*. CEPD-regulated genes without TGA1/4-binding sites might be regulated by other transcription factors, the promoters of their encoding genes being direct targets of TGA1/4. Candidates for this second wave of transcription factors are the nitrate-responsive transcription factor NIN-LIKE PROTEIN 2 (NLP2), and the transcription factors ROOT HAIR DEFECTIVE 6 (RHD6), WRKY38, and MYB121. 

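All 4 of these transcription factor genes were lower in cepd roots. NLP2 (AT4G35270, chromosome 4 of TAIR10, 16777264 to 16782054) fell from 61.7 ± 7.66 CPM (SD, n = 3) in Col-0 to 27.3 ± 1.54 CPM (SD, n = 4) in cepd, a log2FC of -1.18 (standard error 0.09, adjusted p = 6.19e-05 from edgeR). RHD6 (AT1G66470, chromosome 1 of TAIR10, 24795214 to 24797015), which starts root hair formation, fell from 35.2 ± 1.57 to 16.6 ± 2.44 CPM, a log2FC of -1.09 (standard error 0.11, adjusted p = 0.000244 from edgeR). WRKY38 (AT5G22570, chromosome 5 of TAIR10, 7495455 to 7496990) fell from 2.99 ± 1.21 to 0.963 ± 0.323 CPM, a log2FC of -1.65 (standard error 0.33, adjusted p = 0.00882 from edgeR). MYB121 (AT3G30210, chromosome 3 of TAIR10, 11838363 to 11840502) was scarce and fell from 0.605 ± 0.184 to 0.112 ± 0.0914 CPM, a log2FC of -2.41 (standard error 0.48, adjusted p = 0.00794 from edgeR).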

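ERF107 (AT5G61590, chromosome 5 of TAIR10, 24764256 to 24765511), a gene for a transcription factor of the ERF family, rose from 13.5 ± 5.15 CPM (SD, n = 3) in Col-0 to 34.1 ± 5.51 CPM (SD, n = 4) in cepd. This is a log2FC of 1.33 (standard error 0.26, adjusted p = 0.00861 from edgeR). With the replicate number as a block it was no longer called (log2FC of 1.29, adjusted p = 0.104 from edgeR).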

Thirteen of the 212 genes repressed by CEPDs are present in the list of 1,105 TGA1 loci identified by Kobayashi et al. (2024) (marked in yellow in Supplementary Data Set 1), including the transcription factor gene *ETHYLENE-RESPONSE FACTOR 107* (*ERF107*). CEPDs may therefore also exert their repressive function directly at target promoters bound by TGA1/4.

For confirmation of the direct function of TGA1/4 at target promoters, promoter variants lacking the TGACG motifs should be characterized. Genome editing is preferred over promoter reporter constructs because it avoids potential position effects associated with transgene insertion across the genome. However, unexpected results may arise: for example, although in vivo binding of TGA2 to the *PATHOGENESIS RELATED 1* (*PR1*) promoter was shown by ChIP experiments (Jin et al. 2018), only deletion of a single TGA-binding site compromised promoter activity, while deletion of the 2 TGA-binding sites had no effect (Pape et al. 2010).

Constitutive expression of TurboID-ROXY9 confirmed that ROXY9 is localized in close proximity to TGA-type transcription factors. Experimental evidence for an interaction between TGA1 and ROXY9 was previously provided in yeast 2-hybrid assays and co-immunoprecipitation experiments in protoplasts (Li et al. 2019). Thus, TGA1 most likely recruits ROXY9 to target promoters. Indeed, previous super-resolution microscopy experiments have detected the strong co-localization of ROXY1 with the active form of RNA Polymerase II at euchromatin (Gutsche et al. 2017; Mass et al. 2020). In contrast to the TurboID control protein, TurboID-ROXY9 presumably resides in specific subnuclear compartments, where the relative concentration of transcriptional core components like chromatin remodeling complexes is higher than in the remaining nucleoplasm. In agreement with this idea, conserved members of the SWI/SNF chromatin remodeling complex (Huang et al. 2021; Fu et al. 2023) were significantly enriched among the peptides obtained from *TurboID-ROXY9* root extracts (Fig. 7, Supplementary Data Set 4). Proteins of the SWI/SNF complex have also been found in other proximity labeling experiments with the transcription factor BRASSINOSTEROID-INSENSITIVE 2 (BIN2; Kim et al. 2023) and the transcriptional co-activator NONEXPRESSER OF PR GENES 1 (NPR1; Powers et al. 2024). In contrast to these earlier proxiome datasets, 4 AT-hook DNA-binding proteins were enriched in *TurboID-ROXY9* root extracts. AHL family proteins bind to the minor groove of AT-rich regions, resulting in altered positioning of nucleosomes and bringing distal DNA sequences into closer proximity by forming heterotrimers and homotrimers (Zhao et al. 2013). Hence, they might contribute to CEPD-dependent gene expression.

A striking observation was the high enrichment of peptides from transcriptional co-repressors of the Groucho/Tup1 category in the proximity labeling experiment (Fig. 7, Supplementary Data Set 4). This result was unexpected, since ROXY9 is a positive regulator of the expression of 350 genes that are activated upon N starvation. TPL and related proteins have also been identified in the proximity of transcriptional activators such a BIN2 (Kim et al. 2023), FAMA (Mair et al. 2019), and NPR1 (Powers et al. 2024). These findings can be explained by the assumption that transcriptional regulation is not necessarily due to the dissociation and association of co-repressors and co-activators from and to transcription factors at promoters, but rather to dynamic processes that alter the topology of the enhanceosome. This hypothesis is supported by the observation that *Drosophila melanogaster* Groucho interacts with components of chromatin remodeling complexes (Kwong et al. 2015). In our study, co-repressors that are recruited to the promoter in a TGA1/4-dependent manner would stay within the enhanceosome even after ROXY9-TurboID-mediated transcriptional activation. An alternative explanation is that ROXY9 resides in the vicinity of transcriptional co-repressors at promoters that are repressed by CEPDs (Fig. 4), albeit ROXY9 does not contain the TPL-interacting ALWL motif (Uhrig et al. 2017).

We did not detect any major differences between the ROXY9 proxiome under FN vs. LN conditions. This result was expected, since constitutively expressed TurboID-ROXY9 most likely leads to constitutive expression of a subset of target genes under FN conditions (Fig. 2).

### Regulation of gene expression by CEPDs does not involve redox modifications

As discussed above, CEPDs most likely alter the interaction between TGA1/4 and transcriptional co-repressors or co-activators at target promoters. Since CEPDs are highly related to Class I glutaredoxins with oxidoreductase activity (Couturier et al. 2009), it seemed likely that they would regulate gene expression by controlling the redox state of reactive cysteines in their target TGAs. In maize, biochemical evidence suggests that the CC-type glutaredoxin-like proteins MSCA1, ZmGRXC2, and ZmGRXC5 negatively control the in vivo DNA-binding activity of FEA4 through keeping Cys-321 in a reduced state, thus interfering with the formation of a dimer-promoting intermolecular disulfide bridge (Yang et al. 2021). The Arabidopsis TGA factor PAN has Cys-340 in the corresponding position. Cys-340 is important for PAN function in vivo (Li et al. 2009), but does not influence the DNA-binding activity of the recombinant protein (Gutsche et al. 2017). This is different from FEA4^C321S^, which fails to bind to DNA. In *Marchantia polymorpha* TGA, Cys-231 is at the position equivalent to FEA4 Cys-321 and to PAN Cys-340. The MpTGA^C231S^ variant shows enhanced DNA-binding activity, which is less redox-sensitive than that of the wild-type protein (Gutsche et al. 2017).

In TGA1 and TGA4, Cys-260 corresponds to the cysteines discussed above. Diamide treatment of recombinant TGA1 leads to the formation of an intramolecular disulfide bridge between Cys-260 and Cys-266, which does not directly affect its DNA-binding activity (Després et al. 2003). Mutating these cysteines has no effect on in vivo TGA1 activity with respect to its activating function in the context of hyponasty and defense responses (Li et al. 2019; Budimir et al. 2021) or with respect to its regulatory function within the N signaling network (Fig. 9, C and D). The function of the conserved cysteine in different TGA factors may thus vary, suggesting that the mechanism of action of CC-type glutaredoxin-like proteins might also vary.

Still, the strict conservation of the CCM/LC/S motif (Supplementary Fig. S1) suggests a common function for maybe all CC-type glutaredoxin-like proteins. In Class I glutaredoxins, the first cysteine is strictly required for enzymatic activity (Ukuwela et al. 2018), while the last cysteine is dispensable, allowing mutations from Cys to Ser (Supplementary Fig. S1). The Cys-to-Ser exchange of the first cysteine in the active site of ROXY9 did not strongly interfere with its function, independently of the promoter driving its expression (*35S* or the *ROXY9* promoter; Fig. 9, A and B, Supplementary Fig. S21). We take this observation as strong evidence that ROXY9 does not function as an oxidoreductase when activating the expression of N starvation–induced genes. The question does remain, however, as to why Cys-to-Ser exchanges are only tolerated for the last cysteine of the CCLC motif, as in ROXY3 and ROXYs 10-17 (Supplementary Fig. S1). ROXY9^CPYC^ and ROXY^CCLCA^ were far less active than wild-type ROXY9^CCLCY^. Therefore, we postulate that essential protein–protein interactions with components of the enhanceosome are mediated by amino acids located opposite from the glutathione-binding groove at the beginning of α helix 2 (Supplementary Fig. S18). Why the first 2 cysteines are so conserved remains an open question.

### The strong TGA1/4-mediated repressive activity observed in *cepd* is not due to potentially competing ALWL-containing ROXYs 10 to 15

Since the genes encoding the TOPLESS-interacting ROXYs 10 to 15 are downregulated under limiting N supply (Supplementary Figs. S3A and S13), ROXYs 10 to 15 might modulate gene expression by competing with CEPDs, especially under sufficient N supply. However, we did not detect the same de-repression in *roxy10-15* as was observed in *tga1 tga4* (Fig. 8A). Rather, we observed lower expression levels of *CEPD* genes in the shoots of *roxy10-15* seedlings (Fig. 8C), demonstrating that ROXYs 10 to 15 are part of a regulatory network that influences *CEPD* expression in the shoot. Due to this autoregulatory mechanism, the ratio of CEPDs over potentially competing repressive ROXYs in roots (i.e. ROXYs 3 to 5, ROXY16, and ROXY17) might be similar to that in wild type, resulting in wild-type-like target gene expression. Thus, loss-of-function genetic evidence for the contribution of ALWL-containing ROXYs to the expression of CEPD-regulated genes is missing. Still, ectopic expression of *ROXY14* or *ROXY15* leads to repression of *NRT2.1* and *NRT2.2* (Jung et al. 2018; Ehrary et al. 2020).

Based on the expression pattern of *UMAMIT35*, we propose the working model displayed in Fig. 10. In the wild type, *UMAMIT3*5 expression is regulated by a combination of transcriptional regulators, among them TGA1/4. Under sufficient N supply, ALWL-containing ROXYs recruit transcriptional co-repressors like TPL and TPRs, thus dampening promoter activity. N starvation–induced CEPDs compete with N starvation–repressed ALWL-containing ROXYs for binding to TGA1/4, thereby activating promoter activity. The ratio, not the amount, of the 2 antagonistic groups of ROXYs might determine the level of gene expression, as suggested by the phenotype of the *roxy10-15* mutant. In *tga1 tga4,* regulation by ROXYs does not occur, and the remaining transcription factors activate transcription when seedlings are grown on FN medium and, slightly less strongly, when seedlings are grown on LN medium. Strikingly, this set of transcription factors is unable to maintain high transcriptional activation in the absence of TGA1/4 when seedlings are transferred to N-free medium (Fig. 3B). In *cepd*, but not in *cepd tga1 tga4*, the expression of N-responsive genes is strongly compromised. Since the expression of ALWL-containing *B-γ-*type *ROXY*s is also severely reduced in *cepd*, repression is most likely due to a yet uncharacterized repressive complex (R) that is recruited to TGA1/4. R strongly diminishes the expression of target genes under sufficient and limiting N supply, and upon N repletion (Figs. 2 and 3).

**Figure 10.**
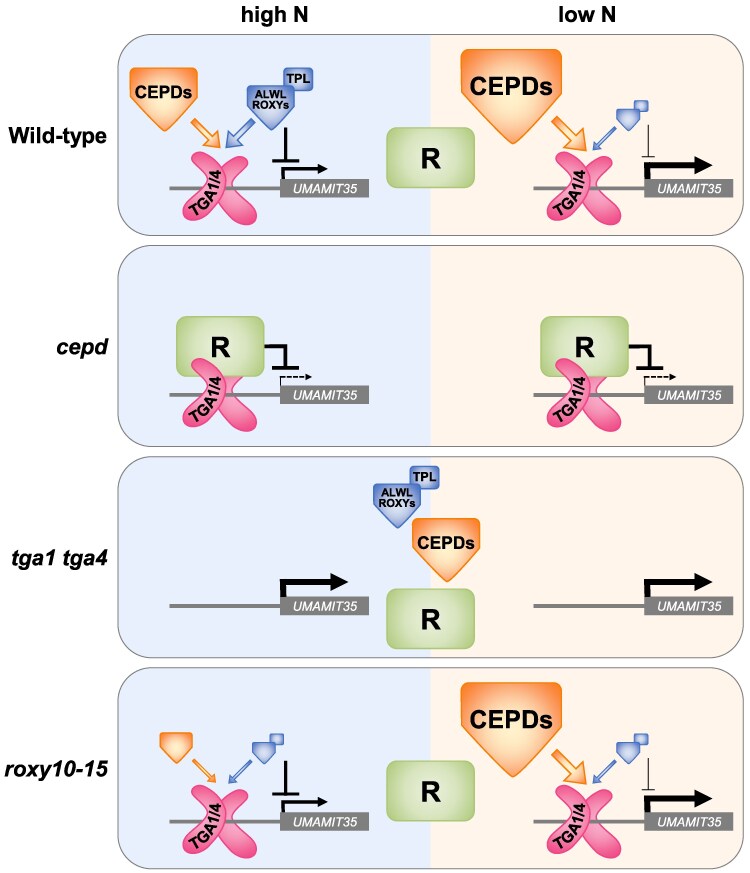
Working model illustrating the regulation of *UMAMIT35* expression by CEPDs and ALWL-containing ROXYs. In wild-type plants, CEPDs (orange symbol) and repressive ALWL-containing ROXYs associated with TOPLESS (TPL) compete for binding to TGA1/4. Their relative abundance is in favor of CEPDs under N starvation conditions leading to increased *UMAMIT35* expression. In *cepd*, expression of ALWL-containing ROXYs is severely reduced. Due to the lack of both types of ROXY proteins, an unknown repressive mechanism R is recruited to TGA1/4. Deletion of TGA1/4 leads to de-repression of the *UMAMIT35* promoter. In *roxy10-15*, expression of *CEPDs* is reduced under high N conditions maintaining the ratio of the 2 antagonistic ROXY groups which results in wild-type-like *UMAMIT35* expression. The total amount of ROXYs is still sufficient to interfere with R. Note that in the absence of any N, *UMAMIT35* expression is lower in *tga1 tga4* than in the wild type (Fig. 3).

To explain the expression pattern of genes like *PER71*, whose transcriptional activation by TGA1 and TGA4 is repressed by CEPDs (Fig. 5D), we postulate that TGA1/4 are not targeted by ALWL-containing ROXYs under FN conditions and can thus function as transcriptional activators. LN-induced CEPDs would then recruit transcriptional co-repressors to TGA1 and TGA4, the interaction with these most likely being mediated by adaptor proteins.

## Materials and methods

### Plant material

All plants are in the *A. thaliana* Col-0 ecotype background, which was used as a wild-type control. References for published mutants and complementation lines are: *tga1 tga4* (Shearer et al. 2012); *TGA1_4Cm* in *tga1 tga4* (Budimir et al. 2021); *TGA1-GFP* in *tga1 tga4* (Wang et al. 2019); and *cepr1-3* (Chapman et al. 2019). Mutant alleles of *ROXY6*, *ROXY7*, *ROXY8*, *ROXY9*, and *ROXY10* and deletion of the gene cluster encoding *ROXY11*, *ROXY12*, *ROXY13*, *ROXY14*, and *ROXY15* were constructed using a CRISPR/Cas9 system as described below. To obtain the *cepd* (*roxy6-9*) quadruple mutant, *roxy6* and *roxy9* were created first as single mutants in the Col-0 background. The *roxy9* plants were transformed with the particular CRISPR/Cas9 constructs to generate *roxy7,9* and *roxy8,9* double mutants, respectively. After introducing the *roxy6* mutant allele into the *roxy7,9* plants by crossing, the resulting *roxy6,7,9* triple mutant was further crossed with *roxy8,9* enabling the identification of a *roxy6-9* (*cepd*) quadruple mutant. The *cepd tga1 tga4* hextuple mutant was obtained by crossing the *cepd* quadruple mutant with the *tga1 tga4* double mutant. For verification of all 6 mutant alleles, see Supplementary Fig. S23. Homozygous *roxy10* and *roxy11-15* plants were crossed to create the *roxy10-15* hextuple mutant. PCR analyses with primers listed in Supplementary Table S1 confirmed the genotypes of all mutants.

### Generation and analysis of transgenic plants expressing different ROXY9 variants

ROXY9 variants ROXY9_SCLC, ROXY9_CSLC, and ROXY9_CCLS have been described before (Li et al. 2019), ROXY9_CPYC and ROXY9_CCLCA were generated accordingly in pDONR207. Primers for cloning are listed in Supplementary Table S2. A linker sequence (L) coding for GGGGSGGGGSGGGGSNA was inserted upstream of the start codon of each variant. For the generation of transgenic plants expressing these L-ROXY9 variants under the control of the *CaMV 35S* promoter, the Gateway-compatible pB2HAGW7 vector was used (Li et al. 2019), resulting in *CaMV 35S*:*HA_3_-L-ROXY9* constructs (Supplementary Fig. S24). Constructs were transformed into *cepd* plants. RNA from shoots from 38 plants of the T1 generation grown on soil were tested for similar expression of the different transgenes. To avoid selection of plants with abnormally high expression of the transgenes, we exploited the fact that endogenous *ROXY9* transcript levels are elevated in *cepd*. Thus, we chose plants expressing just sufficient levels of the transgene to revert endogenous mRNA levels back to the wild-type level. Six thus selected lines of each construct were used for western blot and gene expression analysis of roots from plants harvested from FN and LN plates. Two plates with 10 plants each were used as 1 replicate.

For complementation analysis with untagged *ROXY9* variants under the control of the endogenous promoter, the genomic region from −1,135 to +2,340 bp with respect to the transcriptional start site was amplified with specific primers extended by GATEWAY© attachment sites and inserted into pDONR207 (Supplementary Table S2). Alterations in the presumed active-site motif were introduced by exchanging suitable restriction fragments derived from the respective pDONR207_ROXY9 derivatives. Sequences were introduced into pBGW (Karimi et al. 2002).

The *ROXY9* coding region was fused in frame to *HA_2_-TurboID* (Tian et al. 2021) and cloned behind the *UBQ10* promoter in the backbone of pUBQ10GW7-HA (Uhrig et al. 2017). For the sequence of the protein fusion, see Supplementary Fig. S25. *HA_2_-TurboID* cloned into the same vector context was used as control. Analysis was done with 2 homozygous *UBQ10:HA_2_-TurboID-ROXY9* lines and 1 homozygous *UBQ10:HA_2_-TurboID* control line, all of them expressing similar amounts of protein (Supplementary Fig. S10).

### Plant growth conditions

Surface-sterilized seeds were grown in vertically oriented 10 × 10 × 2 cm square plastic Petri dishes (10 seeds per plate). The basal composition of all media was 3 mm KH_2_PO_4_/K_2_HPO_4_, pH 5.8, 4 mm CaCl_2_, 1 mm MgSO_4_, 2 mm K_2_SO_4_, 3 mm MES, pH 5.8, 0.5% (w/v) sucrose, and microelements (i.e. 40 *μ*m Na_2_FeEDTA, 60 *μ*m H_3_BO_3_, 14 *μ*m MnSO_4_, 1 *μ*m ZnSO_4_, 0.6 *μ*m CuSO_4_, 0.4 *μ*m NiCl_2_, 0.3 *μ*m Na_2_MoO_4_, 20 nm CoCl_2_). For growth on full nutrition (FN), 2 mm KNO_3_, 1 mm NH_4_NO_3_, 1 mM l-glutamine, was added, for growth on low N (LN) 0.1 mm KNO_3_, 50 *μ*m NH_4_NO_3_, and 3 mm KCl was added (Scheible et al. 2004). Growth without any reduced N was done in basal media supplemented with either 10 mm KCl (NN), 1 mm KNO_3_/9 mm KCl, 3 mm KNO_3_/7 mm KCl, or 10 mm KNO_3_. Petri dishes were stored at 4 °C for 24 to 48 h with the lid facing upwards. For gene expression analysis in shoots or roots under FN and LN doses, plants were first grown for 7 days on FN medium. Subsequently, plants were either transferred to FN or to LN medium and incubated for 2 d before harvest. For gene expression analysis of plants grown on ${\mathrm{NO}}_{3}^{-}$, determination of nitrate content and shoot fresh weight, plants were grown for 21 days. Plants were cultivated at 22 °C with continuous light at a photon flux of 70 to 80 *µ*mol m^−2^ s^−1^. In Supplementary Fig. S2, *A. thaliana* seeds were cultivated on individual pots containing soil (Fruhstorfer Topferde Typ T Struktur 1 Fein) which was soaked once with 0.2% Wuxal Super (Manna, Ammerbuch-Pfäffingen, Germany). The seeds were stratified at 4 °C for 2 d after which the plants were grown in either 8 h light/16 h dark or 16 h light/8 h dark photoperiods in controlled climate chambers at 22 °C with a photon flux intensity of 100 to 120 *µ*mol m^−2^ s^−1^ during the day and 60% relative humidity.

### Genome editing

The *roxy* mutants (Supplementary Fig. S26) were generated via the CRISPR/CRISPR-associated protein 9 (CRISPR/Cas9) genome editing system. The sgRNA targeting sequences for *ROXY6*, *7*, *8*, and *9* (Supplementary Table S3) were cloned into the vector pBCsGFPEE (Nair et al. 2021) for *Agrobacterium*-mediated transformation of *Arabidopsis* plants. If the sgRNA starts with a G, no additional guanine nucleotide serving as RNA polymerase III transcription initiation site was added to the sequences. Homozygous mutants without the CRISPR/Cas9 construct to ensure genetic stability were identified as described in Nair et al. (2021).

The deletions at the *ROXY10* and *ROXY11-15* loci were obtained with T-DNA constructs encoding 2 sgRNA expression cassettes (Xing et al. 2014), respectively. The particular target sequences (Supplementary Table S3) were integrated into a PCR product by primers flanking an sgRNA scaffold, the *A. thaliana U6-26* snRNA terminator and the *U6-29* promoter sequence as shown in Supplementary Fig. S27. The PCR products were cut with *Bpi*I and *Bsa*I, respectively, and cloned into the pBCsGFPEE vector (Nair et al. 2021) cut with *Bsa*I. Since the target sequence 1 is present in both, the *ROXY11* as well as the *ROXY15* locus, sequencing results indicated that the CRISPR/Cas9 editing effect was only mediated by target 1 without modifications at the *ROXY11*-specific Target 2 site (Supplementary Fig. S26).

### Western blot, yeast 2-hybrid analysis, RNA extraction, RT-qPCR, and RNA-seq analysis

Protein extraction and western blot analysis (Budimir et al. 2021), yeast 2-hybrid analysis (Li et al. 2019), RNA extraction, cDNA preparation, and RT-qPCR analyses (Fode et al. 2008) were done as described in the respective references. Calculations were done according to the 2^−ΔCT^ method (Livak and Schmittgen 2001) using the *UBQ5* transcript as a reference (Kesarwani et al. 2007). Primers used to analyze transcript abundance are listed in Supplementary Table S4. RNA-seq and bioinformatic analyses were done as described (Ulrich et al. 2021). 

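Different markers of shoot tissue had widely different levels in the 7 root libraries analysed here. None of the 10 tested genes of stomata, myrosin cells and the shoot epidermis and cuticle differed between cepd and Col-0 at an adjusted p under 0.05 from edgeR, and none did when adjusted over the list alone, at an unadjusted p under 0.05, or by DESeq2 or limma-voom. The 19 genes of the list took 0.0186% ± 0.00196 (SD, n = 3) of all counts in Col-0 and 0.0198% ± 0.00234 (SD, n = 4) in cepd (two-sided exact permutation test, p = 0.486). TGG1, the myrosinase of leaf myrosin cells, had 1.69 ± 0.433 CPM (SD, n = 3) in Col-0 and 2.7 ± 1.43 CPM (SD, n = 4) in cepd, and LTP1, a lipid transfer protein, 4.83 ± 0.595 and 5.97 ± 0.939 CPM. KCS6, a wax synthesis enzyme, had 6.64 ± 0.877 and 7.87 ± 1.02 CPM. Most of the share came from PDF1, a gene of the shoot epidermis, at 118 ± 13.6 and 122 ± 20.1 CPM, LTP2 at 25.0 ± 5.29 and 26.0 ± 4.62 CPM and CER3 at 23.2 ± 1.76 and 23.9 ± 1.09 CPM, named after their values were seen. With the replicate number as a block, TGG1 and KCS6 were higher in cepd (adjusted p = 0.00985 and 0.0431 from edgeR). The Col-0 library that the study excluded is not analysed here.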

Please note that after the initial PCA of our first RNA-seq, we had to exclude 1 data set from Col-0 since the corresponding sample had been contaminated with leaf material. Enrichment analysis of TGA factor binding motifs within the 1,000 bp upstream regions was performed, as described previously (Berendzen et al. 2012; Zander et al. 2014) using the Cluster Analysis Real Randomization algorithm incorporated into Motif Mapper version 5.2.4.0. GO enrichment analysis was performed using the Gene Ontology Consortium web site (Ashburner et al. 2000) and the PANTHER Classification system version 17.0 (Mi et al. 2013). RNA-seq original data have been deposited in NCBI's Gene Expression Omnibus (Edgar et al. 2002) and are accessible through GEO Series accession numbers GSE282627 and GSE282484 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE282627; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE282484).

### Chromatin immunoprecipitation

ChIP-qPCR was performed according to the previously published protocol (Cortijo et al. 2018). For each biological replicate, roots were harvested from ∼500 to ∼600 seedlings (520 to 900 mg), corresponding to 50 to 60 plates per sample. Sonication of the chromatin was done with the BioruptorPlus device (Diagenode) using 14 × 30 s on/off cycles with a 10 min interruption after 7 cycles. Chromatin immunoprecipitation was done on Dynabeads (50% ProteinA, 50% ProteinG; Invitrogen) loaded with either antiGFPab290 (Abcam) or anti-TGA1 (Agrisera). Quantification of enriched DNA was done by qPCR (for primers, see Supplementary File 1). Fold enrichment when compared with *tga1 tga4* was normalized to *ACTIN8*.

### Proximity labeling

Roots were obtained from transgenic *UBQ10:HA_2_-TurboID-ROXY9* and *UBQ10:HA_2_-TurboID* plants grown on vertically oriented agar plates under the FN/FN or FN/LN regimes described above. Plates were oriented horizontally and 20 mL of 150 *µ*m biotin in 10 mm MgCl_2_ was added to each plate so that seedlings were submerged four 1 h. For 1 biological replicate, roots from 13 plates (10 seedlings per plate) were harvested into a 50 mL Falcon tube filled with water. Two experiments were performed with *TurboID-ROXY9* #14-7 and 2 experiments were performed with *TurboID-ROXY9* #19-4. *TurboID #*6-3 was used in all 4 replications. Seedlings were washed 2 times with water, residual water was removed with a paper towel, and the material was frozen in liquid nitrogen and stored at −70 °C. Further processing was done according to Kim et al. (2023) using Streptavidin Dynabeads M-280 (Invitrogen; 50 *µ*L beads/1 g ground material). Biotinylated proteins were eluted twice at 99 °C for 5 min in 30 *µ*L rapid protein extraction buffer (RPB) (100 mm Tris, pH 6.8, 4% SDS, 20% glycerol, 0.02% bromophenol blue, 200 mm DTT). Subsequent analysis was done according to Schmitt et al. (2021) with minor modifications. Samples were subjected to SDS–PAGE for in-gel digest of proteins with trypsin. Peptides were purified using C18 (#2215, 3 m) stop and go extraction (stage) tips. Peptides were dried, dissolved in 20 *µ*L sample buffer (2% acetonitrile, 0.1% formic acid), and analyzed with LC–MS/MS using an UltiMate 3000 RSLCnano system coupled to a Q Exactive HF mass spectrometer (all Thermo Fisher Scientific; Schmitt et al. 2021). Full scans were acquired within a mass range of 300 to 1,650 *m*/*z* at a resolution of 30,000 followed by data-dependent top 10 HCD fragmentation at a resolution of 15,000. Dynamic exclusion was enabled. The XCalibur 4.0 software was used for method programming and data acquisition (Thermo Fisher Scientific). The MS proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD058335 (Perez-Riverol et al. 2022).

### MS data analysis

Protein identification and label-free quantification (LFQ) were performed with MaxQuant version 2.5.2.0 (Tyanova et al. 2016a) using default settings. Peptides were searched against the Araport 11 protein database containing a total of 27,562 entries (Araport11_pep_20220914_representative_gene_model) with the addition of the HA_2_-TurboID protein. Filtering and statistical analyses were done with Perseus (Tyanova et al. 2016b). The “proteinGroups.txt” output file from MaxQuant was imported into Perseus, and LFQ intensities were selected as main columns. Proteins categorized as “contaminants,” “reverse,” and “only identified by site” were filtered out. The PCA was performed with log_2_-transformed LFQ values after imputation of missing values from normal distribution using Perseus default parameters. The exported projections of PC1 and PC2 were used to generate a PCA plot with GraphPad Prism 10 (GraphPad Software, Inc., San Diego, CA, USA). To identify proteins enriched in TurboID-ROXY9 samples compared with TurboID controls, an unpaired 2-sided Student's *t*-test was performed in Perseus for each of the analyzed tissues/growth conditions. LFQ values were log_2_-transformed and proteins that were not identified or quantified in all replicates of at least 1 genotype were removed. Missing values were imputed from normal distribution using Perseus default parameters. The obtained *t*-test −log_10_  *P*-values were plotted vs. the differences to generate volcano plots with GraphPad Prism 10.

### Determination of N and nitrate content

Nitrate content determination was based on a spectroscopic method as described (Hachiya and Okamoto 2017). Briefly, 20 to 100 mg material per replicate was frozen in liquid N_2_ and homogenized in a ball mill. Samples were separated. For nitrate content determination, 10 volumes of water were added, and samples were incubated for 20 min in a 100 °C water bath. Cooled tubes were centrifuged for 10 min at 20,400*×g* and 10 *µ*L of the supernatants were incubated with 80 *µ*L of 0.05% (w/v) salicylic acid in sulfuric acid for 20 min at room temperature. One milliliter of 8% NaOH in water was added, and the samples were vortexed until the contents became clear. Absorbance was measured at 410 nm along with a calibration curve. For total N determination, samples were lyophilized and analyzed by an elemental analyzer (EA-IRMS).

### Statistical analysis

GraphPad Prism 10 was used to conduct statistical analysis. Detailed results are shown in Supplementary Data Set 5.

### Accession numbers

Sequence data from this article can be found in the Arabidopsis Genome Initiative or GenBank/EMBL databases under the following accession numbers: *CEPH* (At4g32950); *CLE3* (At1g06225); *NRT2.2* (At1g08100); *NRT2.4* (At5g60770); *PER10* (At1g49570); *PER71* (At5g64120); *ROXY3/GRXS10* (AT3g21460); *ROXY4/GRXC11* (AT3g62950); *ROXY5/GRXC12* (AT2g47870); *ROXY6/GRXS11/CEPD1* (AT1g06830); *ROXY7/GRXS9/CEPDL2* (At2g30540); *ROXY8/GRXC14/CEPDL1* (At3g62960); *ROXY9/GRXC13/CEPD2* (At2g47880); *ROXY10/GRXS2* (At5g18600); *ROXY11/GRXS3* (At4g15700); *ROXY12/GRXS5* (At4g15690); *ROXY13/GRXS4* (At4g15680); *ROXY14/GRXS7* (At4g15670); *ROXY15/GRXS8* (At4g15660); *ROXY16/GRXS1* (At1g03020); *SWEET11* (At3g48740); *TFL1* (At5g03840); *TGA1* (At5g65210); *TGA4* (At5g10030); *UBQ5* (At3g62250); and *UMAMIT35* (At1g60050).

## Supplementary Material

koaf038_Supplementary_Data

## Data Availability

Data are incorporated into the article and its online supplementary material. Data derived from transcriptomics and MS analyses are available in the respective repositories as indicated in the Material and Method section.

## Supplementary data

The following materials are available in the online version of this article.

**Supplementary Figure S1.** Alignment of active-site motifs in glutaredoxin and glutaredoxin-like proteins in *A. thaliana*.

**Supplementary Figure S2.** Shoot fresh weight of soil-grown Col-0, *tga1 tga4*, *cepd*, and *cepd tga1 tga4* plants.

**Supplementary Figure S3.** Transcript levels of *CEPDs* in shoots and roots of Col-0 grown under full and limiting N supply.

**Supplementary Figure S4.** GO-term and motif mapper analysis of CEPD-regulated genes.

**Supplementary Figure S5.** Effect of ammonium and glutamine on the expression pattern of *NRT2.2*.

**Supplementary Figure S6.** Reduced expression of N starvation–induced genes in *cepr1-3* is not associated with reduced expression of *CEPDs*.

**Supplementary Figure S7.** GO-term analysis of 212 genes that are higher expressed in *cepd*.

**Supplementary Figure S8.** Transcript levels of CEPD-repressed genes in roots of Col-0 and *cepr1-3* grown under full and limiting N supply.

**Supplementary Figure S9.** TGA1 protein and *TGA1* and *TGA4* transcript levels in plants grown under full and limiting N supply.

**Supplementary Figure S10.** Characterization of TurboID-ROXY9 lines.

**Supplementary Figure S11.** PCA of proteins in TurboID-ROXY9 samples compared with TurboID controls.

**Supplementary Figure S12.** Yeast 2-hybrid analysis with TGAs and ROXYs.

**Supplementary Figure S13.** Transcript levels of *ROXYs 10-15* in roots and shoots of Col-0 grown under full and limiting N supply.

**Supplementary Figure S14.**  *UMAMIT35, PER10,* and *CLE3* transcript levels in roots of Col-0 and *roxy10-15* plants grown under full nitrogen supply.

**Supplementary Figure S15.** Transcript levels of *ROXY9* and *UMAMIT35* in shoots and roots of plants cultivated under sufficient or limiting N conditions.

**Supplementary Figure S16.** Expression of *ROXYs 1-21* in shoots of Col-0 and *cepr1-3* after transfer from FN to LN medium.

**Supplementary Figure S17.**  *B-γ ALWL ROXY* expression in *cepd*.

**Supplementary Figure S18.** Structural analysis of ROXY9 and GRXC2.

**Supplementary Figure S19.** Yeast 2-hybrid analysis with TGA1/4 and ROXY9 active-site mutants.

**Supplementary Figure S20.** Western blot analysis of transgenic *cepd* plants expressing *ROXY9* or *ROXY9* active-site mutants under the control of the *CaMV 35S* promoter.

**Supplementary Figure S21.** Analysis of transgenic *cepd* plants expressing *ROXY9* or *ROXY9* active-site variants under the control of the *ROXY9* promoter.

**Supplementary Figure S22.** Characterization of TGA1 complementation lines.

**Supplementary Figure S23.** Confirmation of the 6 mutant alleles in *cepd tga1 tga4*.

**Supplementary Figure S24.** Sequence of the *CaMV 35S:HA_3_-L-ROXY9* construct.

**Supplementary Figure S25.** Sequence of the *UBQ10:HA_2_-TurboID-ROXY9* construct.

**Supplementary Figure S26.** CRISPR/Cas9-based genome editing of *ROXY* genes.

**Supplementary Figure S27.** PCR products were used for CRISPR/Cas9-based genome editing of the *ROXY10* and *ROXY11-15* loci.

**Supplementary Data Set 1.** Differentially expressed genes (roots; Col-0 vs. *cepd*, LN).

**Supplementary Data Set 2.** Differentially expressed genes (roots; Col-0, *tga1 tga4, cepd*, *cepd tga1 tga4,* FN and LN).

**Supplementary Data Set 3.** Cluster analysis of differentially expressed genes (Col-0, *tga1 tga4*, *cepd*, *cepd tga1 tga4*, FN and LN).

**Supplementary Data Set 4.** Enriched proteins in TurboID-ROXY9 samples compared with TurboID controls.

**Supplementary Data Set 5.** Results of statistical analyses.

**Supplementary Table S1.** Primers for genotyping.

**Supplementary Table S2.** Primers for cloning.

**Supplementary Table S3.** Single-guide RNA (sgRNA) targeting sequences.

**Supplementary Table S4.** Primers for RT-qPCR.

**Supplementary File 1.** Promoter and primer sequences for ChIP analyses.

## Dive Curated Terms

The following phenotypic, genotypic, and functional terms are of significance to the work described in this paper:

LUH Gramene: AT2G32700
LUH Araport: AT2G32700

SLK1 Gramene: AT4G25520
SLK1 Araport: AT4G25520

WRKY38 Gramene: AT5G22570
WRKY38 Araport: AT5G22570

BIN2 Gramene: AT4G18710
BIN2 Araport: AT4G18710

UBQ10 Gramene: AT4G05320
UBQ10 Araport: AT4G05320

TGA4 Gramene: At5g10030
TGA4 Araport: At5g10030

ROXY9 Gramene: At2g47880
ROXY9 Araport: At2g47880

ROXY1 Gramene: At3g02000
ROXY1 Araport: At3g02000

TPR2 Gramene: AT3G16830
TPR2 Araport: AT3G16830

NPR1 Gramene: AT1G64280
NPR1 Araport: AT1G64280

TGA3 Gramene: AT1G22070
TGA3 Araport: AT1G22070

PAN Gramene: AT1G68640
PAN Araport: AT1G68640

PR1 Gramene: At2g14610
PR1 Araport: At2g14610

TGA1 Gramene: At5g62510
TGA1 Araport: At5g62510

CEPR1 Gramene: AT5G49660
CEPR1 Araport: AT5G49660

nitrate CHEBI: CHEBI:17632

RHD6 Gramene: ROOT HAIR DEFECTIVE SIX
RHD6 Araport: ROOT HAIR DEFECTIVE SIX

CEPR2 Gramene: AT2G35612
CEPR2 Araport: AT2G35612

# Supplementary material for: Redox-inactive CC-type glutaredoxins interfere with TGA transcription factor–dependent repression of target promoters in roots
**Source:** Plant Cell. 2025 Mar 7;37(3):koaf038. doi: 10.1093/plcell/koaf038
**Supplement:** koaf038_Supplementary_Data

Supplementary Fig. S1

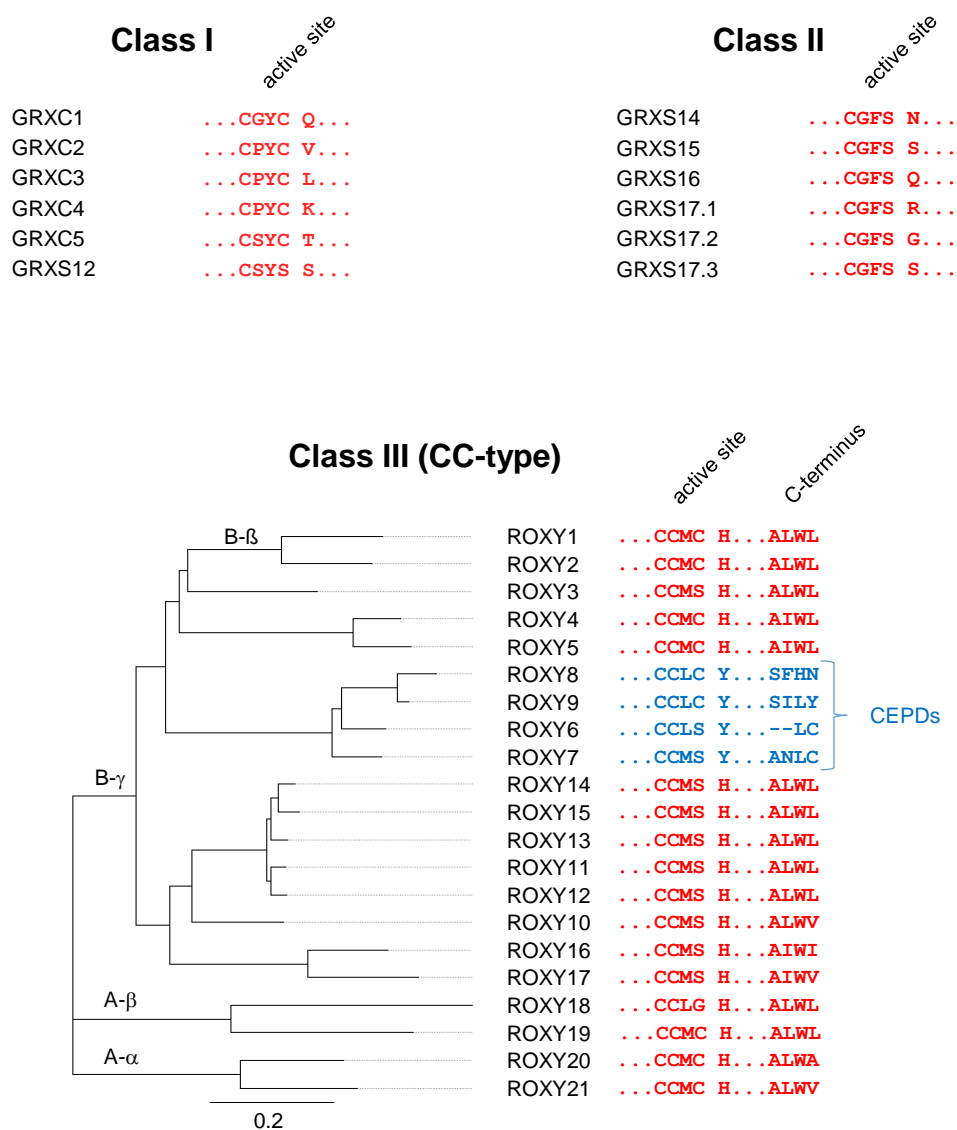

Fig. S1 Alignment of active site motifs in glutaredoxin and glutaredoxin-like proteins in *Arabidopsis thaliana*. ROXY sequences are arranged according to the neighbor-joining tree based on the Jukes-Cantor genetic distance model. The scale bar indicates the number of amino acid substitutions per site. The classification into subfamilies (A-α, A-β, B-β, B-γ) is from El Baidouri *et al.*, 2024.

Fig. S1 supports the Introduction.

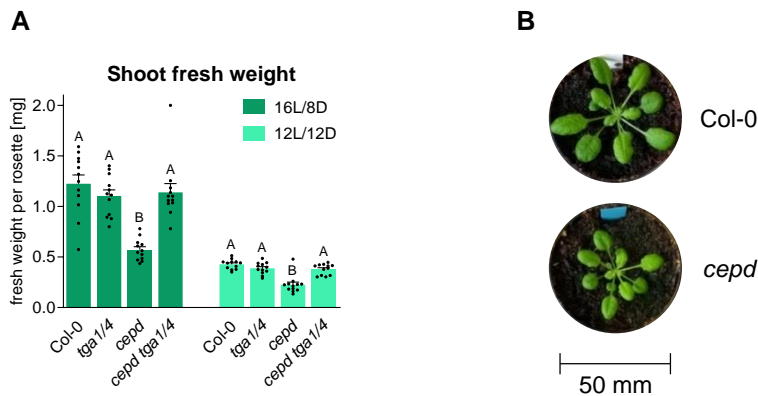

Fig. S2 Shoot fresh weight of soil-grown Col-0, *tga1 tga4*, *cepd* and *cepd tga1 tga4* plants. **A)** Plants were grown for 4 weeks under a 16 h light (L)/8 h dark D or a 12L/12D regime. Mean values of 12 biological replicates per genotype are shown. Error bars represent the standard error of the mean. Letters indicate statistically significant differences between the genotypes. Statistical analysis was performed by one-way ANOVA and Tukey's multiple comparisons test (p adj. < 0.05). **B)** Picture of representative plants grown for four weeks under a 12L/12D regime. Fig. S2 supports Fig. 1.

Supplementary Fig. S3

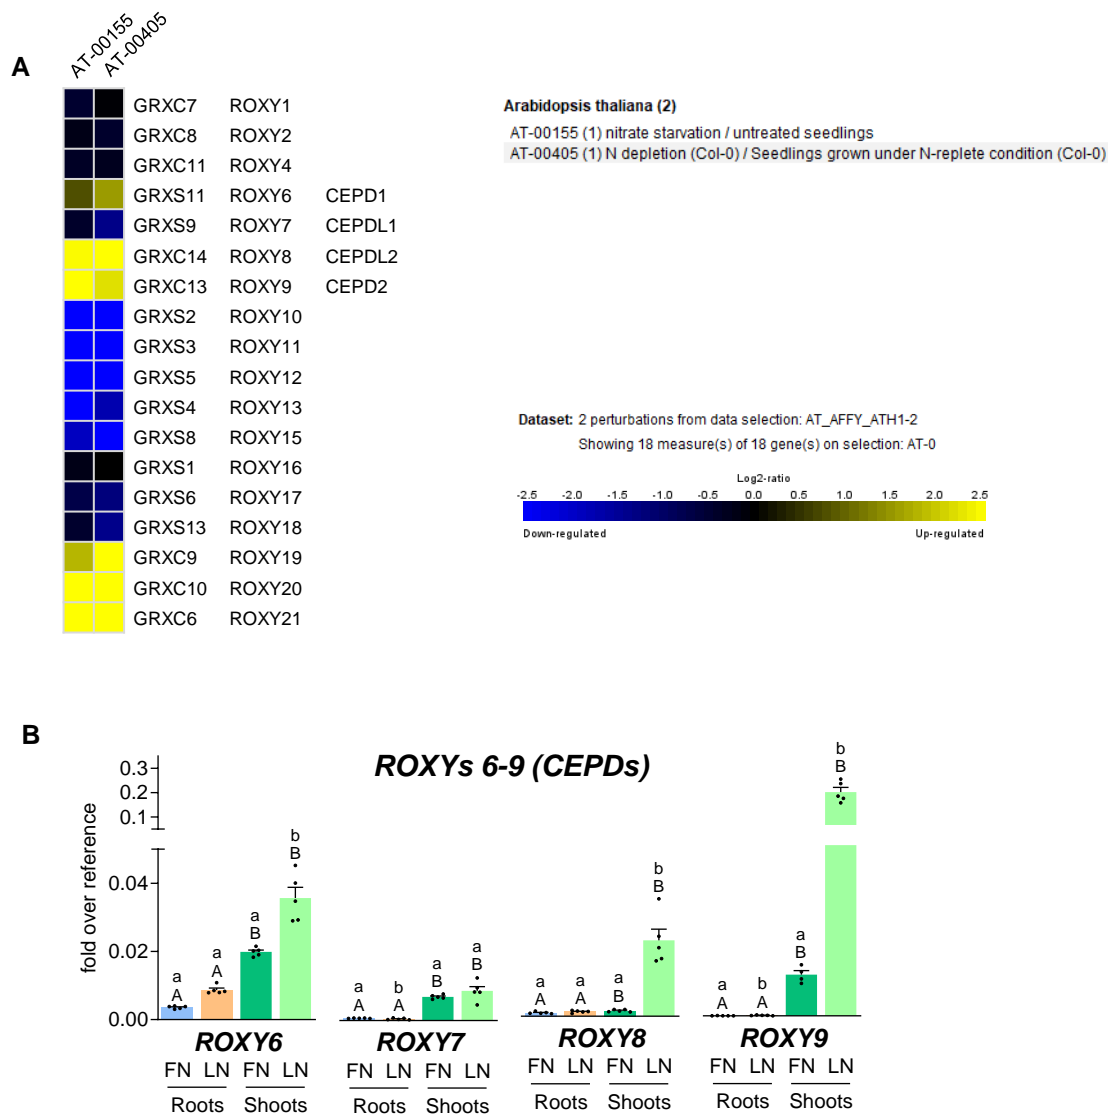

Fig. S3 Transcript levels of *CEPDs* in shoots and roots of Col-0 grown under full and limiting N supply. **A)** Expression levels of *Arabidopsis thaliana* (Col-0) CC-type glutaredoxins according to www.genevestigator.de. Seven-day-old seedlings grown in liquid full nutrition (FN) medium under constant light were transferred to either FN or low nitrogen (LN) medium. Two days later, seedlings were collected for transcriptome analysis (Scheible *et al.*, 2004). **B)** Seedlings were grown as in **A)**, but on agar-solidified medium. Shoots and roots were collected separately for RNA isolation. Expression of the indicated genes was analyzed by RT-qPCR, *UBQ5* was used as a reference gene. Mean values of four to five biological replicates are shown, with one replicate originating from one plate with 10 seedlings. Error bars represent the standard error of the mean. Lowercase letters indicate statistically significant differences within the tissue between the conditions, uppercase letters indicate significant differences within treatment between the tissues. Statistical analyses were performed with the logarithmic values by using two-way ANOVA and Fisher's Least Significant Difference test ($p < 0.05$). Fig. S3 supports Fig. 2.

Supplementary Fig. S4

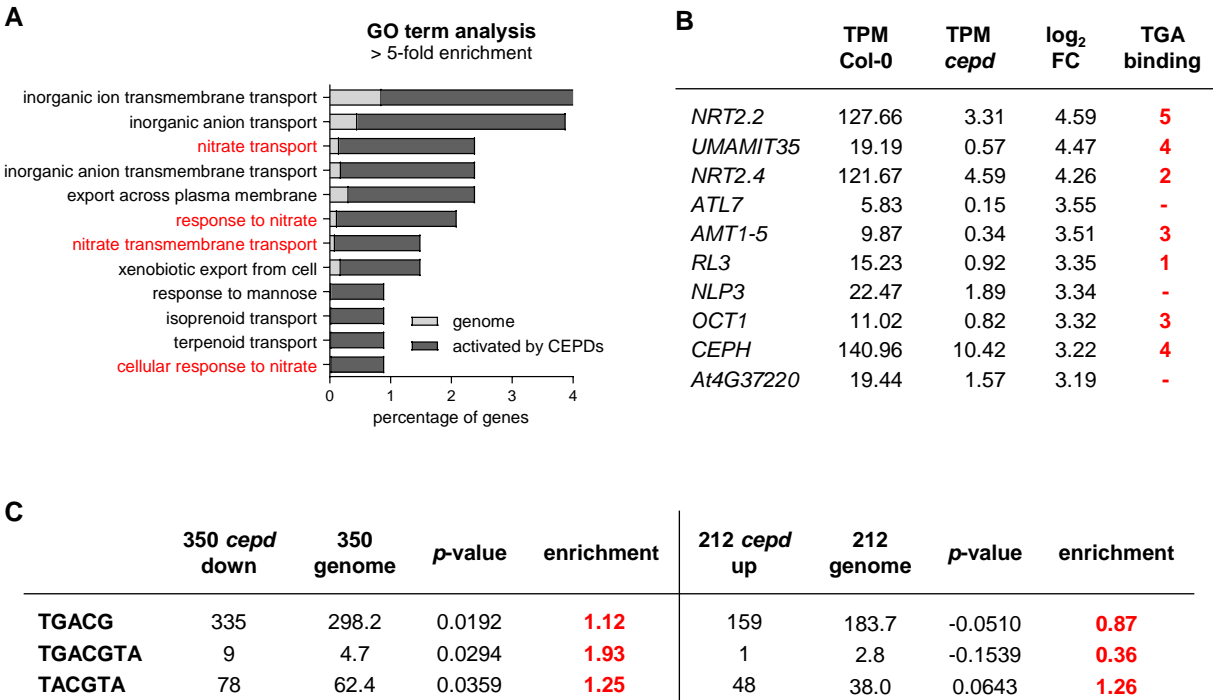

Fig. S4 GO term and motif mapper analysis of CEPD-regulated genes. A) Gene Ontology (GO) term analysis (biological processes) of 350 genes, which are higher expressed ($\log_2$ FC > 1, p adj. < 0.05) in roots of 9-day-old Col-0 seedlings compared to *cepd* after two days of cultivation on LN (low nitrogen) medium. GO terms related to nitrogen are displayed in red. Bars represent the percentage of genes found per GO term in the group of 350 genes (dark grey) and the percentage of genes representing the respective GO term found within the Arabidopsis genome (light grey). GO terms with > 5-fold enrichment against the genome are shown. Statistical analysis was performed using Fisher's Exact test and False Discovery Rate (FDR) < 0.05. **B)** List of the ten most highly differentially expressed genes. The number of TGA binding sites (TGACG and TACGTA) was counted in the region 2 kb upstream of the transcriptional start site. TPM: transcripts per million. **C)** Motif Mapper *cis*-element analysis. Counts of motifs in sequences 1 kb upstream of the transcriptional start site in 350 or 212 genes higher or lower expressed in Col-0 as compared to *cepd*, respectively, and in 350 or 212 genes randomly picked from the genome are indicated.

Fig. S4 supports Fig. 2.

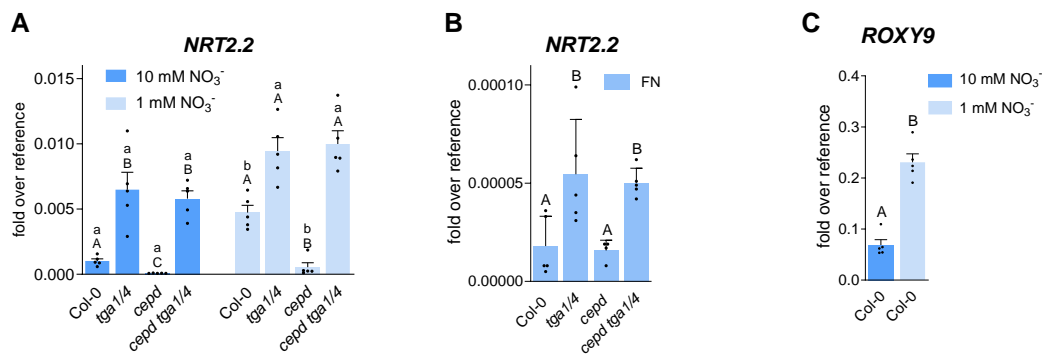

Fig. S5 Effect of ammonium and glutamine on the expression pattern of *NRT2.2*. **A)** and **C)** Wild-type (Col-0), *tga1 tga4*, *cepd* and *cepd tga1 tga4* plants were grown on medium containing 1 or 10 mM NO₃⁻ under constant light (70 μ mol photons s⁻¹ m⁻²). After 21 days, shoots and roots were collected separately for determination of transcript levels by RT-qPCR. **B)** 7-day-old seedlings of the indicated genotypes grown on full nitrogen (FN) medium were transferred to FN for 2d and roots were collected for determination of transcript levels by RT-qPCR. **A)** to **C)** Mean values of five biological replicates are shown, with one replicate originating from one plate with 10 seedlings. Error bars represent the standard error of the mean. Statistical analyses were performed with logarithmic values by using two-way ANOVA and Bonferroni's multiple comparisons test (p adj. < 0.05) with lowercase letters indicating statistically significant differences within the genotype between the treatments and uppercase letters indicating significant differences within treatment between the genotypes in **A)**, one-way ANOVA and Tukey's multiple comparisons test (p adj. < 0.05) with uppercase letters indicating significant differences between genotypes in **B)**, or unpaired t-test (p < 0.05) with uppercase letters indicating significant differences between the treatments in **C)**.

Fig. S5 supports Fig. 2.

Fig. S5B contains data of Fig. 2A.

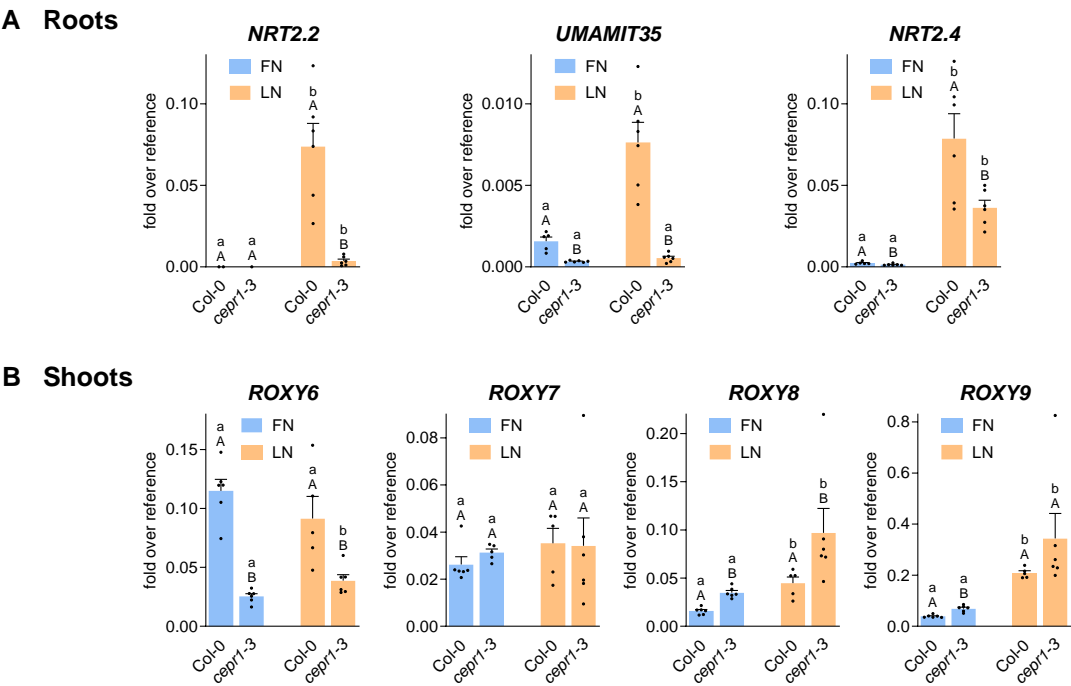

Fig. S6 Reduced expression of N starvation-induced genes in *cepr1-3* is not associated with reduced expression of *CEPDs*. 7-day-old seedlings grown on full nitrogen (FN) medium were transferred to either FN or low nitrogen (LN) plates. Two days later, **A**) roots and **B**) shoots were collected for RNA isolation. Expression of the indicated genes was analyzed by RT-qPCR, *UBQ5* was used as a reference gene. Mean values of four to five biological replicates are shown with one replicate originating from one plate with 10 seedlings. Error bars represent the standard error of the mean. Lowercase letters indicate statistically significant differences within the genotype between the treatments, uppercase letters indicate significant differences within treatment between the genotypes. Statistical analyses were performed with logarithmic values by using two-way ANOVA and Fisher's Least Significant Difference test ($p < 0.05$).
Fig. S6 supports Fig. 2.

Supplementary Fig. S7

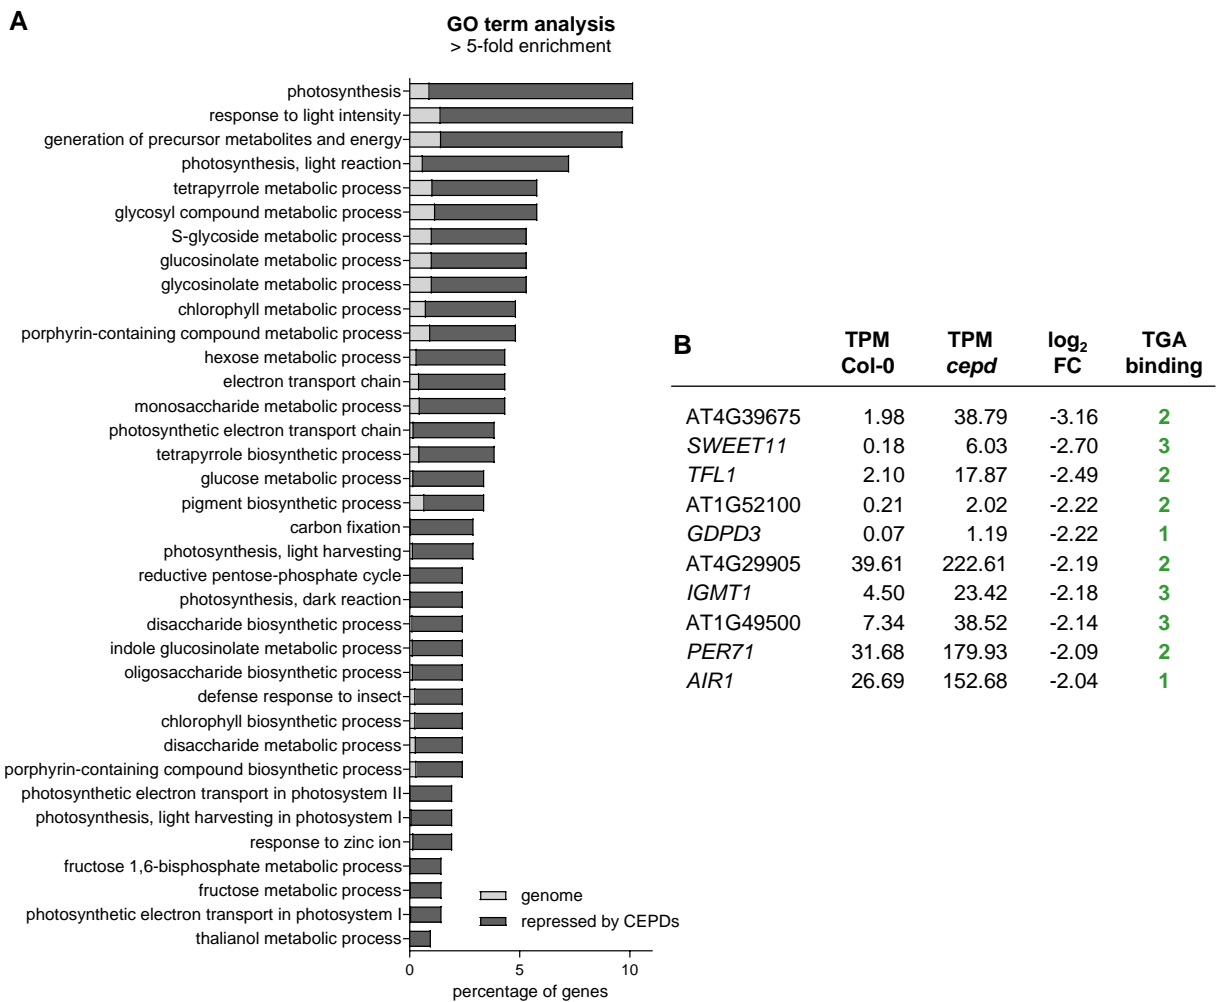

Fig. S7 GO term analysis of 212 genes that are higher expressed in *cepd*. **A)** Gene Ontology (GO) term analysis (biological processes) of 212 differentially expressed genes ($\log_2$ FC < -1, p adj. < 0.05) in roots of 9-day-old *cepd* seedlings compared to Col-0 after two days of cultivation on LN (low nitrogen) medium. Bars represent the percentage of genes found per GO term in the group of 212 genes (dark grey) and the percentage of genes representing the respective GO term found within the Arabidopsis genome (light grey). GO terms with > 5-fold enrichment against the genome are shown. Statistical analysis was performed using Fisher's Exact test and False Discovery Rate (FDR) < 0.05. **B)** List of the ten most highly differentially expressed genes. The number of TGA binding sites (TGACG and TACGTA) was counted in the region 2 kb upstream of the transcriptional start site. TPM: transcripts per million. Fig. S7 supports Fig. 4.

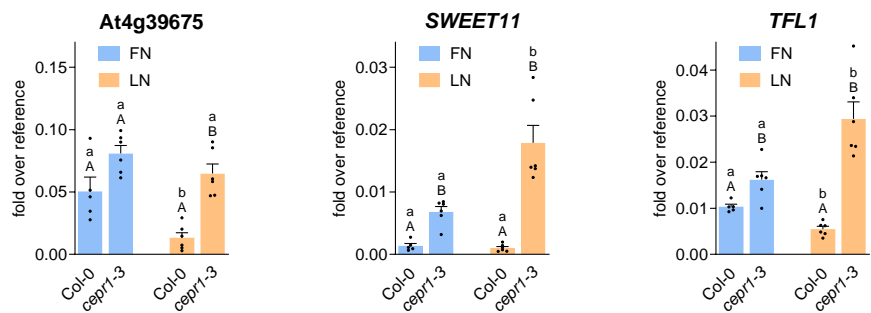

Fig. S8 Transcript levels of CEPD-repressed genes in roots of *Col-0* and *cepr1-3* grown under full and limiting N supply. 7-day-old seedlings grown on full nitrogen (FN) medium were transferred to either FN or low nitrogen (LN) plates. Two days later, roots were collected for RNA isolation. Expression of the indicated genes was analyzed by RT-qPCR, *UBQ5* was used as a reference gene. Mean values of four to five biological replicates are shown with one replicate originating from one plate with 10 seedlings. Error bars represent the standard error of the mean. Lowercase letters indicate statistically significant differences within the genotype between the treatments, uppercase letters indicate significant differences within treatment between the genotypes. Statistical analyses were performed with logarithmic values by using two-way ANOVA and Fisher's Least Significant Difference test ($p < 0.05$).

Fig. S8 supports Fig. 4.

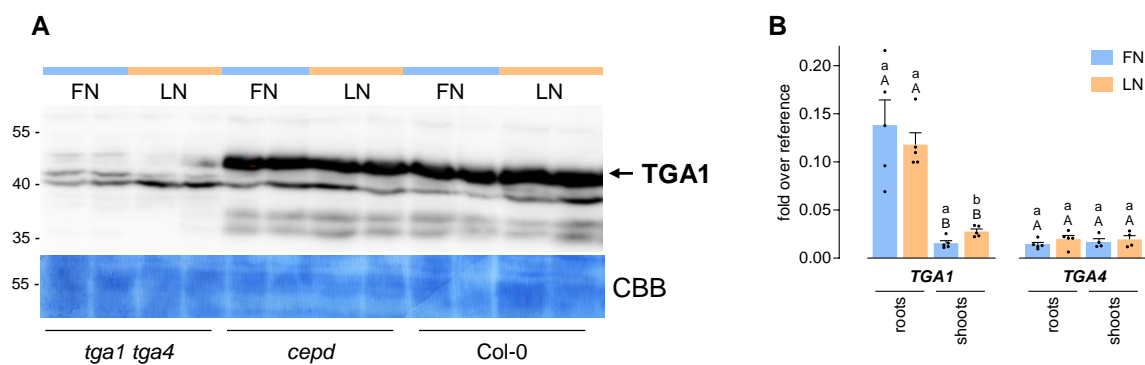

Fig. S9 TGA1 protein and *TGA1* and *TGA4* transcript levels in plants grown under full and limiting N supply. 7-day-old seedlings grown on full nitrogen (FN) medium were transferred to either FN or low nitrogen (LN) plates. Two days later, shoots and roots were collected for protein or RNA extraction. **A)** Western blot analysis of two independent protein extracts obtained from roots of Col-0, *cepd* and *tga1 tga4* plants, respectively. A commercially available antibody against a peptide of TGA1 was used. Molecular mass of marker proteins loaded on the gel are indicated in kDa. The PVDF membrane stained with Coomassie Brilliant Blue (CBB) was used as a loading control. **B)** Expression of *TGA1* and *TGA4* in Col-0 was analyzed by RT-qPCR, *UBQ5* was used as a reference gene. Mean values of four to five biological replicates are shown with one replicate originating from one plate with 10 seedlings. Error bars represent the standard error of the mean. Lowercase letters indicate statistically significant differences within the tissue between the conditions, uppercase letters indicate significant differences within treatment between the tissues. Statistical analyses were performed with logarithmic values by using two-way ANOVA and Fisher's Least Significant Difference test (p -value < 0.05).

Fig. S9 supports Fig. 6.

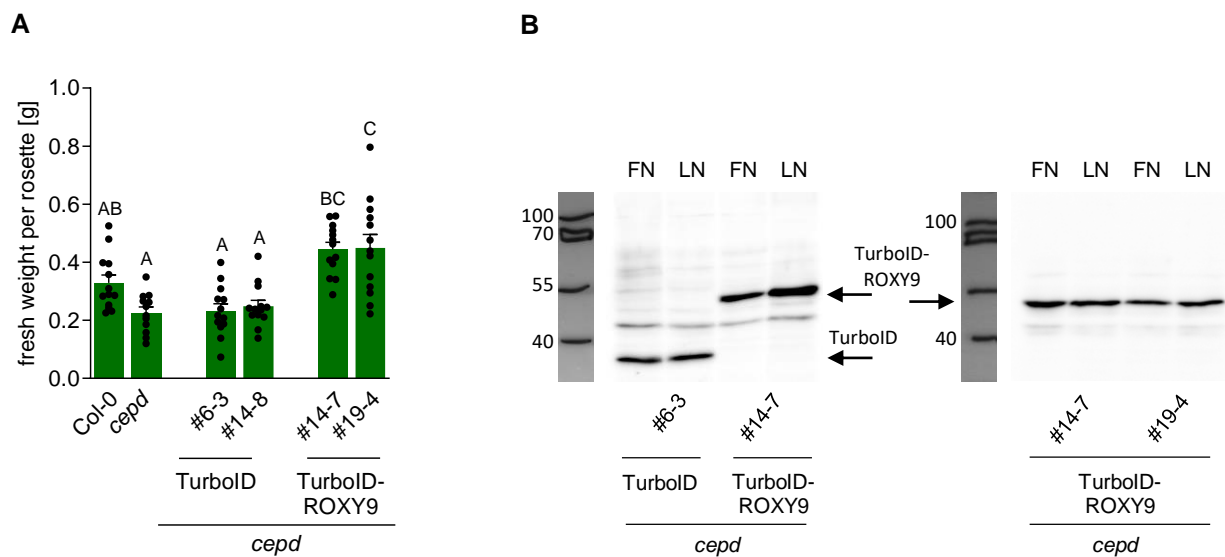

Fig. S10 Characterization of TurboID-ROXY9 lines. **A)** Fresh weight of the rosettes of *cepd* plants ectopically expressing either TurboID or TurboID-ROXY9. Plants were grown for 4 weeks in 12/12 h light regime. Mean values of 12 biological replicates per line are shown. Error bars represent the standard error of the mean. Letters indicate statistically significant differences between the genotypes. Statistical analysis was performed by one-way ANOVA and Tukey's multiple comparisons test (p adj. < 0.05). **B)** Western blot analysis of urea extracts from TurboID- or TurboID-ROXY9-expressing plant lines using an antibody against the HA tag. Extracts are from roots of axenically grown plants cultivated under the FN/FN and FN/LN regimes. FN, full nitrogen; LN, low nitrogen. Molecular masses of marker proteins are in kDa.

Fig. S10 supports Fig. 7.

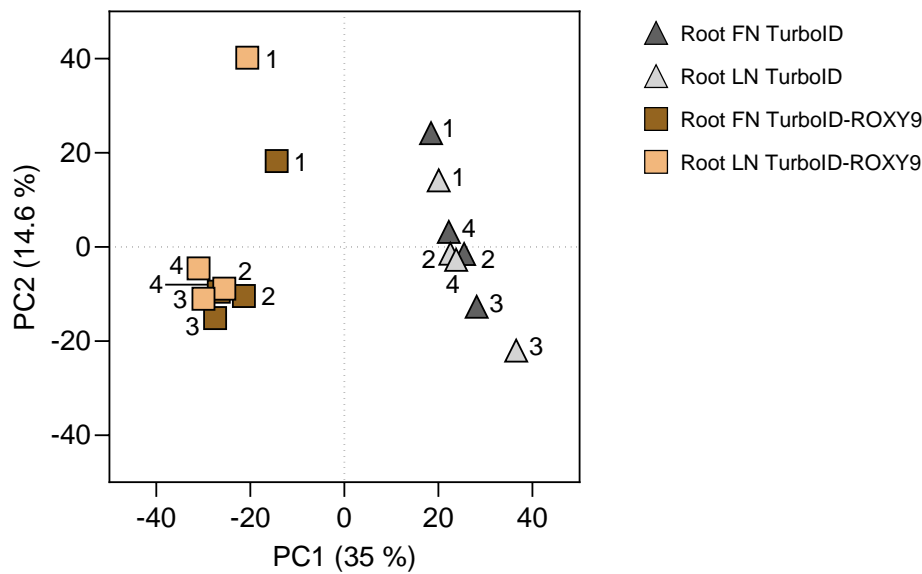

Fig. S11 Principal component analysis of proteins in TurboID-ROXY9 samples compared to TurboID controls. Symbols represent four independent experiments performed with plants grown under the FN/FN and FN/LN regimes. FN, full nitrogen; LN low nitrogen. Fig. S11 supports Fig. 7.

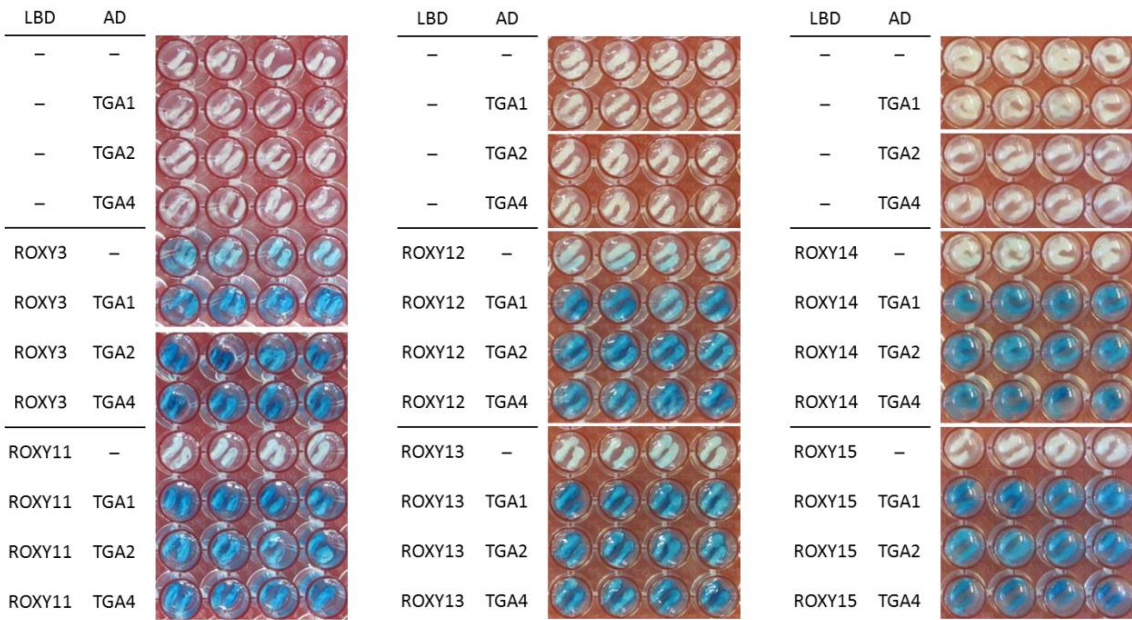

Fig. S12 Yeast two hybrid analysis with TGAs and ROXYs. *Saccharomyces cerevisiae* EGY48 (p8op-lacZ) strains expressing different combinations of hybrid proteins composed of the LexA DNA binding domain (LBD) fused to ROXYs and the B42 activation domain (AD) fused to *Arabidopsis thaliana* TGAs were streaked on agar medium placed in wells of a microtiter plate. Pictures were taken one day later. Blue colony color indicates positive interaction due to activation of the *Escherichia coli* β -galactosidase (*lacZ*) reporter gene, whereas white colony color indicates no interaction. Eight independent yeast transformants (two per well) were analyzed.
Fig. S12 supports Fig. 8.

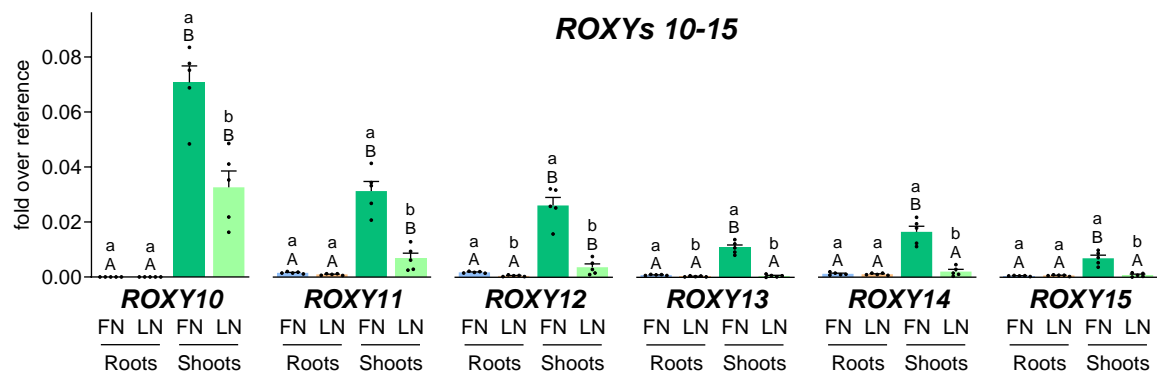

Fig. S13 Transcript levels of *ROXYs* 10-15 in roots and shoots of Col-0 grown under full and limiting N supply. 7-day-old seedlings grown on full nitrogen (FN) medium were transferred to either FN or low nitrogen (LN) plates. Two days later, shoots and roots were collected for RNA isolation. Expression of the indicated genes was analyzed by RT-qPCR, *UBQ5* was used as a reference gene. Mean values of four to five biological replicates are shown, with one replicate being represented by material from one plate with 10 seedlings. Error bars represent the standard error of the mean. Lowercase letters indicate statistically significant differences within the tissue between the conditions, uppercase letters indicate significant differences within treatment between the tissues. Statistical analyses were performed with the logarithmic values by using two-way ANOVA and Fisher's Least Significant Difference test (p -value < 0.05).
Fig. S13 supports Fig. 8.

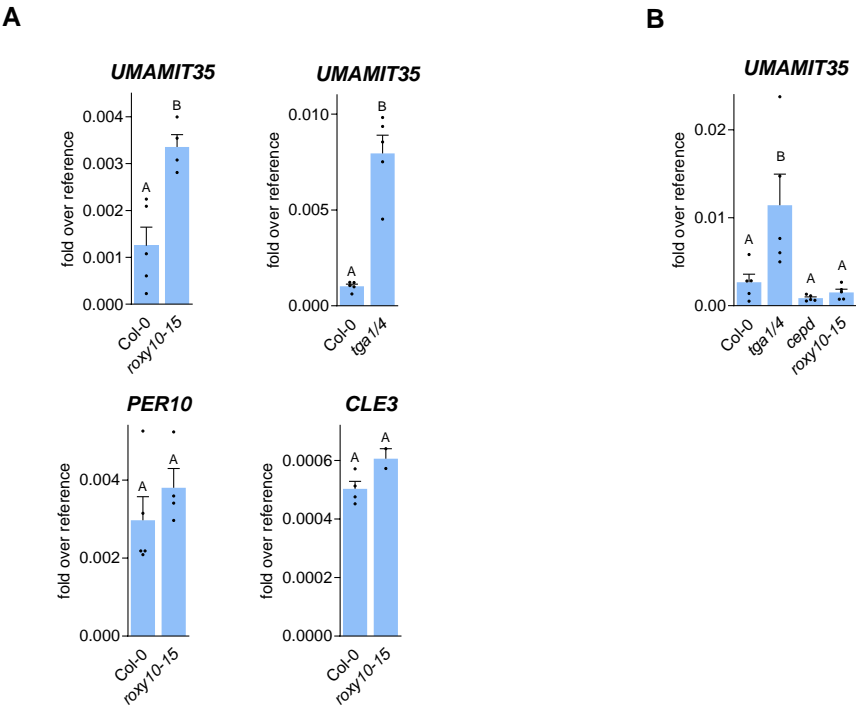

Fig. S14 *UMAMIT35*, *PER10*, and *CLE3* transcript levels of in roots of Col-0 and *roxy10-15* plants grown under full nitrogen supply. **A)** 7-day-old seedlings grown on full nitrogen (FN) medium were transferred to FN plates. Two days later, roots were collected for RNA isolation. **B)** Seedlings were grown for 12 days on FN. Expression of the indicated genes was analyzed by RT-qPCR, *UBQ5* was used as a reference gene. **A)** and **B)** Mean values of five biological replicates are shown with one replicate originating from one plate with 10 seedlings. Error bars represent the standard error of the mean. Letters indicate significant differences between the genotypes. Statistical analyses were performed with logarithmic values by unpaired t-test in **A)** (p -value > 0.05) and by one-way ANOVA and Tukey's multiple comparisons test in **B)** (p adj. < 0.05). Data from Col-0 and the *tga1 tga4* mutant in **A)** are the same as in Fig. 2B. Fig. S14 supports Fig. 8.

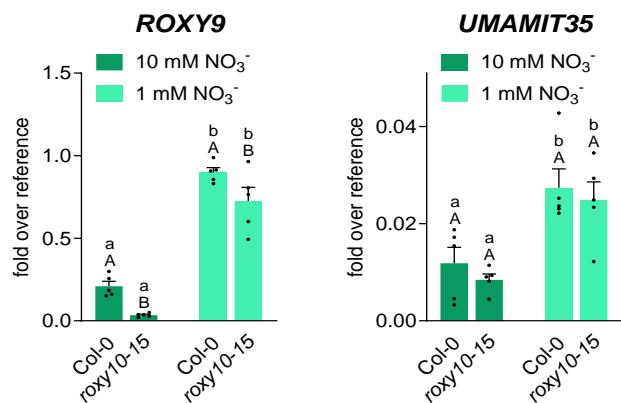

Fig. S15 Transcript levels of *ROXY9* and *UMAMIT35* in shoots and roots of plants cultivated under sufficient or limiting N conditions. RNA was isolated from roots and shoots of 9-day-old seedlings grown on 10 mM NO₃⁻ or 1 mM NO₃⁻. Expression of the indicated genes was analyzed by RT-qPCR (shoots: *ROXY9*; roots: *UMAMIT35*), *UBQ5* was used as a reference gene. Mean values of five biological replicates are shown with one replicate originating from one plate with 10 seedlings. Error bars represent the standard error of the mean. Lowercase letters indicate statistically significant differences within the genotype between the treatments, uppercase letters indicate significant differences within treatment between the genotypes. Statistical analysis was performed with logarithmic values by two-way ANOVA and Fisher's Least Significant Difference test ($p < 0.05$). Fig. S15 supports Fig. 8.

Supplementary Fig. S16

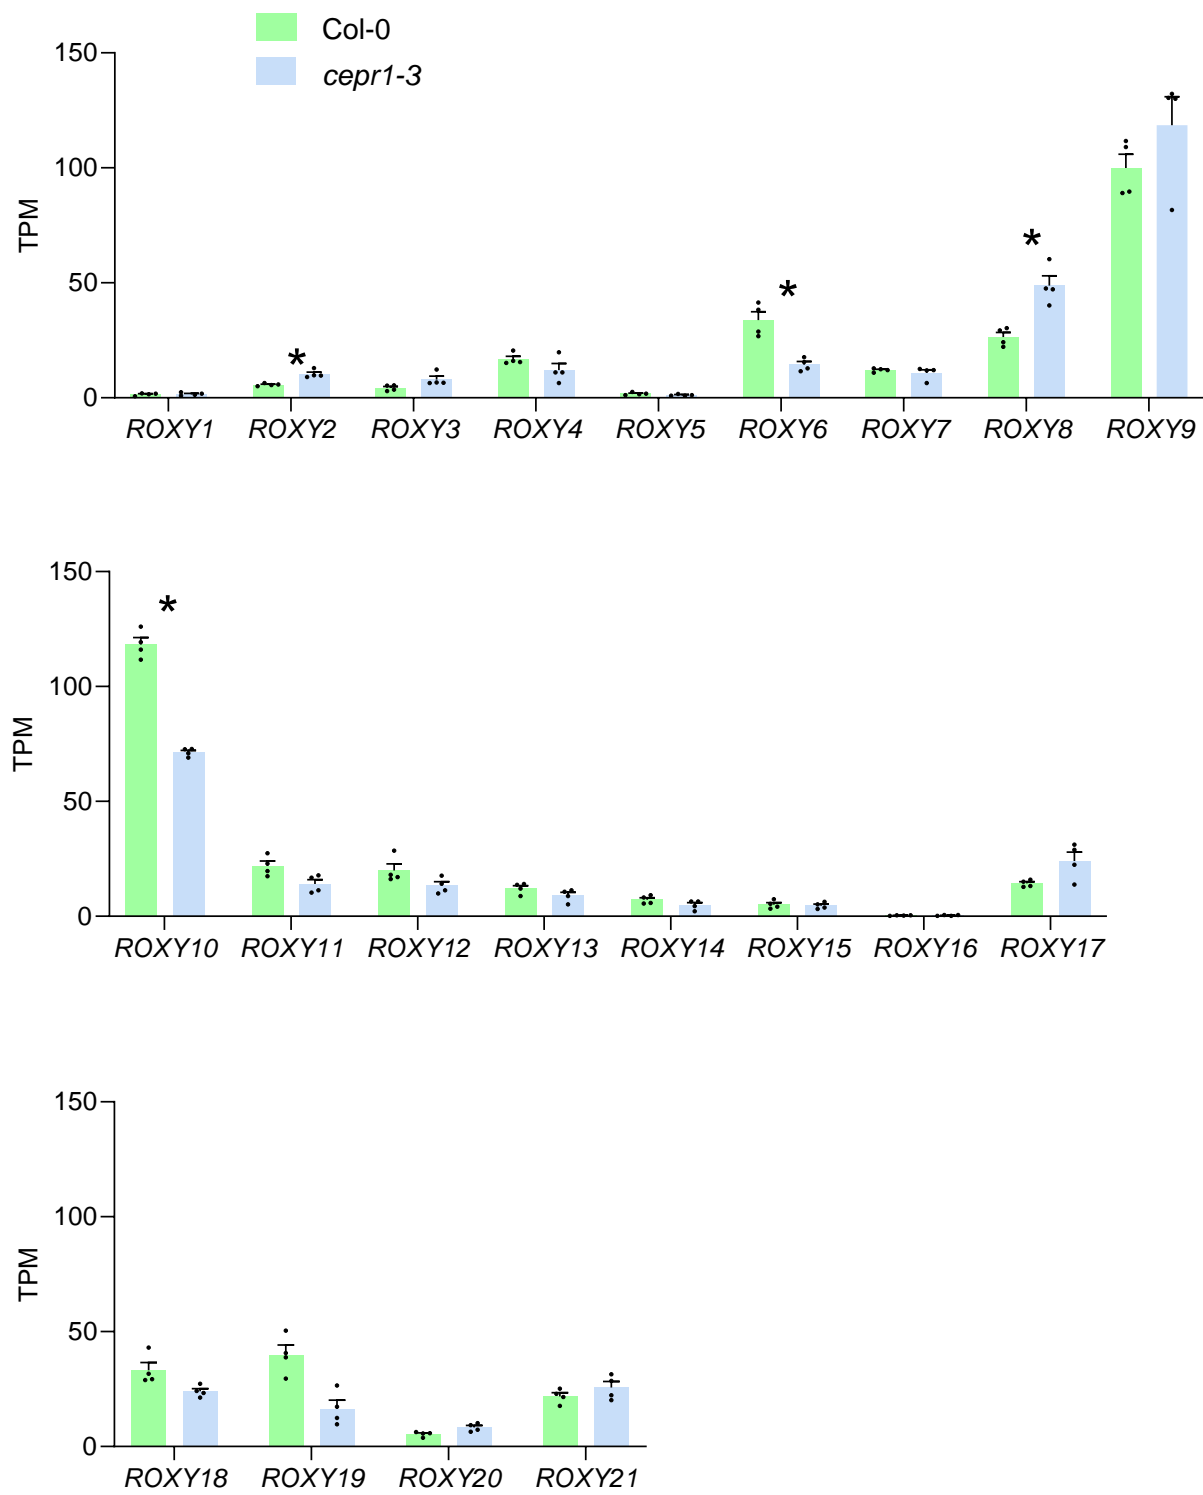

Fig. S16 Expression of ROXYs 1-21 in shoots of Col-0 and *cepr1-3* seedlings after transfer from FN to LN medium. 7-day-old seedlings grown on full nitrogen (FN) medium were transferred to low nitrogen (LN) plates. Two days later, shoots were collected for RNA isolation. Expression of the indicated genes was analyzed by RNA-seq. TPM: transcript per million. Mean values of four biological replicates are shown with one replicate originating from one plate with 10 seedlings. Error bars represent the standard error of the mean. Statistical analyses were performed by using multiple unpaired t-tests. The star denotes significant differences between Col-0 and *cepr1-3* (p -value < 0.05). Fig. S16 supports Fig. 8.

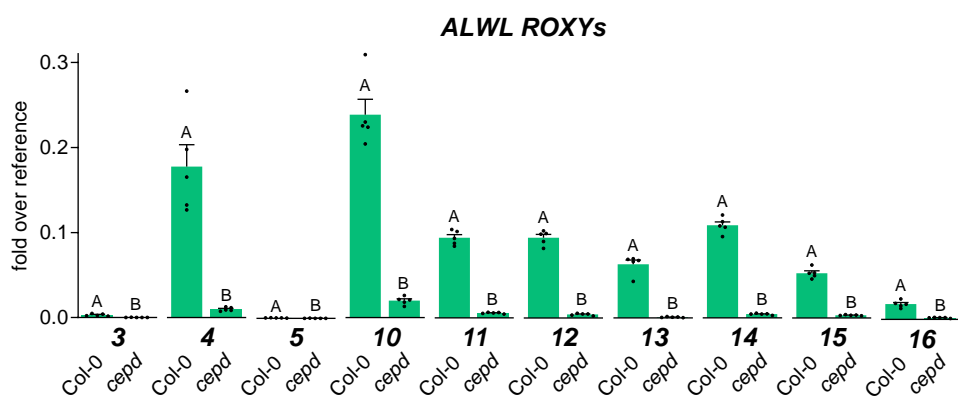

Fig. S17 B- γ ALWL ROXY expression in *cep^d*. RNA from Col-0 and *cep^d* shoot material belonging to the experiment shown in Fig. 8 was used. Plants were grown on 10 mM NO₃⁻. Mean values of five biological replicates are shown with one replicate originating from one plate with 10 seedlings. Error bars represent the standard error of the mean. Letters indicate statistically significant differences between the genotypes. Statistical analyses were performed with the logarithmic values by using an unpaired t-test (p -value < 0.05).
Fig. S17 supports Fig. 8.

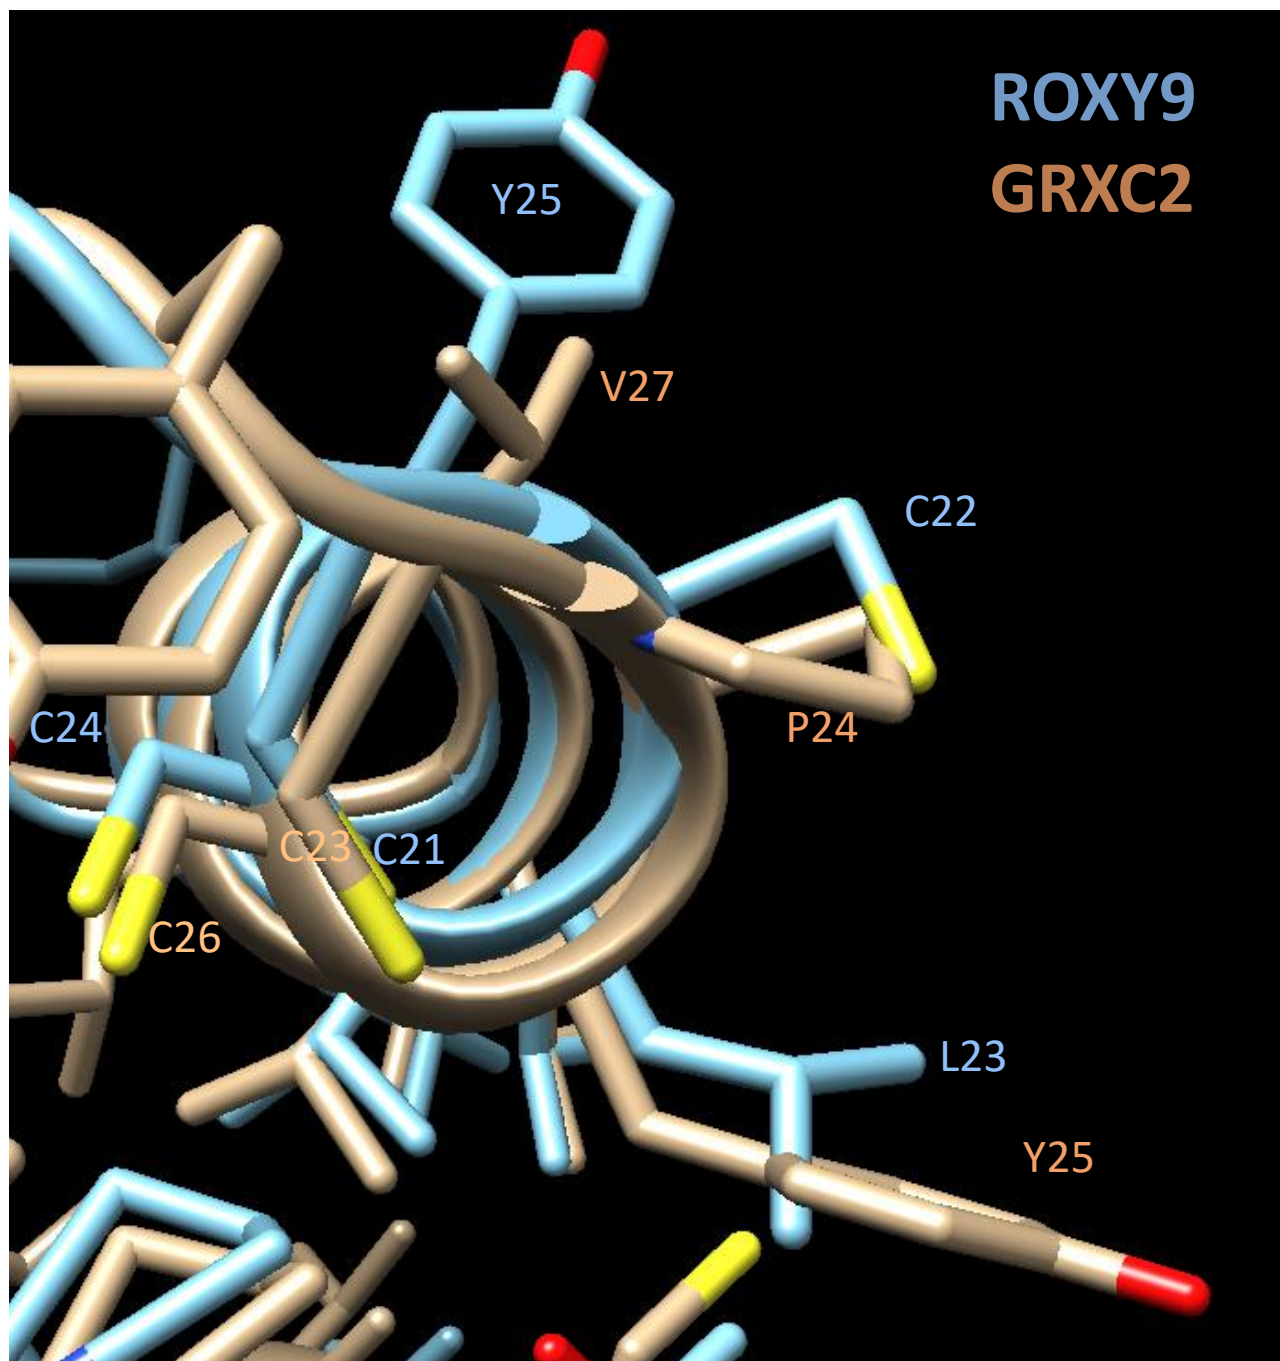

Fig. S18 Structural analysis of ROXY9 and GRXC2. Super-positioning of the structures of alpha helix 2 with the active site motifs of ROXY9 ($C_{21}C_{22}L_{23}C_{24}Y_{25}$ cyan blue) and GRXC2 ($C_{23}P_{24}Y_{25}C_{26}V_{27}$ brown). The backbones of the structures are found on <https://alphafold.ebi.ac.uk/entry/O82255> (ROXY9) and <https://alphafold.ebi.ac.uk/entry/B3H604> (GRXC2).

Fig. S18 supports Fig. 9A.

Supplementary Fig. S19

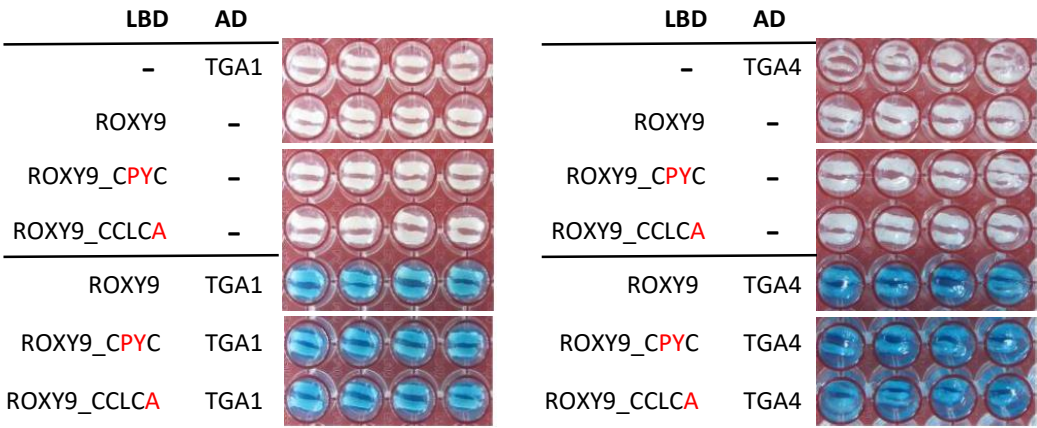

Fig. S19 Yeast two hybrid analysis with TGA1/4 and ROXY9 active site mutants. *Saccharomyces cerevisiae* EGY48 (p8op-lacZ) strains expressing different combinations of hybrid proteins composed of the LexA DNA binding domain (LBD) fused to ROXYs and the B42 activation domain (AD) fused to *Arabidopsis thaliana* TGA1 or TGA4 were streaked on agar medium placed in wells of a microtiter plate. Pictures were taken one day later. Blue colony color indicates positive interaction due to activation of the *Escherichia coli* β -galactosidase (*lacZ*) reporter gene, whereas white colony color indicates no interaction. Eight independent yeast transformants (two per well) were analyzed. Fig. S19 supports Fig. 9A.

Supplementary Fig. S20

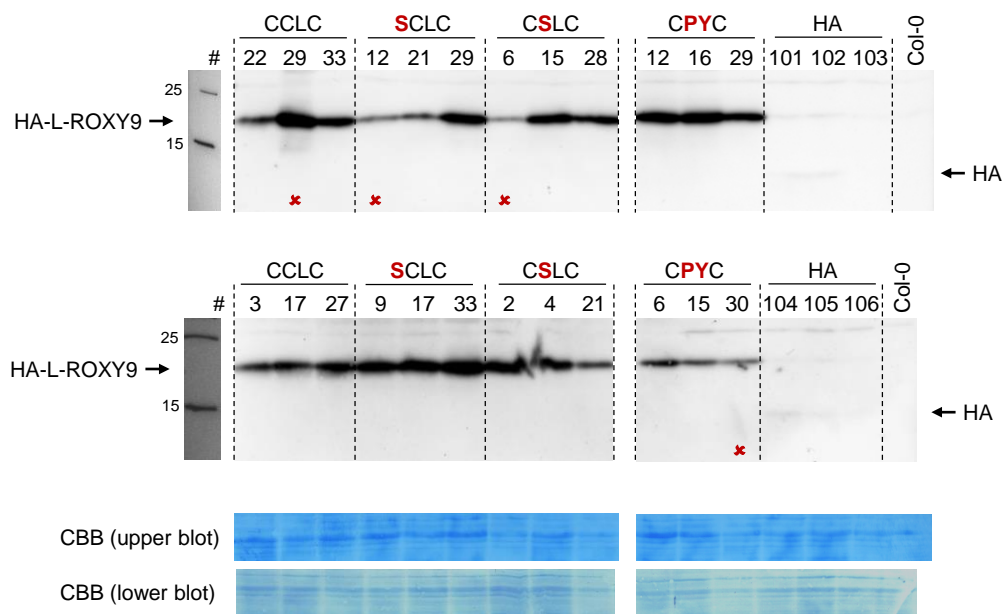

Fig. S20 Western blot analysis of transgenic *cepd* plants expressing *ROXY9* or *ROXY9* active site mutants under the control of the *CaMV 35S* promoter. Seedlings of six independent lines (T2 generation) per construct grown for seven days on full nitrogen (FN) plates were transferred to low nitrogen (LN) plates. Two days later, proteins were extracted from roots. The α HA antibody was used as a primary antibody. Lanes marked with the red cross were excluded for further analysis as they had too high or too low HA-L-ROXY9 levels. PVDF membranes stained with Coomassie Brilliant Blue (CBB) were used as a loading control. Numbers on the left denote molecular masses (kDa) of marker proteins loaded on the gel. The L in HA-L-ROXY9 stands for the peptide linker inserted between the tag and the coding region. Fig. S20 supports Fig. 9A.

Shoot

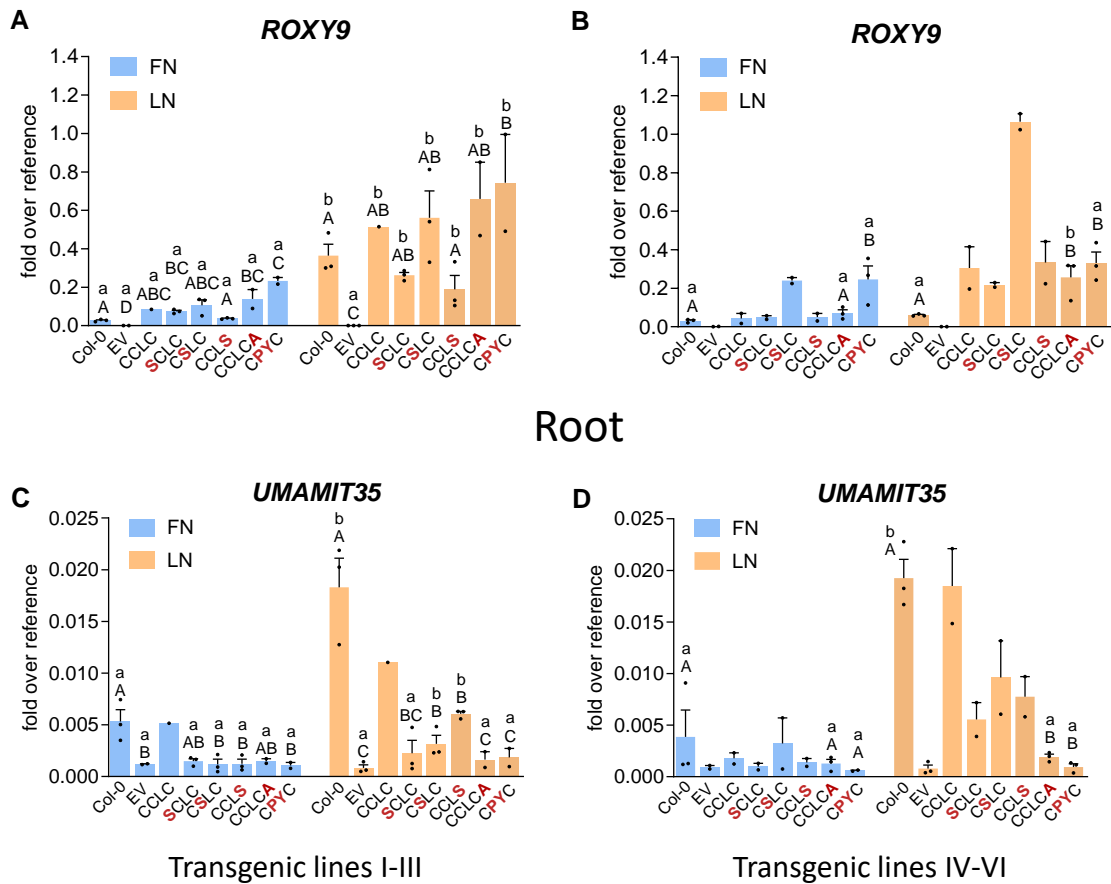

Fig. S21 Analysis of transgenic *cepd* plants expressing *ROXY9* or *ROXY9* active site variants under the control of the *ROXY9* promoter. Seedlings of three to six independent lines (T2 generation) per construct were first cultivated for seven days on full nitrogen (FN) plates and were subsequently transferred either to FN or to low nitrogen (LN) plates. Two days later, shoots and roots were collected for RNA isolation. Gene expression was analyzed by RT-qPCR, *UBQ5* was used as a reference gene. **A)** and **C)** Results from three independent transgenic lines expressing similar levels of *ROXY9* active site variants as Col-0. Since only one transgenic line expressing wild-type-like levels of *ROXY9_CCLC* was obtained, it was excluded from statistical analysis. **B)** and **D)** Results from two or three independent transgenic lines expressing approximately 4-fold higher levels of *ROXY9* active site variants as Col-0 under LN conditions, which might be similar to transcript levels of all four *CEPDs* in Col-0. Data with only two values were excluded from statistical analysis. **A)** to **D)** One replicate originates from one plate with 10 seedlings each. Error bars represent the standard error of the mean. Lowercase letters indicate statistically significant differences within the genotype between the treatments, uppercase letters indicate significant differences within treatment between the genotypes. Statistical analyses were performed with logarithmic values by using two-way ANOVA and Bonferroni's multiple comparisons test (p adj. < 0.05). EV, empty vector control. **A)** and **B)** Note that the primer does not recognize the mutated *ROXY9* transcript in the *cepd* background. Fig. S21 supports Fig. 9A.

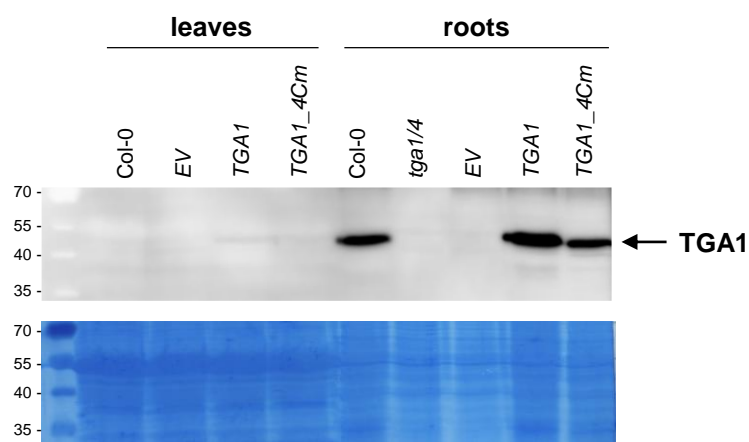

Fig. S22 Characterization of TGA1 complementation lines. Western blot analysis of protein extracts obtained from leaves and roots of soil-grown wild-type *Arabidopsis thaliana* (Col-0) and *tga1 tga4* plants complemented either with the empty vector (EV), a wild-type *TGA1* genomic construct (*TGA1*) or a mutated *TGA1* genomic construct carrying mutations in four cysteine residues (*TGA1_4Cm*). TGA1 protein levels were detected using an α TGA1 antibody. Coomassie blue staining served as a loading control. Numbers on the left denote molecular masses (kDa) of marker proteins loaded on the gel.
Fig. S22 supports Fig. 9B.

Supplementary Fig. S23

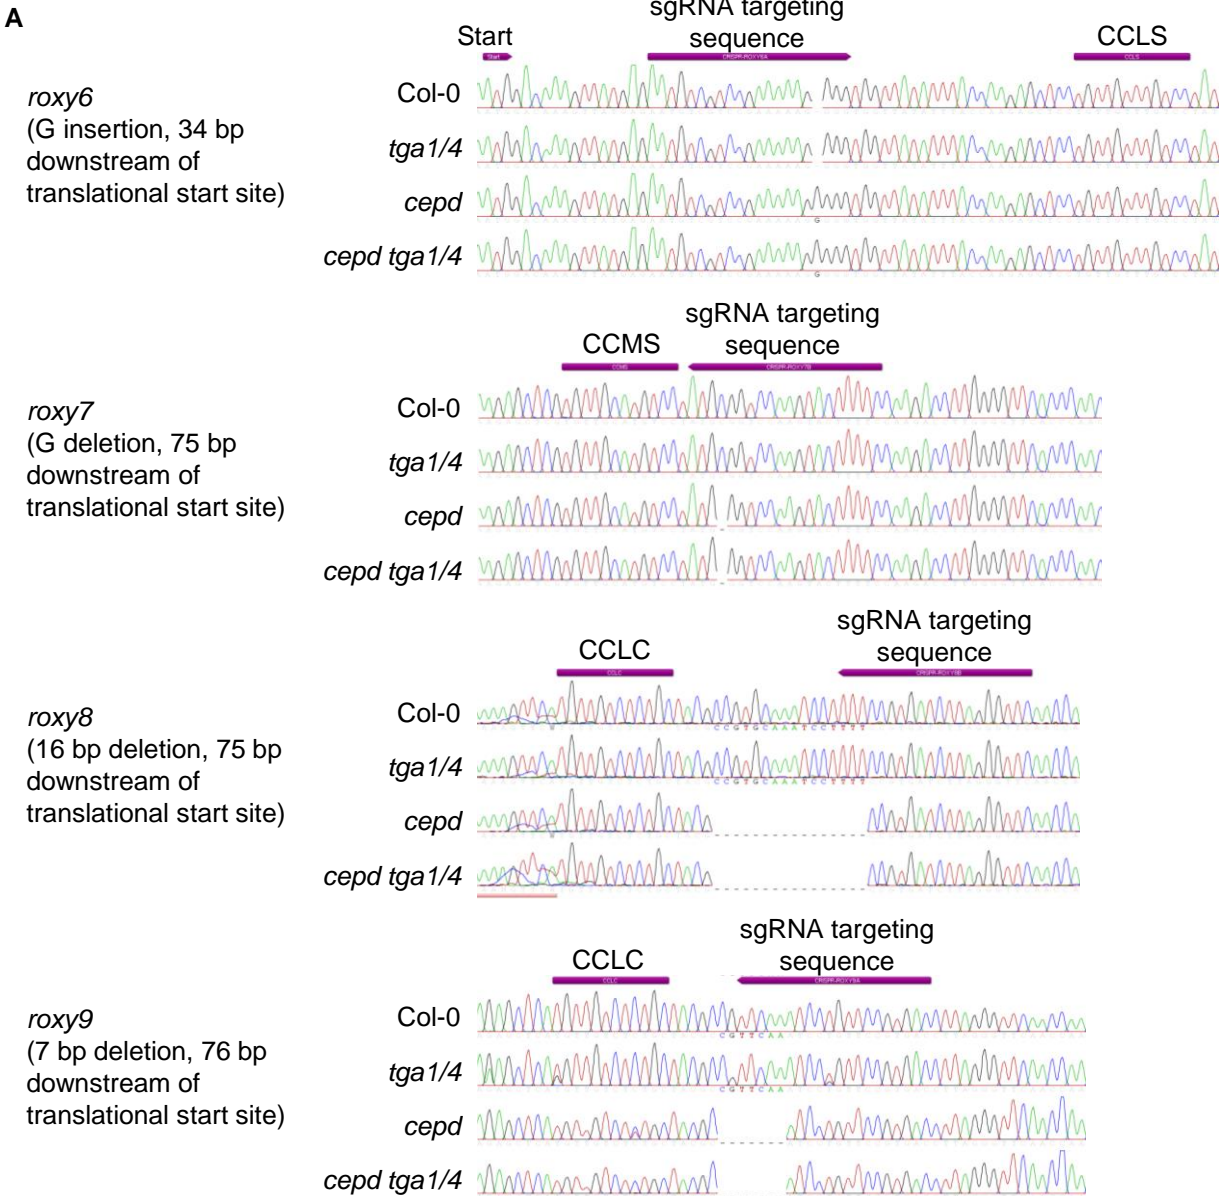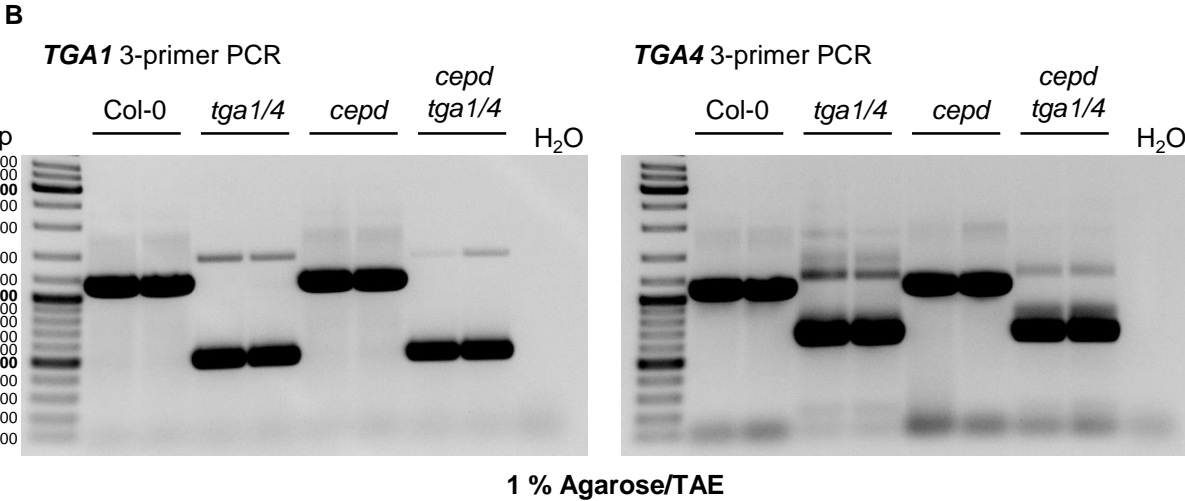

Fig. S23 Confirmation of the six mutant alleles in *cepd tga1 tga4*. Specific PCR products were amplified with primers listed in Supplementary Table 1. **A)** PCR products obtained for *ROXY6*, *7*, *8* or *9* alleles were subjected to Sanger sequencing to verify the homozygous presence of wild-type DNA or mutations, respectively. Colour code of the DNA sequence: red, T; green, A; black, G; blue, C. **B)** For *TGA1* and *TGA4*, homozygous wild-type or T-DNA insertion alleles were confirmed by 3-primer PCR. For each genotype, two independent DNA preparations were analyzed. Fig. S23 supports Materials and Methods.

Supplementary Fig. S24

Plasmid backbone: pB2GW7 (Karimi *et al.*, 2002)

CaMV 35S promoter

Fusion protein start codon

HA tag

attB1, attB2

linker

ROXY9

CaMV 35S terminator

Sequence:

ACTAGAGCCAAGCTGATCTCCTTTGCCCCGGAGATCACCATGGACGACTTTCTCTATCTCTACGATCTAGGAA
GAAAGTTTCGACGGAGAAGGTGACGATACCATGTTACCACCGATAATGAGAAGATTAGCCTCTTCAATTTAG
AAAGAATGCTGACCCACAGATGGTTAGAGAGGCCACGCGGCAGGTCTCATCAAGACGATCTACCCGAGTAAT
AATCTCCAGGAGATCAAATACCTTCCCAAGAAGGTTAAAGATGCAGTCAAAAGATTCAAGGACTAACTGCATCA
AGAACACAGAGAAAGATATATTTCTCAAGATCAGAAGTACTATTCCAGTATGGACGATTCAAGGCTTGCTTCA
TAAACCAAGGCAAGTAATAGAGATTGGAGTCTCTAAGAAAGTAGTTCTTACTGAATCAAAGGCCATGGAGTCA
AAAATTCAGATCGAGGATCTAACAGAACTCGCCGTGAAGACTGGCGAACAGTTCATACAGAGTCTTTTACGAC
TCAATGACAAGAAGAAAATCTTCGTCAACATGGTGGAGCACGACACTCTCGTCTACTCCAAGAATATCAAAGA
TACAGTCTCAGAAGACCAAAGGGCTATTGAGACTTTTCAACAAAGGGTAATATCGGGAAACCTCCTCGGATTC
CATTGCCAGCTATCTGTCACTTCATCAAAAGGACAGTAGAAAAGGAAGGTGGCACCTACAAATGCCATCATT
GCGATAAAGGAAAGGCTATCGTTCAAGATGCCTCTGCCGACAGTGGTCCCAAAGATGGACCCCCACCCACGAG
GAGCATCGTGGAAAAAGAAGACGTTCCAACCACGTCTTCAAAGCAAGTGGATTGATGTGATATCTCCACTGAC
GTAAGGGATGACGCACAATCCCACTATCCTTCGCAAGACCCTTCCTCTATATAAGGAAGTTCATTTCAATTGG
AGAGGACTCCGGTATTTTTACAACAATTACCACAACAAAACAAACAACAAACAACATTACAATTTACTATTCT
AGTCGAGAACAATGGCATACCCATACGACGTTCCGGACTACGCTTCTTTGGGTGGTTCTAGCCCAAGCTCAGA
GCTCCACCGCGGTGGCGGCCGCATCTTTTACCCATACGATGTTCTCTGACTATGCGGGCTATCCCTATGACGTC
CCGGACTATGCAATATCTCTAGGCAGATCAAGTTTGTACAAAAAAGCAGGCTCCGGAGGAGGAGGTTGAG
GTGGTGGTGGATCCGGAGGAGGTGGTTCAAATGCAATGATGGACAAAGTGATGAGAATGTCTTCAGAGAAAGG
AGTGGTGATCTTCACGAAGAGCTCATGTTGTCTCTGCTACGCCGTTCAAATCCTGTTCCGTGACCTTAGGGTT
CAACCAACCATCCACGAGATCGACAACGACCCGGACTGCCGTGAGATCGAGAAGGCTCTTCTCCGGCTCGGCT
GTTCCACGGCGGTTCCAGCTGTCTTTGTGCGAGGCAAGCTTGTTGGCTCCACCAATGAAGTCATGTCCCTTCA
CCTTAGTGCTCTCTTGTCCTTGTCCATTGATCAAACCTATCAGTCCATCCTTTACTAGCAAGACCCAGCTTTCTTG
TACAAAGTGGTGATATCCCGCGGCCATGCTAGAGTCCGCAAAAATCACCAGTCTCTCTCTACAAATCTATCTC
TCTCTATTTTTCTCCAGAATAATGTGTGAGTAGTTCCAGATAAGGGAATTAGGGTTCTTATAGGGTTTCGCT
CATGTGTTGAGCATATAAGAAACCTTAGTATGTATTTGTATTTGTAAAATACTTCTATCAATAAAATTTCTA
ATTCTTAAACCAAAATCCAGTGACC

Encoded fusion protein:

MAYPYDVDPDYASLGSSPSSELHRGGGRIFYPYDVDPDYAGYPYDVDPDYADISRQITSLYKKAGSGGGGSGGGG
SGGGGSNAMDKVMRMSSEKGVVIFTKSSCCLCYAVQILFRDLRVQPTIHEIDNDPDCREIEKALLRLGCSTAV
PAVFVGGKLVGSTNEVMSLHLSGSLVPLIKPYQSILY

Fig. S24 Sequence of the *CaMV 35S:HA₃-L-ROXY9* construct.

Fig. S24 supports Materials and Methods.

Supplementary Fig. S25

Plasmid backbone: pUBQ10GW7-HA (Uhrig *et al.*, 2017)

UBQ10 promoter with 5'-UTR and 1. intron

Fusion protein start codon

HA tag

TurboID

ROXY9

CaMV 35S terminator

Sequence:

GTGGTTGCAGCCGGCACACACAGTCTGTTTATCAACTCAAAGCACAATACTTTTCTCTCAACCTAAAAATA
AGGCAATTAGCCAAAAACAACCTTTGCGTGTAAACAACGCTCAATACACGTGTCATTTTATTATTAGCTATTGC
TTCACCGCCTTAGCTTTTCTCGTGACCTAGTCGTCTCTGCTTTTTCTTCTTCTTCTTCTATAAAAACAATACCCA
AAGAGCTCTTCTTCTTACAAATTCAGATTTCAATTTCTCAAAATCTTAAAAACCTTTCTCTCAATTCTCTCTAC
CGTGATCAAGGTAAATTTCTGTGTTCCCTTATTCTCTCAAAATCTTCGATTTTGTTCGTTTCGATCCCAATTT
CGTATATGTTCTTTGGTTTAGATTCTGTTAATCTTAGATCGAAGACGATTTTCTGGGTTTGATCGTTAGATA
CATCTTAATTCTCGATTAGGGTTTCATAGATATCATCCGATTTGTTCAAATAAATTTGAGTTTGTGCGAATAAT
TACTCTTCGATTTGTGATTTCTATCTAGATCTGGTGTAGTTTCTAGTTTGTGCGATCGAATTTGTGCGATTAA
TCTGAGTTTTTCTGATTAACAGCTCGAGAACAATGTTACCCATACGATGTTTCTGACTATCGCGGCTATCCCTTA
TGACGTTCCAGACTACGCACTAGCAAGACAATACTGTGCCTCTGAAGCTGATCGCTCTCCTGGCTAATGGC
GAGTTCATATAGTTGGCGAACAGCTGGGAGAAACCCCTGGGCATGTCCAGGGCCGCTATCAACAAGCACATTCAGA
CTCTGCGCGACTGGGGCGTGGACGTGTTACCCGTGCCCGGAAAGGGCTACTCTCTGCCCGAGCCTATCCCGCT
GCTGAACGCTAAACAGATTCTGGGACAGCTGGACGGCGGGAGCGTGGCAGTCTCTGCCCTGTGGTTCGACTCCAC
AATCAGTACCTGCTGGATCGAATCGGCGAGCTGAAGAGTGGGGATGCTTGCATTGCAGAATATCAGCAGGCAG
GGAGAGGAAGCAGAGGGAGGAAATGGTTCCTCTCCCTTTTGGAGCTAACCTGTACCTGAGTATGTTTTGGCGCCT
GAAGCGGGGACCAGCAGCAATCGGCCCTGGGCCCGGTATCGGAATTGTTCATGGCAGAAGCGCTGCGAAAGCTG
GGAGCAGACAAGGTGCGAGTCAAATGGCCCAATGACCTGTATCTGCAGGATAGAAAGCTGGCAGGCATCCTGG
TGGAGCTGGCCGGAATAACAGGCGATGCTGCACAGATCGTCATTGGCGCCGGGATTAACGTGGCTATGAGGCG
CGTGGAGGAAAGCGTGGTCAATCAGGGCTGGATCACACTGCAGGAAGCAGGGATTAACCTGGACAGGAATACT
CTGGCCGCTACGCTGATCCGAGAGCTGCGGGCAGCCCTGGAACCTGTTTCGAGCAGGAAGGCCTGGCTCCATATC
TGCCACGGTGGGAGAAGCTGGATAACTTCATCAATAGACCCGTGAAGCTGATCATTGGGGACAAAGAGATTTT
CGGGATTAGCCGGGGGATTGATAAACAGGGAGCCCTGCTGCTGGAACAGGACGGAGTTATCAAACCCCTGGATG
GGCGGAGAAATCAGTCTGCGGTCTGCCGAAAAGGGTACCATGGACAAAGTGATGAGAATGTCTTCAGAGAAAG
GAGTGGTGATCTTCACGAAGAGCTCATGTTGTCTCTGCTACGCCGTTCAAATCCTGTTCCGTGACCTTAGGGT
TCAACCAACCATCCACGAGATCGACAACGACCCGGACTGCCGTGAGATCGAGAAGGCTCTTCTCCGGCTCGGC
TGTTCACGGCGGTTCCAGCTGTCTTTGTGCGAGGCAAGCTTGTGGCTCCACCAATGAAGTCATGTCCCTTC
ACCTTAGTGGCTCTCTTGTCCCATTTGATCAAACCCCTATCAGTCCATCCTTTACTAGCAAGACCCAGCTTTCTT
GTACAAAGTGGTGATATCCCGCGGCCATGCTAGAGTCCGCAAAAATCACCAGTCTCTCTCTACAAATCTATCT
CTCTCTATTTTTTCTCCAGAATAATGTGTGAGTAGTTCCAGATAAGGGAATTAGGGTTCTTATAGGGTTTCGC
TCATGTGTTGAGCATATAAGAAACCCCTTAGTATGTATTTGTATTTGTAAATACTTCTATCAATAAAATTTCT
AATTCCTAAAACCAAAATCCAGTGACC

Encoded fusion protein:

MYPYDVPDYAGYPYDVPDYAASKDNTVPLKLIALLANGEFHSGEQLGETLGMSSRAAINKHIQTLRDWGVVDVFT
 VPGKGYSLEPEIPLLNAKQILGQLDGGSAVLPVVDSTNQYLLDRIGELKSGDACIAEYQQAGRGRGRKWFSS
 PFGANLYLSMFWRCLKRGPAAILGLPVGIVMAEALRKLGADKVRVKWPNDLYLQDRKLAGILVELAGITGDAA
 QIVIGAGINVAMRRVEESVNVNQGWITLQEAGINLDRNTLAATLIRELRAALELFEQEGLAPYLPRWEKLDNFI
 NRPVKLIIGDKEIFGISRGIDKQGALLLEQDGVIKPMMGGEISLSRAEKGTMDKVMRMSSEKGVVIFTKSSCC
 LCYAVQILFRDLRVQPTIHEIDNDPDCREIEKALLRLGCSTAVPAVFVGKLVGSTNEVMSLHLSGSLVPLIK
 PYOSILY

Fig. S25 Sequence of the *UBQ10:HA₂-TurboID-ROXY9* construct.

Fig. S25 supports Materials and Methods.

Supplementary Fig. S26

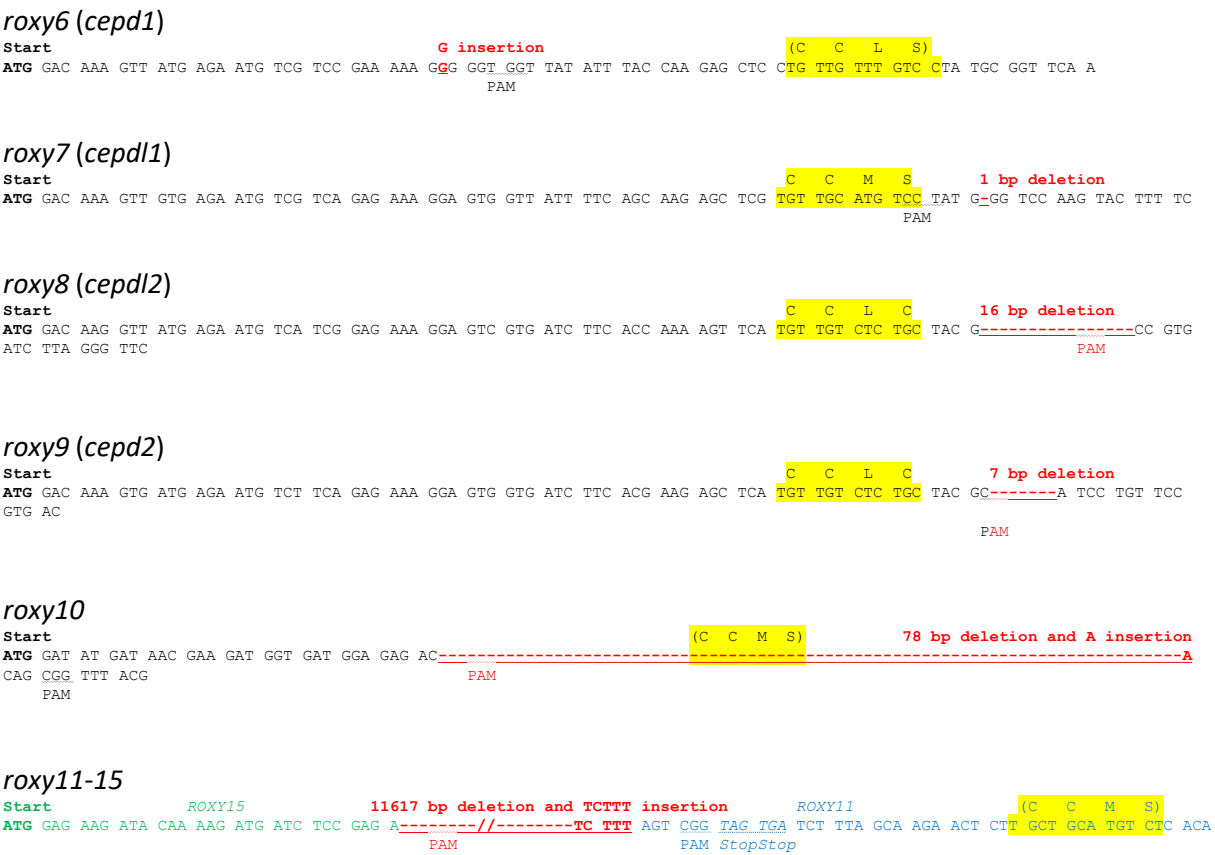

Fig. S26 CRISPR/Cas9-based genome editing of ROXY genes. The active site-encoding sequence is highlighted in yellow. Mutations leading to frameshifts and deletions are indicated in red. PAM, protospacer adjacent motif. Fig. S26 supports Materials and Methods.

target 1-sgRNA scaffold-U6-26 terminator-U6-29 promoter-target 2

C NNNNNNNNNNNNNNNNNNNNN G T T T T A G A G C T A G A A A T A G C A A G T T A A A A T A A G G C T A G T C C G T T A T C A A C T
 T G A A A A A G T G G C A C C G A G T C G G T G C T T T T T T G C A A A T T T T C C A G A T C G A T T T C T T C T C C T C T G T T C T T C
 G G C G T T C A A T T T C T G G G G T T T C T C T T C G T T T T C T G T A A C T G A A A C C A A A A T T T G A C C T A A A A A A A A T C T C A A
 A T A A T A T G A T T C A G T G G T T T T G A C T T T T C A G T A G T T G A G T T T G C A G T T C C G A T G A G A T A A C C A A G T T A A
 T C A A A C T A C T C G A C G C T G A C A G A C A A A T G A G G A T G C A A A C A A T T T T A A A G T T T A T C T A A C G C T A A C T G T T T T
 G T T T C T T C T C T G G T G C A C C A A C G A C G G C G T T T T C T C A A T C A T A A A G A G G C T T G T T T A C T T A A G G C C A A T A
 A T G T T G A T G G A T C G A A A G A A G A G G G C T T T T A A T A A A C G A G C C C G T T A A G C T G T A A A C G A T G T C A A A A C A T
 C C C A C A T C G T T C A G T T G A A A A T A G A A G C T C T G T T A T A T T G G T A G A G T C G A C T A A G A G A T T C N N N N N N N N
 N N N N N N N N N N N

Transcription initiation by RNA polymerase III

Primers:

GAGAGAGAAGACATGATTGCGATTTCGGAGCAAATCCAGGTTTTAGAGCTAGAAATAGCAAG

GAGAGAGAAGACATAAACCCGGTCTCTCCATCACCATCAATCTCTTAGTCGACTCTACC

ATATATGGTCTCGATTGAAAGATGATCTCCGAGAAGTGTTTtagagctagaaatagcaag

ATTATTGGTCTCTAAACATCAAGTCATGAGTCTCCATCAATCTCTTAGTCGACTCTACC

Fig. S27 PCR products used for CRISPR/Cas9-based genome editing of the *ROXY10* and *ROXY11-15* loci. A) Scheme and sequence of the PCR product generated to clone two sgRNA expression cassettes (Xing *et al.*, 2014) into the pBCsGFPEE vector (Nair *et al.*, 2021). **B)** Primers used to introduce the *roxy10* and *roxy11-15* mutations shown in Supplementary Fig. 26, respectively. Fig. S27 supports Materials and Methods.

Supplementary Table S1: Primers for genotyping

	Primer ID	Sequence 5'-3'
<i>roxy6</i><br>T7E1 assay	ROXY6 fwd	TTTCTTGTTGCATAGTTTGGGTCAC
	ROXY6 rev	TAAATATGGCTTCACTAGGGGAACG
<i>roxy7</i><br>T7E1 assay	ROXY7fwd	ACCCTCTTTTCTTCAAACAGGAACC
	ROXY7 rev	AGACAAGAAGACAAATCGTTGCCTG
<i>roxy8</i><br>T7E1 assay	ROXY8 downstream fwd	GCCGCTTTAATTCTTCGGAGGGAATCTG
	ROXY8 downstream rev	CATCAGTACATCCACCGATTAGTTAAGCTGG
<i>roxy9</i><br>3 Primer PCR	ROXY9 genom-71 fwd	GCAAGAAAAAACACACTCGAAAGACTC
	ROXY9 genom568 rev	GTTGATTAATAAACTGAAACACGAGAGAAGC
	roxy9A28 fwd	GCTCATGTTGTCTCTGCTACGCATC
<i>roxy10</i><br>T7E1 assay	ROXY10genom-130fwd	TGAACTTGTTGTCGCTTTCGGAC
	ROXY10genom609rev	ACACACTGATTATTGATCCGACGTG
<i>roxy11-15</i><br>3 Primer PCR	ROXY11genom 755 rev	TGCACGTGTATTCATTCTAGATGC
	ROXY15genom-135 fwd	CATCCAACGCATAATGTCATAGC
	ROXY15genom 503 rev	CATCCTTGATTGGTTTCATGACATC
<i>tga1</i><br>3 Primer PCR	tga1 SALK_028210 RP	CGTGTCCCCTCTGGTTTCTTTC
	tga1 SALK_028210 LP	AACCTGGATTCATGGTTTCCG
	LBb1	GCGTGGACCGCTTGCTGCAACT
<i>tga4</i><br>3 Primer PCR	tga4 SALK_127923 RP	GACACATTTTGTTCACCGAG
	tga4 SALK_127923 LP	GGTCTAAATCCGCCTATCCAC
	LBb1	GCGTGGACCGCTTGCTGCAACT

T7E1 assay: (Sentmanat et al., 2018)

Sentmanat, M.F., Peters, S.T., Florian, C.P., Connelly, J.P., and Pruett-Miller, S.M. (2018). A Survey of Validation Strategies for CRISPR-Cas9 Editing. *Sci Rep-Uk* **8**.

Supplementary Table S2: Primers for cloning

Primer	Sequence 5'-3'
<i>ROXY9</i> promoter fwd (-1135)	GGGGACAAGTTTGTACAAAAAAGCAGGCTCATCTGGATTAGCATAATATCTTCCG
<i>ROXY9</i> promoter rev (+2340)	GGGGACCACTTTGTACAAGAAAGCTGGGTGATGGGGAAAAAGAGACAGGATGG
ROXY9 CPYC fwd	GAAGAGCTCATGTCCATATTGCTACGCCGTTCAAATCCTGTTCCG
ROXY9 CPYC rev	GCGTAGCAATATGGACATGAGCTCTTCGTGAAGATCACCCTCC
ROXY9 CCLCA fwd	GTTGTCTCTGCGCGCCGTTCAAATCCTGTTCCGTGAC
ROXY9 CCLCA rev	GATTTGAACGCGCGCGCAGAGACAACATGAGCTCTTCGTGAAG

Supplementary Table S3: Single guide RNA (sgRNA) targeting sequences

	Sequence 5'-3'
<i>ROXY6</i>	AATGTCGTCCGAAAAAGGGG
<i>ROXY7</i>	GAAAAGTACTTGGACCGCAT
<i>ROXY8</i>	GAACCCTAAGATCACGGAAA
<i>ROXY9</i>	GTCACGGAACAGGATTTGAA
<i>ROXY10</i>	GATGGTGATGGAGAGACCGG
	CGATTTCCGAGCAAATCCAG
<i>ROXY11-15</i>	AAAGATGATCTCCGAGAAGT
	ATGGAGACTCATGACTTGAT

Supplementary Table S4: Primers for RT-qPCR

Primer	Sequence 5'-3'	Reference
<i>At4G39675</i>	Quantitect QT00729456	Qiagen, Netherlands
<i>CEPH</i>	TTGGGCTCTGTCTCTTCTTTA<br>AACGCTCCTTCTTCTGTTC	
<i>CLE3</i>	CCTGCTTCTAGTACTCGAATTGAC<br>ATTCCAAGGATCGTCTCTTCGCC	Araya et al., 2014
<i>NRT2.2</i>	GCAGCAGATTGGCATGCATTT<br>AAGCATTGTTGGTTGCGTTCC	Ruffel et al., 2021
<i>NRT2.4</i>	GAACAAGGGCTGACATGGAT<br>GCTTCTCGGTCTCTGTCCAC	Ruffel et al., 2021
<i>PER10</i>	CTCTCTAAGCTAAAGGACACGTG<br>GTTCCGCTAGTAAGCATTGTCAAAC	
<i>PER71</i>	AGCATTAGCCGCTCGTGACACAG<br>GGACGACGAGATCACGAGTATTGAGT	Shigeto et al., 2015
<i>ROXY3</i>	QuantiTect QT01713607	Qiagen, Netherlands
<i>ROXY4</i>	QuantiTect QT00797622	Qiagen, Netherlands
<i>ROXY5</i>	QuantiTect QT00725788	Qiagen, Netherlands
<i>ROXY6</i>	Quantitect QT00852516	Qiagen, Netherlands
<i>ROXY7</i>	Quantitect QT00760144	Qiagen, Netherlands
<i>ROXY8</i>	Quantitect QT00797629	Qiagen, Netherlands
<i>ROXY9</i>	TTCACCTTAGTGGCTCTCTTGTC<br>CTAGCTCACACTCTAGCTGTAAGTGTG	
<i>ROXY9</i> endogenous in Col-0 and all variants of transgenes	CGC **CGTTCAA** ATCCTGTTC<br>GGACATGACTTCATTGGTGGAG	comment: yellow sequence missing in <i>ROXY9</i> transcript in <i>cepd</i>
<i>ROXY10</i>	AGCCAACGAGGTCATGAGTCTAC<br>AGCCCGCTTAAGCATGGGAATC	
<i>ROXY11</i>	GCGTGAACCCGACGATCTATGAAC<br>CCTATGAACACCACTGGCACTGTC	
<i>ROXY12</i>	ACTTTGGCGTGAACCCGACTATC<br>CCAATGCTTGCTCTATCTCCCTTC	
<i>ROXY13</i>	TCCATCTCAATCGCTCTCTGGTTC<br>ATCAAAGCCATAGTGCTCCAACCC	
<i>ROXY14</i>	TTCATAGGAGGGCAGCTTGTCG<br>AGCATTGGAATGAGAGAACGGTTG	
<i>ROXY15</i>	TTGGCGTGAACCCGACAATC	

Primer	Sequence 5'-3'	Reference
	GCCAAGCTGAGCCAATGCATAC	
<i>ROXY16</i>	QuantiTect QT00868077	Qiagen, Netherlands
<i>SWEET11</i>	GCCAATCTCAGTGGTTCGTCAAG<br>GAAGAGGACTGCTTGCCATGT	Rouina <i>et al.</i> , 2021
<i>TFL1</i>	GCACAACAGATGCTACGTTTG<br>GTTGAAGTGATCTCTCGAAGG	Chen <i>et al.</i> , 2021
<i>TGA1</i>	ACGAACCTGTCCATCAATTCGG<br>CCATGGGAAGTATCCTCTGACACG	Li <i>et al.</i> , 2019
<i>TGA4</i>	AAAGTCGTTTGCGCAAGAAAGC<br>AGCATTGGTATCTACTCCGTTCCC	Li <i>et al.</i> , 2019
<i>UBQ5</i>	GACGCTTCATCTCGTCC<br>GTAAACGTAGGTGAGTCCA	Kesarwani <i>et al.</i> , 2007
<i>UMAMIT35</i>	Quantitect QT00883463	Qiagen, Netherlands

References

- Alvarez, J.M., Riveras, E., Vidal, E.A., Gras, D.E., Contreras-Lopez, O., Tamayo, K.P., Aceituno, F., Gomez, I., Ruffel, S., Lejay, L., Jordana, X., and Gutierrez, R.A.** (2014). Systems approach identifies TGA1 and TGA4 transcription factors as important regulatory components of the nitrate response of *Arabidopsis thaliana* roots. *Plant J* **80**, 1-13.
- Sentmanat, M.F., Peters, S.T., Florian, C.P., Connelly, J.P., and Pruett-Miller, S.M.** (2018). A Survey of Validation Strategies for CRISPR-Cas9 Editing. *Sci Rep-Uk* **8**.
- Weiste, C., and Droge-Laser, W.** (2014). The *Arabidopsis* transcription factor bZIP11 activates auxin-mediated transcription by recruiting the histone acetylation machinery. *Nat Commun* **5**, 3883.

Supplementary File S1: Promoter and primer sequences for ChIP analyses

ACTIN8 (reference)

ACTChIP+832fwd (Weiste and Droge-Laser, 2014)

GGTTTTCCCCAGTGTTGTTG

ACTChIP+994rev (Weiste and Droge-Laser, 2014)

Weiste, C., and Droge-Laser, W. (2014). The Arabidopsis transcription factor bZIP11 activates auxin-mediated transcription by recruiting the histone acetylation machinery. *Nat Commun* **5**, 3883.

CLE3

TGA binding motifs:

TGACG or **TGACGT**, reverse orientation **CGTCA** or **ACGTCA**

-821

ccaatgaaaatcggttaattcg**tca****acgtca**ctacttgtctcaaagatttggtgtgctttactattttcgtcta
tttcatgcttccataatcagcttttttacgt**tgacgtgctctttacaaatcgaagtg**gacgtggcggaaccactt
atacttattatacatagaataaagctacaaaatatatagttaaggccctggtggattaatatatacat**cgtttaa**
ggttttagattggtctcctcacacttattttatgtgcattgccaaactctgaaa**acgtca**gccttatcttcattg
gttatatccatttggtc**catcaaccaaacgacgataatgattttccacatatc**ctatatacatatttggttcggt
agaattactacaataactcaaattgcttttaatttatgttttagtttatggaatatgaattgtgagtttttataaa
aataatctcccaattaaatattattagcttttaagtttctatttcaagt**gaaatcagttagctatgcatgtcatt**
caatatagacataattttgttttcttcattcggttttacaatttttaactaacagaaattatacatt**acgtca**ct
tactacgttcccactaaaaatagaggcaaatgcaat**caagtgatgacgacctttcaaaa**ataaatattaagagat
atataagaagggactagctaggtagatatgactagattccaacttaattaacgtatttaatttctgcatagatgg
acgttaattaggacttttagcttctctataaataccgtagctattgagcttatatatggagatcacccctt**aaaa**
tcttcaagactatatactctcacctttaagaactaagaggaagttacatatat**ATC**

CLE3ChIP-821fwd

CCAATGAAAATCGGTTAATTCGTC

CLE3ChIP-691rev

CACTTCGATTTGTAAAGAGCACGTC

CLE3ChIP-603fwd

CGTTTAAGGTTTTAGATTGGTCTCC

CLE3ChIP-482rev

CATTATCGTCGTTTGGTTGATG

CLE3ChIP-322fwd

GAAATCAGTTAGCTATGCATGTCATTC

CLE3ChIP-163rev

TTTTGAAAGGTCGTCATCACTTG

NRT2.2

TGA binding motifs:

TGACG or **TGACGT**CA, reverse orientation **CGTCA** or **ACGTCA** or **ACGTGAC**, A-Box **TACGTA**

-1836

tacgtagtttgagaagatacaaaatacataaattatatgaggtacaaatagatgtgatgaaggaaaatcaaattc
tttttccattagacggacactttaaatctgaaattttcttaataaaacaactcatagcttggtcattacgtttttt
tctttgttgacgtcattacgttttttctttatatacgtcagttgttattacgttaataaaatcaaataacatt
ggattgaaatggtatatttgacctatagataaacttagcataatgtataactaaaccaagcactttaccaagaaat
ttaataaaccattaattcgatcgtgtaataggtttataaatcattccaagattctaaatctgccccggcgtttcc
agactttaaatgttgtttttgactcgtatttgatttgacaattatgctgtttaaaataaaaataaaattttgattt
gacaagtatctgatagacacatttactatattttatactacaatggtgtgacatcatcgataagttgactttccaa
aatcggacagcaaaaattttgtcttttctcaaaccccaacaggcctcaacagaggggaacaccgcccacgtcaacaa
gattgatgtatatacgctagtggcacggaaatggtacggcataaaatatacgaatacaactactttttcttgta
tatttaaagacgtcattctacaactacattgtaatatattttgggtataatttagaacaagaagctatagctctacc
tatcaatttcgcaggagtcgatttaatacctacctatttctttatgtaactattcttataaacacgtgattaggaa
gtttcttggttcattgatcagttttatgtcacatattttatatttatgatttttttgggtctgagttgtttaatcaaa
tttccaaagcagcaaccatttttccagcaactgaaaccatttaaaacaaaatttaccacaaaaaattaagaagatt
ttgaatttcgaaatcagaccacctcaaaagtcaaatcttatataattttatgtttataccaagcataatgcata
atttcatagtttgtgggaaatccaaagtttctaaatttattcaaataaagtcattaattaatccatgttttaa
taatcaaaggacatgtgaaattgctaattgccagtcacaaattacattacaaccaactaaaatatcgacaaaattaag
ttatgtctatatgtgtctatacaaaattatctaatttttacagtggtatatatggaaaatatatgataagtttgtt
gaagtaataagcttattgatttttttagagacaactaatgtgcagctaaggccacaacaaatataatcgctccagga
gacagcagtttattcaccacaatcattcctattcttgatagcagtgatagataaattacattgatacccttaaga
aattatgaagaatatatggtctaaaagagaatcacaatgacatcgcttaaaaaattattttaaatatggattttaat
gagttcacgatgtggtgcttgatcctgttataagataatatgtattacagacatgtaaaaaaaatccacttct
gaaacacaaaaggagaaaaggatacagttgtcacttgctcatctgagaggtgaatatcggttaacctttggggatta
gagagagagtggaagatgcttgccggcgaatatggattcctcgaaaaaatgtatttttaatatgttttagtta
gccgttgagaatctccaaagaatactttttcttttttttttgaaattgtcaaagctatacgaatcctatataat
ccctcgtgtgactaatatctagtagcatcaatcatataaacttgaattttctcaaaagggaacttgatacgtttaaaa
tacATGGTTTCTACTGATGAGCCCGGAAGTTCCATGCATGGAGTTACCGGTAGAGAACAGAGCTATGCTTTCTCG
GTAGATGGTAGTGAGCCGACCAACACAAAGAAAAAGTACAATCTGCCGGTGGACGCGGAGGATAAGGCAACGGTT
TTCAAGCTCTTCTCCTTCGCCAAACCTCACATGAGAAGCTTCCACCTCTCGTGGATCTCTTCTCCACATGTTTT
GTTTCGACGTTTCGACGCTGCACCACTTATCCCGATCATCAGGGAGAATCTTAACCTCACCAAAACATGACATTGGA
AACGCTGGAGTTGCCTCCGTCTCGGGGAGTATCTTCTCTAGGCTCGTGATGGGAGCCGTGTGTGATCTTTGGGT
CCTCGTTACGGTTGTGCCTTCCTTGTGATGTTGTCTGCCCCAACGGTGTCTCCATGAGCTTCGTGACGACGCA
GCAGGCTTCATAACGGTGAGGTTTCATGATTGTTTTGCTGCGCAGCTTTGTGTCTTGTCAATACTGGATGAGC
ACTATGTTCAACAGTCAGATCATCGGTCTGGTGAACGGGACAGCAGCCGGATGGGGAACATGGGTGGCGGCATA
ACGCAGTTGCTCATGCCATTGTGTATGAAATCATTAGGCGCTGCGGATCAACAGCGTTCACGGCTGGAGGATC
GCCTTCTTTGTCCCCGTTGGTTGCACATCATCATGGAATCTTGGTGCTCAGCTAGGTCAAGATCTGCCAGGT
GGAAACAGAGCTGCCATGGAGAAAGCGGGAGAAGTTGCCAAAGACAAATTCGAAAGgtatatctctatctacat
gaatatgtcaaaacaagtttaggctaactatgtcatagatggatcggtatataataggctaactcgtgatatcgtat
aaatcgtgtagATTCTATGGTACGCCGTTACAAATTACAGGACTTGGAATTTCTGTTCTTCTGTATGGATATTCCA
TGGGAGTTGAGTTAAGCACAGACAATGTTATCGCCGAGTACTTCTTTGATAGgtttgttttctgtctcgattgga
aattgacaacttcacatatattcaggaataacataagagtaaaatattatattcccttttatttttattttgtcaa
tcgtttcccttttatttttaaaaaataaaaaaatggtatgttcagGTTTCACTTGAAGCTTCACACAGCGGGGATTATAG
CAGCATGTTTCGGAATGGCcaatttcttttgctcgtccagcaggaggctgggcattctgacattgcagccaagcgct
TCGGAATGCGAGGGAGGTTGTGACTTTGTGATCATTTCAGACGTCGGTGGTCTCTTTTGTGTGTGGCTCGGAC
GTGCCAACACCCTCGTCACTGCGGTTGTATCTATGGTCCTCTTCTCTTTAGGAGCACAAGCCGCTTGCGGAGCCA
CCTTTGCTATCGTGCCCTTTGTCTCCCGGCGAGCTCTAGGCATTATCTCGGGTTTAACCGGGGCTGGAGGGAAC
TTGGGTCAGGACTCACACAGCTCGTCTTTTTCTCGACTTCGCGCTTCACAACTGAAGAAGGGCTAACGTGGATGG
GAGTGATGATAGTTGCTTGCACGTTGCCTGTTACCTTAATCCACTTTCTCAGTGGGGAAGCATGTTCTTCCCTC
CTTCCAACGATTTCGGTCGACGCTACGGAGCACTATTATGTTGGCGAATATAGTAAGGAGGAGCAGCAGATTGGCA
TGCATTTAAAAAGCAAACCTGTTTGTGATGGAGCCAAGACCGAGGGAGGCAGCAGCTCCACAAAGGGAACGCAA
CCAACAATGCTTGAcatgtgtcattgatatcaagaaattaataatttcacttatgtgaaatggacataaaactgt
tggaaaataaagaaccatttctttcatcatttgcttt

NRT2.2ChIP-1756fwd
CCATTAGACGGACACTTTAAATCTG

NRT2.2ChIP-1633rev
CGTAATAACAACGTGACGGTATAAGAAG

NRT2.2ChIP-1249fwd
GCCACGTCACCAAGATTGATG

NRT2.2ChIP-1073rev
CCTGCGAATTGATAGGTAGAGCTATACG

NRT2.2CDS+1239fwd (Alvarez et al., 2014)
GCAGCATGTTTCGGAATGGC

NRT2.2CDS+1362rev (Alvarez et al., 2014)
CGGACGTCTGAATGATCCACAA

PER10

TGA binding motifs:

TGACGT, A-Box **TACGTA**

-1472

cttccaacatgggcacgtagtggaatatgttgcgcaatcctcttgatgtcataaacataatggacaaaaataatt
taaaatt**tacgta**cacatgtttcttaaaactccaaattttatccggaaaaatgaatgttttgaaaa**gtctaagaa**
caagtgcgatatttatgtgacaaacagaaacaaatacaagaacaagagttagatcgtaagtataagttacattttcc
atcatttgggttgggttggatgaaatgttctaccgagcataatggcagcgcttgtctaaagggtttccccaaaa
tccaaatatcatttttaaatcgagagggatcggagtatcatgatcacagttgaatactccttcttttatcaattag
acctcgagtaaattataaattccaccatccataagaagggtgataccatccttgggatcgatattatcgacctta
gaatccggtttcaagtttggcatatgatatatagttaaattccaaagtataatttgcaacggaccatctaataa
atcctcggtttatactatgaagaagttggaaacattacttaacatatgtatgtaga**cgagagcaataaatttcac**
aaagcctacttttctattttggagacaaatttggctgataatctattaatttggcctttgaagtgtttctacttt
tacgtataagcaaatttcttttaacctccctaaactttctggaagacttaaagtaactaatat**ccattcctcc**
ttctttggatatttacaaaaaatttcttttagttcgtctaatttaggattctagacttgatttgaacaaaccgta
gataatttattatttagga**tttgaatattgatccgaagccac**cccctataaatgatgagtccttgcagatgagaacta
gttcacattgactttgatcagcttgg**tacgta**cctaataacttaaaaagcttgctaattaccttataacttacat
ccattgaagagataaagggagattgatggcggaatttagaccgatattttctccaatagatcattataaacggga
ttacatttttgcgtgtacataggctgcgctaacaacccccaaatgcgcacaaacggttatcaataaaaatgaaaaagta
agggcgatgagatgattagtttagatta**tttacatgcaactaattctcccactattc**aaaaacttatgagtatacatt
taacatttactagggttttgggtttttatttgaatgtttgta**tgacgt**ttacaaggaaaagttcgtatgacttggta
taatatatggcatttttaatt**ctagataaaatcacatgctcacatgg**gtaataacaaatcatttatttttggcaagt
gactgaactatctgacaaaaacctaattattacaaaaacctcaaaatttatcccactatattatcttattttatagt
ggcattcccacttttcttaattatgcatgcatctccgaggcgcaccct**tg**tttaaggcaaatatctatttttttaaaa
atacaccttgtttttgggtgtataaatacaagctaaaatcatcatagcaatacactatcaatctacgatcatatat
ctttcatttcacatc**ATG**

PER10ChIP-1472fwd
CTTCCAACATGGGCACGTAGTG

PER10ChIP-1303rev
GTCACATAATATCGCACTTGTTCTTAGAC

PER10ChIP-892fwd
CGAGAGCAATAAATTTTCATCAAAGC

PER10ChIP-706rev
TGTAAATATCCAAAGAAGGAGGAATGG

PER10ChIP-628fwd
TTTGAATATTGATCCGAAGCCAC

PER10ChIP-459rev
CTAAATTCCGCCATCAATCTCC

PER10ChIP-320fwd
TTTACATGCACTAATTCTCCCACTATTC

PER10ChIP-152rev
CCATGTGAGCATGTGATTTTATCTAG

PER71

TGA binding motifs:

reverse orientation **ACGTCA**, A-Box **TACGTA**

-349

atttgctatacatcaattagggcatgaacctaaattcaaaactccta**ta**cgtaaacgatatttccatcattcggtta
cataatt**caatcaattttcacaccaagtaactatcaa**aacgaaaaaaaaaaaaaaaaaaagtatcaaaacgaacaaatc
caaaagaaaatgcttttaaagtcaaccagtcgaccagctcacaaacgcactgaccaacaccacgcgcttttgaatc
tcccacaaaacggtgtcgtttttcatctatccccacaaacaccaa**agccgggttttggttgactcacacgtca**ttct
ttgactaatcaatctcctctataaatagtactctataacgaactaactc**tactcactataa****cttaa**acacacact
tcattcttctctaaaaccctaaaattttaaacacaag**ATG**

PER71ChIP-349fwd
ATTTGCTATACATCAATTAGGCATGAAC

PER71ChIP-239rev
TTGATAGTTACTTGGTGTGAAATTGATTG

PER71ChIP-79fwd
AGCCGGTTTTGTTGACTCACAC

PER71ChIP43rev
GGTTTTAGAGAAGATGAAGTGTGTGTTAAG

SWEET11

TGA binding motifs:

TGACGTCA, reverse orientation **CGTCA** and ACGTCA, A-Box **TACGTA**

-1507

tgtcgtcatattttaa^{at}gataga^{ga}actagt^{gga}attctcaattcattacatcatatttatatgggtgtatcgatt
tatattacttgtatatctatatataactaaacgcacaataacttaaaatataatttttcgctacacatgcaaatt
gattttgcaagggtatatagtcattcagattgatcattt^gtagttactt^{gg}ttgggttttaaattagcaacgaaatc
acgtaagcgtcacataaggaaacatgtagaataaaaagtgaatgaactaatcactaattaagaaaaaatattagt
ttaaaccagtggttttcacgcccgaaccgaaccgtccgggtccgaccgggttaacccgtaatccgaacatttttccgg
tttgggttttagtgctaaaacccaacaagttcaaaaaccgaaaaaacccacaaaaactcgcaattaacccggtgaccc
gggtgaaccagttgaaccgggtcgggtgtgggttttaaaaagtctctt^gattttacaataaaaatatgggatttttag
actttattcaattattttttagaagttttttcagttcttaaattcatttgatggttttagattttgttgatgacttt
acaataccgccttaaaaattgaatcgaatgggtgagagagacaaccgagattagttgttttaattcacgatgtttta
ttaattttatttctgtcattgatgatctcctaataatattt^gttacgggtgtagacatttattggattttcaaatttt
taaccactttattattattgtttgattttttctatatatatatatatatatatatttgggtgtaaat
gattttatatattt^gttaaatataatataattttatattt^gattaaatatgatatgattattttt^gttttatattt
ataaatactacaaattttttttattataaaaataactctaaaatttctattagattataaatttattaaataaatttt
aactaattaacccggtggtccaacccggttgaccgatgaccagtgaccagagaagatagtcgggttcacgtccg
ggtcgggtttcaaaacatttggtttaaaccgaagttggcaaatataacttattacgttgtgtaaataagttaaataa
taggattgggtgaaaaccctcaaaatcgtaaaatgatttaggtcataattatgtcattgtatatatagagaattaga
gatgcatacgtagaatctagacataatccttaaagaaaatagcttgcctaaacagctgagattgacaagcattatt
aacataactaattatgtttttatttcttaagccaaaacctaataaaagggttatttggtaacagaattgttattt^gta
cgtcaaaat^gtatatgattt^ggtaaat^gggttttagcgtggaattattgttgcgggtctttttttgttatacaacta
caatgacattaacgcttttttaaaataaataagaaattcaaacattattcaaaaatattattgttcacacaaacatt
tctcctttttccatctcccacacaaaccccattoctcoctttagccctaaccctatatatacgtgaagtccccc
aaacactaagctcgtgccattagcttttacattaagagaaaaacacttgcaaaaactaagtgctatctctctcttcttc
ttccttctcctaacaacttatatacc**ATG**

SWEET11ChIP-1484fwd

GAACTAGTGGAATTCTCAATTCATTACATC

SWEET11ChIP-1304rev

CCAACCAAGTAACTACAAATGATCAATC

SWEET11ChIP-309fwd

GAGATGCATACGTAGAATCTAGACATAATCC

SWEET11ChIP-121rev

CACGCTAAACCATTACCAAATCATATAC

UMAMIT35

TGA binding motifs:

TGACGTCA, TGACGT, reverse orientation **ACGTCA** and ACGTCA, A-Box **TACGTA**

-1545

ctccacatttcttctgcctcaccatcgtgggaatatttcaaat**tg****cg****tca**ccattttaatcctaacattaatata
aaagg**tgacgt**ttcatttcccc**caactgctacgtca**aaggaaat**gc**gactcttaatcgattaagaaaaattcaagg
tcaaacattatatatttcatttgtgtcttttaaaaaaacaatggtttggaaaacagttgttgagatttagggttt
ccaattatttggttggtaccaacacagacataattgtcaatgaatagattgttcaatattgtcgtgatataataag
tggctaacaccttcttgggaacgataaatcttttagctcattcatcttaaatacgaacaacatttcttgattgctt
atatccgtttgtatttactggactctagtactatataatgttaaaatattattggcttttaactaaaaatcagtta
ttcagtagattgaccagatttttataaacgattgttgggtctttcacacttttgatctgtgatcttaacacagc
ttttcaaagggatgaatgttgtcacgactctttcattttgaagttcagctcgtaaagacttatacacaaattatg
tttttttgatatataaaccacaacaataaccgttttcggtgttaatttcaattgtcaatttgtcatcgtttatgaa
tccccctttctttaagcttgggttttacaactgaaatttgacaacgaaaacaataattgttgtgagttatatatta
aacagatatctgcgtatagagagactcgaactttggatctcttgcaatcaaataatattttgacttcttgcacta
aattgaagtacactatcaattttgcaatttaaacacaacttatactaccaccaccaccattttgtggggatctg
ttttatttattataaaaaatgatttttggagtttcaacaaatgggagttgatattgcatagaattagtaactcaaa
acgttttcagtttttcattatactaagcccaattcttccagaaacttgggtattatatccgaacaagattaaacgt
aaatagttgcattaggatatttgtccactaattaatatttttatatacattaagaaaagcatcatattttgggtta
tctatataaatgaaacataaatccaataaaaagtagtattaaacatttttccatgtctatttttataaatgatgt
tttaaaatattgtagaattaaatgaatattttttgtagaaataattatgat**tacgta**gaaaaaaaaaacgaaata
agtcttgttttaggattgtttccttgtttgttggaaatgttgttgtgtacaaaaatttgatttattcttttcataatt
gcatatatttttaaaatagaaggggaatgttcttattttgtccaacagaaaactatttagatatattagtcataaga
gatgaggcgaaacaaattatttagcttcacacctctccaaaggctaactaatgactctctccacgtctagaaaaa
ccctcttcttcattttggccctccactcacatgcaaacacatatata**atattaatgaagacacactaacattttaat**
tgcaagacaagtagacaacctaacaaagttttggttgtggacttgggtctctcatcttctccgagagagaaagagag
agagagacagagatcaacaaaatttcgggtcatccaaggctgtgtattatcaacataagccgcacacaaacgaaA
TG**ATG**

UMAMIT35ChIP-1545fwd

CTCCACATTTCTTCTGCCTCACC

UMAMIT35ChIP-1426rev

GCATTTCTTTGACGTAGCAGTTG

# Supplementary material for: Redox-inactive CC-type glutaredoxins interfere with TGA transcription factor–dependent repression of target promoters in roots
**Source:** Plant Cell. 2025 Mar 7;37(3):koaf038. doi: 10.1093/plcell/koaf038
**Supplement:** koaf038_Supplementary_Data

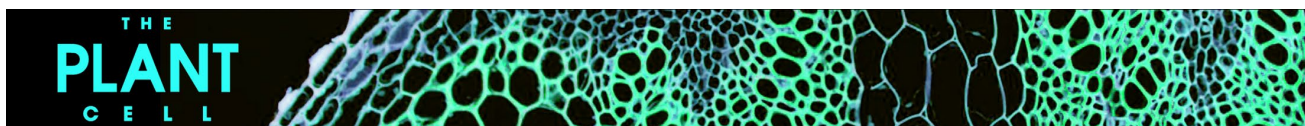

Author Revisions Checklist   Corresponding Author _____ Ms # _____

The following items are required prior to final acceptance. Assessment and acceptance of your submission may be delayed if these elements are not clearly presented or are found to be out of compliance with journal standards. Please complete this form and submit it along with your revised manuscript as supplemental material.

PEER REVIEW REPORT

With author approval, a peer review report (including decision letters, anonymous reviewer comments, and author responses for all versions) will be prepared for publication as a supplemental file. Some information, such as unpublished data that may be included in a response to the review comments file, may be omitted from the report upon request. The final report will be sent to the authors to check prior to publication. Please indicate if you approve/disapprove of the preparation and publication of this report.

☐ I **approve** the peer review report.

☐ I **do not approve** the peer review report.

DISTRIBUTION OF MATERIALS

All manuscripts must include the following statement as an unnumbered footnote: "The author(s) responsible for distribution of materials integral to the findings presented in this article in accordance with the policy described in the Instructions for Authors (<https://academic.oup.com/plcell/pages/General-Instructions>) is (are): John D. Author ()."

☐ Materials distribution statement is included in the manuscript.

DATA AVAILABILITY

Accession numbers must be provided for all genes reported and major genes discussed. All large-scale data (e.g., genome sequences, annotations, genetic maps, transcript profiles, other sequencing data, proteomic data sets, metabolic profiles) that are integral to the manuscript must be submitted to a permanent public repository with open access prior to submission and must be made publicly available immediately upon publication. Accession codes, unique identifiers, or web links for publicly available data sets must be provided in an Accession Numbers section at the end of the Methods.

☐ No data with mandated deposition

☐ All relevant accession numbers are provided

IMAGE INTEGRITY

Authors must ensure that all panels are accurate, all labels are correct, and no inadvertent duplications or errors occurred during preparation. Unprocessed source data must be provided upon request.

☐ I confirm that all data conform to image [integrity guidelines](#) listed in the Instructions for Authors.

NOMENCLATURE

Nomenclature must conform to accepted community standards for the species studied. Arabidopsis nomenclature rules should not be used for certain other species (including maize and rice) and vice versa. Please see the Instructions for Authors for more details and links for various species. All gene and protein symbols used must have priority in the literature. New gene names and symbols must be approved by the editors and should be compliant with the naming conventions of the relevant research community. New Arabidopsis gene names should be registered with TAIR.

n/a | confirmed

☐ | ☐ All nomenclature used in the manuscript follows community guidelines for the relevant species.

☐ | ☐ The manuscript is introducing one or more new gene or protein names, and an explanation of these new names and rationale for introducing them is provided in the manuscript cover letter.

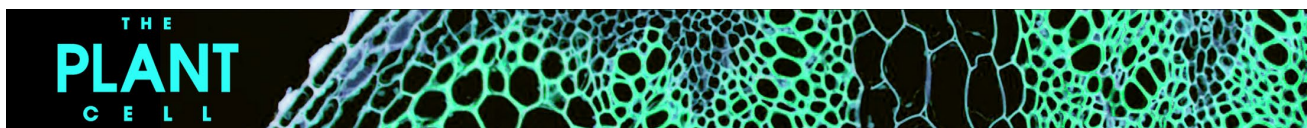

METHODS REPORTING

n/a | confirmed

- ☐ | ☐ Plant growth conditions (soil, amendments, media, cell culture, etc.) are adequately described, including details of light quality - spectrum or bulb type – as well as intensity.
- ☐ | ☐ PCR primers (RT-qPCR, cloning, etc.): PCR primers are provided in the Methods or a supplemental table.
- ☐ | ☐ Cloning information: cloning and DNA constructs are fully described (use a supplemental table if necessary).
- ☐ | ☐ Antibodies: the source for all commercial antibodies, including catalog/lot #, if applicable, or a complete description of non-commercial antibodies is provided in the Methods.

REPLICATION AND STATISTICAL ANALYSES

Statistical analyses, the nature of replicates, and error bars must be adequately described in the Methods and figure legends. Confirm that the following items are present in the legends of all figures and tables that used statistical methods (or in the Methods section if appropriate):

n/a | confirmed

- ☐ | ☐ A complete description of how samples were harvested or collected, the precise nature of replicates, and the sample size (n) for each experimental group/condition. *Note that "biological replicate" alone is insufficient; this must be precisely defined for your experiments.*
- ☐ | ☐ A description of statistical test(s) used, whether they are one-sided or two-sided, rationale and assumptions, normalizations, and corrections (such as adjustment for multiple comparisons).
- ☐ | ☐ Test values indicating whether an effect is present. *Provide confidence intervals or give results of significance tests (e.g., p values).*
- ☐ | ☐ Clearly defined error bars in all relevant figure captions.
- ☐ | ☐ ANOVA and/or T-test results provided in supplemental tables (i.e., showing variables, parameters, degrees of freedom, and test statistics).

QUANTITATIVE PCR

Methods used for qPCR must be described in full, including information on enzymes, kits, normalization, data analysis, and genes/primers used (primers may be listed in a supplemental table). Details must be provided on statistical/analytical methods used to measure gene expression (RT-qPCR) and to determine differences in gene expression. Authors are encouraged to consult Remans et al. (2014). Reliable Gene Expression Analysis by Reverse Transcription-Quantitative PCR: Reporting and Minimizing the Uncertainty in Data Accuracy [Plant Cell 26: 3829-3837](#) and to follow [MIQE guidelines](#). Note that use of the term "semi-quantitative" PCR is not permitted; assays must be shown to be sufficiently quantitative to support a conclusion of changes in levels.

n/a | confirmed

- ☐ | ☐ Complete methods and all primers for qPCR, RT-qPCR have been provided.
- ☐ | ☐ Differential gene expression was assessed using accepted statistical tests, which are fully described.

MACROMOLECULAR STRUCTURES

All relevant structural data must be submitted to an appropriate database (e.g. [wwPDB](#), [EMDB](#)) prior to submission and must be made publicly available immediately upon publication.

The manuscript includes structural data (e.g., x-ray, NMR, EM).

- ☐ No | ☐ Yes:
  - ☐ For all macromolecular structures studied, a validation report from [wwPDB](#) is provided.
  - ☐ For any electron microscopy results, density maps and coordinate data have been deposited in [EMDB](#).

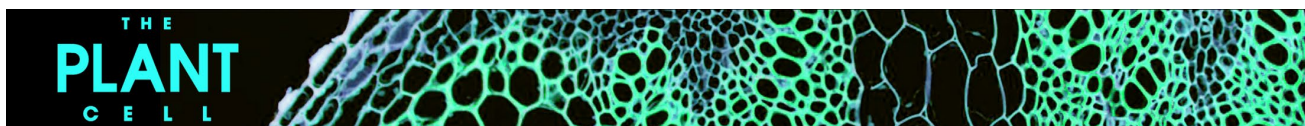

SOFTWARE/CUSTOM SCRIPTS

Studies using customized software or custom scripts must describe how readers can access the code, including any restrictions. The manuscript includes custom codes or scripts:

☐ No | ☐ Yes:

☐ All custom codes, scripts, and pipelines are uploaded and available on a public repository such as GitHub and the direct link is listed within the manuscript. Downloadable materials include a ReadMe file and sample data file.

SPECIFIC METHODS MODULES

Certain methods require completion of a specific module in addition to this form. Please complete the section below and the relevant module(s) (found on pages 6-9) for specific methods/data types listed.

n/a | confirmed

☐ | ☐ For newly generated genetic material (e.g., mutant, transgenic lines), confirm completion of genetic materials module on page 6.

☐ | ☐ For protein-protein or protein-nucleic acid interactions, confirm completion of the protein interactions module on page 7.

☐ | ☐ For protein localization studies, confirm completion of the protein localization module on page 8.

☐ | ☐ For phylogenetic analysis, confirm completion of the phylogenetics module on page 9.

DATA PRESENTATION

Data distribution/bar charts and line charts. Authors are encouraged to present data in a format that shows the distribution (dot-plots, box-and-whisker plots, or violin plots), with all relevant elements defined (e.g., center line, median; box limits, upper and lower quartiles; whiskers, 1.5x interquartile range; points, outliers). If bar graphs are used, the corresponding dot plots should be overlaid. Individual data points should be shown in all cases where the number of data points <6.

☐ Confirm that in all cases where the number of data points is <6, individual data points are shown.

Supplemental Data. Data and methods that are integral to the main conclusions must be presented in the main manuscript. Supplemental figures and tables must be prepared to the same standards of quality and visual clarity as regular manuscript figures and tables, with all data and elements clearly defined and fully explained.

☐ Confirm that each Supplemental Figure provides direct support for a figure in the main manuscript and includes a supporting statement in the Supplemental Figure legend, e.g. ("Supports Figure 1").

Figures, Tables, and Supplemental Data Presentation

If your manuscript is accepted, figures, tables, and supplemental data will be required to conform to the guidelines below, which will be checked during a final scientific editing step. Careful preparation of your figures following these guidelines prior to resubmission will facilitate editor and reviewer assessment of your revised manuscript. Therefore, you may wish to make these changes prior to resubmission.

-Tables in the main manuscript or supplemental materials should be no more than 2 pages in length; any table longer than 2 pages should be provided in Excel format, labeled as a "Supplemental Data Set."

-Tables in the main manuscript must be included in the manuscript file (Word document) after the Methods section, using the "insert table" feature in Word (do not insert images into the manuscript file).

-Figures should be prepared as professionally as possible and should have a consistent appearance (i.e., as if all figures were made by the same person).

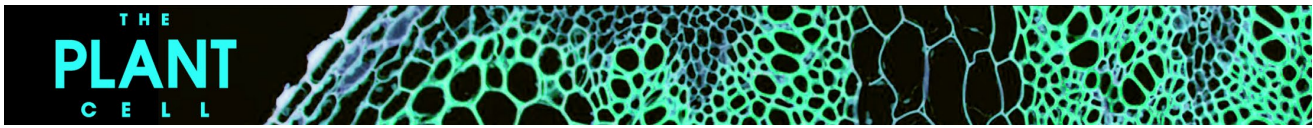

-Figure guidelines:

- All text and elements of each figure should be clearly visible at printed size.
- Color schemes should be used consistently across all figures, whenever possible (i.e., use the same colors for the same genotype/treatment across multiple figures); avoid complicated patterns and hatching.
- Make consistent use of the same, sans-serif font (e.g., Arial) in all figures.
- Use the same (or similar) size font for panel letters (A, B, C, etc.) in all figures.
- Avoid the use of Excel default settings for creating graphs, i.e., for colors, patterns, bar-width, axis settings, etc.
- Many readers (1 in 12, on average) have some form of color-deficient vision. Therefore, please avoid the combination of red and green; use magenta and green instead. Use a color palette that is "color blind safe" if possible, e.g., <https://www.simplifiedsciencepublishing.com/resources/best-color-palettes...>
- Bars in bar graphs should be the same width (or close) for multiple bar graphs in different panels of a single figure (*this means spaces between bars may be different, but bars should be the same width*).
- Use proper symbols for +/- (instead of a hyphen - for minus).
- Numerical values on all graph axes should have a consistent number of significant digits (e.g., 5.0, 10.0, 15.0 **or** 5, 10, 15 etc.); however, the origin should always be "0", not "0.0".
- Make sure axis values are legible and do not crowd the values along the axes.
- Images made from screenshots should be adjusted to high resolution and illegible or overlapping text or other elements omitted or re-drawn using a suitable graphics program to be legible at printed size.
- Figure legends must be clear and adequately describe the data shown. All elements of figures must be defined accurately, e.g., the axes, abbreviations, symbols, how values were obtained, and error bars. Replicates must be defined precisely: the term "biological replicate" should be defined explicitly in the context of each experiment in the legend (or Methods).

-Multiple supplemental figures and tables should be combined and submitted as a single PDF file named "Supplemental Data", no larger than 50 MB. Files to be merged into the single supplemental data file include supplemental figures, followed by supplemental tables. Supplemental tables in this file are restricted to 1-2 pages in length.

-Any Supplemental Table longer than 2 pages should be labeled as a "Supplemental Data Set" and provided in Excel format.

-Arial font (or similar sans serif font, e.g., Helvetica) should be used on all Supplemental Figures, Supplemental Tables, and Supplemental Data Sets and their corresponding legends. The only exception is for nucleotide sequences (primers, etc.) where a mono-spaced font such as Courier should be used.

-Supplemental Data Sets should include complete legends (on a separate sheet if necessary).

-Numerical values in data sets should be adjusted to a suitable number of significant figures (decimal places); do not simply use default Excel settings.

-Make use of freeze panes and shading or color coding to help the reader navigate large files. If convenient, multiple Supplemental Data Sets may be submitted on separate sheets in a single Excel file.

-File size: each supplemental file ideally should be less than 10 MB and is limited to 50 MB maximum size. *If you have a large number of supplemental files or files that exceed 50 MB, you may be requested to upload supplemental data to datadryad.org.*

Resources

<https://betterfigures.org/2015/06/23/picking-a-colour-scale-for-scientific-graphics/>

[Ten simple rules for better figures](#) (2014) by Rougier et al. in *PLOS Computational Biology*

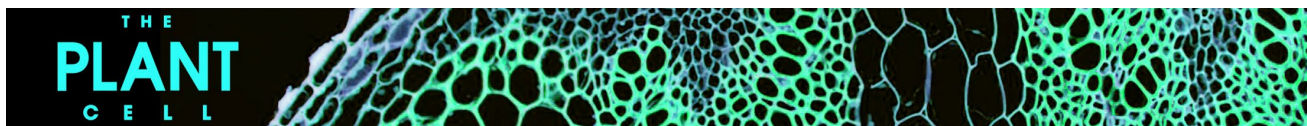

THE PLANT CELL IN A NUTSHELL

Authors may choose to include a “nutshell” plain language summary of the work in the manuscript, the text of which will be published in a box below the abstract. In addition, the nutshell will be published in blog form with a title and image at <https://plantae.org/research/the-plant-cell/#in-a-nutshell>.

The nutshell summary may also be translated into Chinese and posted to *The Plant Cell* WeChat channel (QR code for the channel is shown here). If you include a nutshell but prefer NOT to have your Nutshell translated or posted to WeChat for any reason, please let us know.

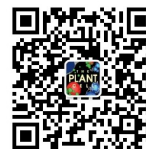

For the manuscript file: Include a section (text only) in your manuscript file entitled “IN A NUTSHELL” in the format shown below, underneath the Abstract. Answers to all 4 questions together may not exceed 300 words. Avoid technical jargon or field-specific language that would prevent someone from outside your field from understanding your work. The target should be college level, aimed at the science enthusiast rather than the scientist. A science editor will also edit your nutshell summary during the final scientific editing of the manuscript.

IN A NUTSHELL

Background: How would you introduce the background to your research to someone who is completely unfamiliar with your field? (Please provide simple definitions for all technical terms) (~100 words).

Question: What exact question did you set out to answer? (Was this something that was previously unknown? Alternatively, did you want to test/build-upon previous findings?) (~50 words).

Findings: What is/are the most important finding(s) of your paper? (Please mention which organism or cells you used - for example, wild-type and mutant Arabidopsis, rice, seedlings, field-grown plants, cultured cells, etc) (~100 words).

Next steps: What is the most important next step or future challenge that follows from your work? (~50 words).

For the blog post: Create a separate Word document of the Nutshell summary with the file name “Nutshell Blog” including the additional information below and upload it with your manuscript as a “related manuscript file.”

Title: Suggest a short plain-language title for the summary. The editor will also help with title suggestions.

Author(s) and Institutions: Please list the name of the author or subset of authors who helped to write the nutshell summary, along with their institutions.

Twitter name: provide any twitter names you would like us to tag when posting your blog (personal or for your lab or institution)

Keywords: You may suggest up to 4 keywords associated with your article.

Image: Please select a feature image to accompany your blog. This should be a reasonably simple, descriptive, eye-catching image which may be a figure or panel of a figure from your paper, or e.g., a photo of the species used in your work, a cartoon model, or artwork that represents some aspect of the work. The image should be 700 pixels wide by 350 pixels tall. A second smaller image with or without a brief legend may be embedded in the blog post. See examples at <https://plantae.org/research/the-plant-cell/#nutshell>

Tips:

- imagine you are explaining your work to a first-year undergraduate student.
  - use common words or phrases instead of technical words whenever possible.
  - if you must use a specialist/technical term, define it first in more everyday language.
  - only use acronyms that are well known (such as DNA) or essential (such as gene or protein names),
  - use active, short sentences that are concise and to the point. Sentences should be shorter than 35 words.
-

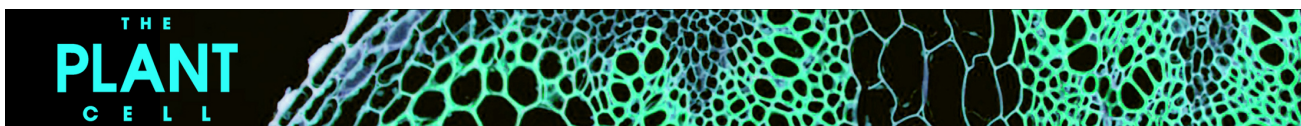

GENETIC MATERIALS MODULE

Authors must provide details related to the generation and characterization of new genetic material (e.g., mutant or transgenic lines). For transgenes and mutant lines, the manuscript must include information on the number of independent transformation events, how many lines were isolated and characterized, and in which generation (T1, T2). Evidence that the lines have single or multiple insertion sites, or single or multiple copies of the transgenes, should be provided if available.

If the work is attempting to link a phenotype to a specific gene, evidence of a) multiple alleles/transgenes and/or b) multiple approaches each with single events (such as EMS alleles, transposon insertions, or Cas9-mediated lesions), and validation with sequencing may be important to insure that linked variation and off-target or position effects are not producing non-representative consequences. The use of RNAi, for example, is known to be associated with a high incidence of off-target effects (downregulation of unintended targets), underscoring the need for multiple lines of evidence.

CRISPR/Cas9-mediated mutations: Although it may not be feasible to use two different guide RNA transgenes, different mutations derived from the same guide RNA are not truly independent, as they may be linked to the same off-target effects. At a minimum, the guide RNA transgene should be segregated away from the mutation of interest and/or multiple independent transformation events used.

Gene names: Gene names should conform to species-specific nomenclature guidelines. Any previously published gene names have priority and should be used rather than re-naming genes. Please ensure that you have completed the nomenclature section on the author revisions checklist and provided an explanation and rationale for any new names in your cover letter when resubmitting your manuscript.

Please enter a description of each mutant or transgenic line below; provide a separate sheet if necessary.

<u>Mutant or transgenic line</u>	<u>Description</u>

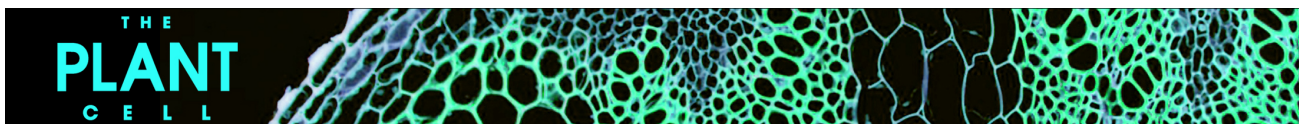

PROTEIN INTERACTIONS MODULE

Please complete all numbered sections 1-5 below. Of particular importance for all assays is the choice and description of controls and quantitative information on the number of observations made.

1. ☐ Confirm that quantitative information is provided on the number of cells observed or observations made for all assays reported.

It is desirable to show quantitative data (for example, from 10 randomly chosen regions of interest of infiltrated leaves) and not solely one or two “representative images.” The minimum information that should be provided along with representative images is the number of cells/protoplasts or observations that showed the same localization pattern and the total number of cells observed or observations made. Where feasible, any representative microscopy image should show a complete cell, with the nucleus and the center of the cell in the focal plane.

PROTEIN-PROTEIN INTERACTIONS REPORTING

---

2. The manuscript includes BiFC analysis.

☐ No | ☐ Yes:

- ☐ Confirm that appropriate negative controls are included as described below.

Expressing unfused YFP fragments alone is not a sufficient control for BiFC experiments (see the Commentary from Bock and Kudla <https://doi.org/10.1105/tpc.16.00043>). Ideally, negative controls should include a mutated version of one of the interacting proteins carrying a defect in the interaction domain or a related non-interacting protein from the same protein family. If neither a mutated protein version nor a suitable closely related protein are available as negative controls, an unrelated protein (but, ideally, structurally similar and expressed in the same subcellular compartment) can be used.

- ☐ Confirm that the methods provides orientations of all constructs used.

It is essential that exactly the same orientations are used for negative controls as for the positive interaction.

3. The manuscript includes another type of protein-protein interaction assay (e.g. Y2H or variant, Co-IP, FRET).

☐ No | ☐ Yes. Attach another page if necessary.

Type of assay _____

Description of controls:

PROTEIN-NUCLEIC ACID INTERACTIONS REPORTING

---

4. The manuscript includes ChIP-Seq experiments.

☐ No | ☐ Yes

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as GEO.

- ☐ Confirm that access is provided to graph files (e.g. BED files) for called peaks.

- ☐ Confirm that the Methods section includes details of i) experimental replicates, ii) sequencing depth, iii) a description of all antibodies used, iv) peak calling parameters, and v) software used to collect and analyze ChIP-Seq data.

5. The manuscript includes EMSA experiments.

☐ No | ☐ Yes

- ☐ Confirm that any competition assay for binding specificity includes one or more controls using mutated or scrambled binding sites (showing no loss of binding); it is not meaningful to show competition with unlabeled wild-type DNA unless the competition with a mutated or scrambled site is included.

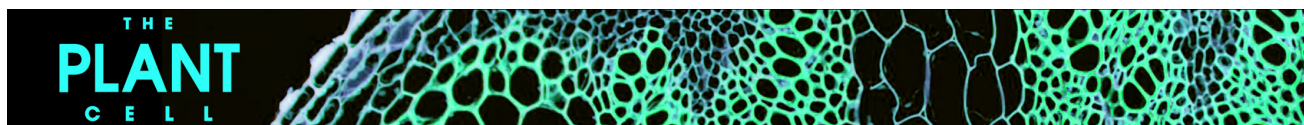

PROTEIN LOCALIZATION MODULE

Please note the following:

- For any immunological work, the source and specific characteristics of the antibody must be provided.
- When using a fluorescent marker (e.g. GFP) fused to a protein of interest, it may be important to show that the fusion protein a) is intact (e.g. via immunoblotting), and b) is co-expressed in the same location as a bona fide marker protein (e.g. for nucleus, vacuole, etc.) fused to a different spectral variant fluorescent marker. Where relevant, it may also be important to show that the fusion protein is functional. Authors should consider if any of this information is relevant and obtainable for their particular protein(s) and system under investigation.
- Information provided here must also be presented in the manuscript.

Describe the nature of protein localization experiments, controls used, and assessment.

Describe the source and specific characteristics of any antibodies used.

☐ Confirm that the manuscript provides quantitative information on the number of cells (protoplasts) observed or observations made.

It is desirable to show quantitative data (for example, from 10 randomly chosen regions of interest of infiltrated leaves) and not merely one or two “representative images”, especially if only transient transformation experiments were conducted. The minimum information that should be provided along with representative images is the number of cells/protoplasts that showed the same localization and the total number of cells observed. Any representative image should display a complete cell, with the nucleus and the center of the cell in the focal plane.

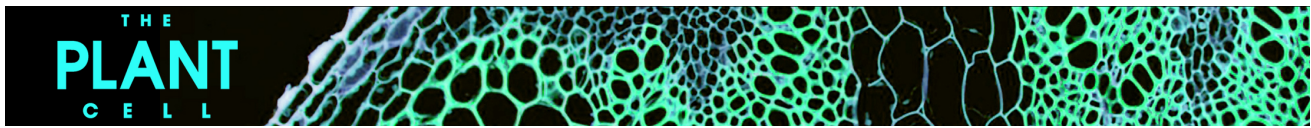

PHYLOGENETICS MODULE

- ☐ Methods used for sequence analysis are reported in full with citations and software and parameter values (even if only default values were used) in a separate section of the Methods entitled "Phylogenetic Analysis". Please note that CLUSTAL does not produce an acceptable phylogeny; use a true phylogenetic analysis program (e.g., MEGA, RAxML, IQ-TREE, RevBayes, BEAST). Alignments used to produce phylogenies should be produced with an appropriate alignment program (e.g., MAFFT, T-Coffee).
- ☐ Confirm that for phylogenetic trees depicted or interpreted as rooted, the criterion used for rooting (e.g., midpoint, outgroup) is provided, and if outgroup rooting is used, the basis for the choice of outgroup is explained.
- ☐ Confirm that tree branch lengths (e.g. time, substitutions per site, coalescence units) are properly described in tree figure captions.
- ☐ Confirm that statistical support for nodes in any phylogenetic tree figures is reported (i.e., posterior probabilities or bootstrap values with MCMC search sample or replicate numbers reported in text).
- ☐ Sequence alignments (e.g. FASTA, PHYLIP, Nexus format) have been placed in a persistent database (e.g. Dryad, TreeBASE) or provided as Supplemental Files.
- ☐ Machine-readable tree files (e.g. Newick, Nexus, NeXML format) have been placed in a persistent database (e.g. Dryad, TreeBASE) or provided as Supplemental Data (preferably as a text [.tree] file labeled as a "Supplemental File").
- ☐ For instances where any of the above criteria are not relevant, please check this box and provide an explanation below:

Notes about terminology:

Similarity-based phenetic analyses – e.g. clustering of genotypes based on SNP data – should be distinguished from phylogenetic inference of gene or species relationships.

Authors are asked to avoid the use of terms such as “early diverging lineage”, “primitive”, “lower and higher plants”, and similar phrases, with reference to some non-flowering plants, e.g. *Physcomitrella*. This terminology is misleading as it serves to reinforce the idea that certain lineages are somehow primitive or ancestral to “higher” plants. The last common ancestor of *Arabidopsis* and *Physcomitrella*, for example, lived ca. 440 MYA and diverged into two lineages, one leading to vascular plants and one to mosses, both of which are alive today with a combination of ancestral and derived traits. It is nonsensical to state that one of these lineages is “earlier diverging” compared to the other. It is likewise misleading to call *Physcomitrella* “primitive”; it is only appropriate to refer to specific traits, such as gametophyte dominance, as being “ancestral”, rather than “primitive”. The term “basal angiosperm” is similarly misleading; more appropriate terminology for, e.g. *Amborella*, is “sister lineage to all other extant angiosperms”, or “ANA grade” (comprising Amborellales, Nymphaeales, and Austrobaileyales that are successively sister to all other extant angiosperms). Instead of the terms “higher” and “lower” plants, which are imprecise and misleading, substitute something more precise, e.g. “land plants,” “vascular plants,” “angiosperms,” “non-vascular plants,” “bryophytes,” etc.

How the deposited data were processed for this re-analysis (not part of the article)

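Root RNA of Col-0 (3 libraries) and of the roxy6 to roxy9 quadruple mutant cepd (4 libraries) was analysed. Each library came from 50 seedlings on 5 plates in 1 of 4 independent experiments, after 7 d on FN and 2 d on LN medium. The authors had excluded 1 Col-0 library with leaf material.

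The deposited values were raw counts per gene. According to the authors' notes, reads were processed with CASAVA 1.8.2, aligned to TAIR10 with STAR 2.5.2b-2, counted with HTSeq 0.9.1 and tested with DESeq2 2.11.40.6. The counts covered 32833 genes, 26444 of them with a count in any library. All 32548 nuclear identifiers were found in the TAIR10.1 annotation. The median library held 37943945 counts in Col-0 and 37525080.5 in cepd.

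Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes with low counts were removed by its filterByExpr (minimum count 10, minimum total 15), which left 20600 genes, and libraries were scaled by TMM (factors 0.986 to 1.02). The robust quasi-likelihood test compared cepd with Col-0 without a block, with the Benjamini-Hochberg correction over all genes tested. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change over 1, and the biological coefficient of variation was 11.2%. CPM are counts scaled by library size and TMM factor, and spreads are SD between libraries. The standard errors given for edgeR were derived from the fold change and the F statistic of this test, which does not report them.

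Gene lists were tested with camera from limma 3.58.1, with a preset correlation of 0.01 between genes, and by counting members at an adjusted p under 0.05, over all genes and over the list alone. Lists were written before the counts were opened but after the study's Supplementary Data Set 1, with values of the same libraries, had been read. The lists and their camera p are therefore not independent evidence. Organelle-encoded genes formed 2 further lists. Named genes followed a rule set before the counts were examined, but after values of many of them in Supplementary Data Set 1 had been seen. It took the 10 lowest and the 10 highest among called genes with no overlap between genotypes and at least 1 CPM in the higher one. It also took genes the paper names, and from each list up to 4 members with the smallest adjusted p and members against its direction. Other named genes are said to be chosen after their values were seen.

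The motifs TGACG, TGACGTCA and TACGTA were counted on both strands in the 1000 bp upstream of annotated gene starts. They were compared with 10000 random sets drawn from 20538 tested genes with sequence (two-sided permutation test, adjusted over 3 motifs in 2 gene sets). Ratios of transporters and shares of gene classes were compared by exact permutation over all 35 splits of the libraries. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.

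The replicate numbers were taken to mark the independent experiments. The deviations of libraries from their genotype means, correlated over genes, were 0.460, 0.148 and 0.304 for the same-numbered pairs 1, 3 and 4, all above 0.1. Of the differently numbered pairs, Col-0 replicate 3 with cepd replicate 4 (0.170) and Col-0 replicate 4 with cepd replicate 3 (0.135) were also above 0.1, and the other 4 were at -0.223 or lower. The exact permutation tests do not use the pairing, with which the splits would be too few for a p under 0.05. The block was one of the alternatives set before the data were examined. The others were DESeq2 1.42.0 with and without shrunken fold changes, its size factors, limma-voom, no or a stricter filter, nuclear genes only, no fold change threshold, glmTreat, leaving out each library, other set tests, and other promoter lengths, strands and backgrounds. A fit with only cepd replicates 3 and 4 was added after the data were seen.

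In tests on simulated counts of the same depth, edgeR recovered 78%, 92%, 98% and 96% of 50 genes each changed by a log2 fold of 1, 1.5, 2 and 3. It called 15 of 20400 unchanged genes at an adjusted p under 0.05. Unchanged genes made up 7.61% of its calls, against 15.8% for DESeq2 and 6.70% for limma-voom. This was a single simulated data set with few changed genes and no pairing of libraries. Its spread between libraries was drawn from edgeR's own estimates. Such shares depend on these choices, so they neither rank the tools nor give their error rates in the real data. The excluded Col-0 library, the ChIP data, the RT-qPCR and the second RNA-seq experiment are not analysed here.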

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

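The tests that weigh explanations in this part were chosen after the results were seen.

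Among 4 cepd libraries, 1 lay far from the other 3 for 7 of 194 genes and list means tested. Its gap to the nearest other library, as a share of the range, exceeded Dixon's 95% critical value for 4 samples. Replicate 2 stood apart for TPS10 (0.903), TPS9 (0.898), SWEET17 (0.849) and the nitrate assimilation list (0.859), replicate 1 for AHA2 (0.873) and the thalianol and marneral list (0.937), and replicate 3 for CEP5 (0.868). Chance alone gives about 1 in 20 groups.

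With the preset correlation, camera placed gene lists past the threshold that the paper's text does not name as sets. By median log2FC, these were root hair (-0.875), defense (-1.49), thalianol and marneral clusters (0.953), sugar starvation and signaling (0.895), potassium transport (0.365), photorespiration (0.482), chlorophyll synthesis and greening (0.579), indole glucosinolates (0.118) and mitochondria-encoded genes (1.36). With an estimated correlation, only root hair stayed past it (adjusted p = 0.00366 from camera), and the others had adjusted p of 0.0858 to 0.332. For all but root hair and chlorophyll, other splits of the libraries gave a camera p as small as the real one. Some of these splits keep all Col-0 libraries together and so hold most of the genotype contrast. A small p there does not show that chance does as well. Apart from the mitochondria-encoded list, formed by rule, these lists were written after the study's table of called genes had been read.

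Leaf material in the cepd samples could raise photosynthesis genes. It would raise leaf markers without a photosynthetic role as well. Their median log2FC was 0.0947 and their upper quartile 0.295, below the lower quartile of 0.817 of the photosynthesis genes. With the replicate block, the leaf markers TGG1 (adjusted p = 0.00985 from edgeR) and KCS6 (adjusted p = 0.0431) were higher in cepd. Some markers, such as PDF1, had high levels in Col-0 roots, which would hide a small share of leaf material. The 4 markers under 4.72 CPM in Col-0, the lower quartile of the photosynthesis genes, had a median log2FC of 0.233 and a highest of 0.674. As a group the markers did not rise with the photosynthesis genes. The rise that leaf material gives a gene depends on its level in leaves, which was not measured. The markers therefore cannot weigh leaf material as a cause. Leaf material and an effect of the cepd genotype on greening both remain open.

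Organelle-encoded and ribosomal RNA took a larger share in cepd. The ribosomal RNA class held only the 4 genes annotated as such, and the organelle classes held all genes encoded there, of any kind. Ribosomal RNA was at least 2.04 times its Col-0 share in each cepd library, while leaf markers stayed level (median log2FC of 0.0947). Levels in leaves were not measured, so this does not decide on leaf material as a cause. RNA without poly(A) tails may have been carried over into the cepd libraries. Chloroplast, mitochondrial and ribosomal RNA would then rise by like factors, and within a cepd library the largest ratio between their factors was 1.39, with 1.56 as the lowest factor. A rise of organelle transcripts in cepd cells is not excluded by this test.

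A lower share of root hair cells could lower root hair genes. It would lower genes alike that are transcribed in root hairs only. Across 28 tested genes the SD of the log2FC was 0.721, against a root mean square standard error of 0.129. The genes thus did not fall by 1 shared factor. How much of each gene's RNA comes from other cells was not measured, so a lower share of root hair cells and regulation of single genes by the cepd genotype both remain open.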

How the results depend on the processing

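The fit with only cepd replicates 3 and 4 was chosen after the data were seen, and all other alternatives before. Lower genes numbered 486 with the replicate block and 399 to 681 when 1 library was left out. Higher genes numbered 382 with the block and 273 to 497 when 1 library was left out, 212 with shrunken DESeq2 and 248 with cepd replicates 3 and 4. GlmTreat called 129 lower and 36 higher, and the adjusted p alone 1710 and 1986. These counts follow from the stricter or looser threshold itself. Of 143 named genes at an adjusted p under 0.05, 96 kept it in every fit of single genes except glmTreat, which was not applied to them. With the block 136 kept it, with 1 library left out 125 to 138, and with cepd replicates 3 and 4 104. None reversed. Besides the results named elsewhere with it, the block also moved ATMG00020, ATMG01390 and TPS9 above an adjusted p of 0.05 and UBQ5 below it. ROXY7, not called, ranged from -0.43 to 0.27 and was 0.0840 with cepd replicates 3 and 4.

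With an estimated correlation, camera no longer placed 17 lists past the threshold, with adjusted p of 0.146 (nitrate transport), 0.0575 (nitrate assimilation), 0.0696 (phosphate, CEP and CLE, photosynthesis and Calvin cycle), 0.332 (potassium and mitochondria-encoded), 0.0509 (NLP), 0.151 (ROXY and photorespiration), 0.0858 (chlorophyll), 0.183 (indole glucosinolates, sugar and defense), 0.200 (thalianol) and 0.235 (chloroplast-encoded). The ammonium and amino acid list (0.0169) and the root hair list (0.00366) stayed past it. The iron list passed with the block (0.0454) and with cepd replicates 3 and 4 (0.0216). Fry tests for change and not against other genes, and by it the TGA list passed (0.00340) and the mitochondria-encoded list did not (0.0600). Without single libraries, indole glucosinolates ranged from 0.00267 to 0.300, nitrate response regulators from 0.372 to 0.948 (reversed without cepd replicate 1, 0.948, and with cepd replicates 3 and 4, 0.995) and SWEET genes from 0.509 to 0.872 (reversed without Col-0 replicate 4, 0.603). The causes were not tested.

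Motif ratios to random sets also moved. For higher genes, TACGTA was 0.957 in 500 bp and 0.990 against all protein-coding genes, 1.46 with glmTreat and 1.22 for the genes of Supplementary Data Set 1, TGACG 1.17 with glmTreat and 0.923 to 1.01 without single libraries, and TGACGTCA 1.17 in 2000 bp. For lower genes, TACGTA passed in 2000 bp (1.26), with size factors (1.29), limma-voom (1.32), the strict filter (1.31) and, of the libraries left out (1.17 to 1.32), without Col-0 replicate 1 (1.26). On the gene strand its ratio (1.3) and unadjusted p were unchanged, since it reads alike on both strands. It passed there (adjusted permutation p = 0.0270) only because the p of other motifs in the adjustment changed. TGACG passed on the gene strand (1.2), against all protein-coding genes (1.15), with DESeq2 (1.14), size factors (1.13), cepd replicates 3 and 4 (1.19), no filter (1.14), the block (1.15) and, of the libraries left out (1.06 to 1.15), without Col-0 replicate 1 (1.14). TGACGTCA passed in 2000 bp (1.97), with size factors (2.21) and with cepd replicates 3 and 4 (2.61). The causes were not tested.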

Differences from the paper's values

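The paper reports 212 genes higher in cepd, and 397 were called here at its stated thresholds. The count came within 1.5 times the paper's with shrunken DESeq2 fold changes (212) and without Col-0 replicate 3 (273). The 212 genes called with shrunken DESeq2 were the paper's own, and its 350 lower genes were matched as well. Without Col-0 replicate 3, 12 of the paper's higher genes were dropped. With only cepd replicates 3 and 4, chosen after the values were seen, the count was 248, and 27 of the paper's genes were dropped. The other alternatives set before the data were examined did not come within it.

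For NRT2.1, the paper's text gives a log2FC of 2.04 (Col-0 relative to cepd), and 1.17 was found here. No alternative came within the error of the text's value on the log2 scale. The log2FC of all 562 genes in the paper's Supplementary Data Set 1 differed by at most 8.47e-05 from those of shrunken DESeq2, which gives 1.04 for NRT2.1. On a linear scale, the fold change of NRT2.1 was 2.25 here and 2.06 with shrunken DESeq2.

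For the following genes, the first value is the paper's log2FC of Col-0 relative to cepd and the second the one found here: CEPH (3.22 and 3.80), NRT2.2 (4.59 and 5.34), UMAMIT35 (4.47 and 5.20), NRT2.4 (4.26 and 4.77), ATL7 (3.55 and 5.51), AMT1-5 (3.51 and 5.0), RL3 (3.35 and 4.16), NLP3 (3.34 and 3.58), OCT1 (3.32 and 3.80), AT4G37220 (3.19 and 3.84), AT4G39675 (-3.16 and -4.34), SWEET11 (-2.70 and -5.10), TFL1 (-2.49 and -3.00), AT1G52100 (-2.22 and -3.13), GDPD3 (-2.22 and -4.08), AT4G29905 (-2.19 and -2.44), IGMT1 (-2.18 and -2.34), AT1G49500 (-2.14 and -2.37), PER71 (-2.09 and -2.37) and AIR1 (-2.04 and -2.38). All of these came within the error with shrunken DESeq2 fold changes. AT4G29905 also did so without Col-0 replicate 3 and without cepd replicate 4. IGMT1 also did so without Col-0 replicate 1, without Col-0 replicate 3, without cepd replicate 1, without cepd replicate 4 and with only cepd replicates 3 and 4 (chosen after the values were seen). AT1G49500 also did so without Col-0 replicate 3. PER71 also did so without Col-0 replicate 1 and without cepd replicate 4. AIR1 also did so without Col-0 replicate 3. The other alternatives set before the data were examined did not bring any of these genes within the error.

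TACGTA was counted 125 times upstream of lower genes, and the paper's Fig. S4C shows about 78, read by eye. The count came within 1.5 times of it for 500 bp, the genes of Supplementary Data Set 1, shrunken DESeq2, limma-voom, the block and each library left out except Col-0 replicate 1. It also did so with only cepd replicates 3 and 4, chosen after the values were seen. TGACG was counted 304 times upstream of higher genes, and Fig. S4C shows about 160, read by eye. This came within 1.5 times for 500 bp, the gene strand, the genes of Supplementary Data Set 1, shrunken DESeq2 and without Col-0 replicate 3, and with only cepd replicates 3 and 4, a fit chosen after the values were seen. The gene sets differ in size, with 505 lower and 370 higher genes with sequence here and 350 and 212 genes in the paper. For the genes of Supplementary Data Set 1, the counts were 82 for TACGTA and 162 for TGACG. The other alternatives set before the data were examined did not bring either count within it.

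The paper ranks AT4G39675 as the most repressed gene. Here SWEET12, SWEET11, AT5G45310 and AT4G15990 had higher log2FC than its 4.34, AT5G45310 being chosen after its values were seen, while among named genes AT4G39675 was highest with shrunken fold changes (3.16). Of the paper's 350 lower genes, 14 were not called here, since the low count filter removed them before testing. Of these, DESeq2 with and without shrunken fold changes called all. The following also called some or all of them, with the number in parentheses: edgeR without a low count filter (14), the strict filter (2), the fit of nuclear genes (2), the fit without Col-0 replicate 1 (14), the fit without Col-0 replicate 3 (1), the fit without cepd replicate 1 (1), the fit without cepd replicate 2 (2) and the fit with only cepd replicates 3 and 4 chosen after the values were seen (6). All 212 of its higher genes were called. The paper names PER71 once among genes activated by CEPDs and elsewhere as repressed, and it was higher in cepd here (log2FC of 2.37). The paper finds TACGTA enriched upstream of repressed genes, and here it was at 1.01 times its frequency in random sets for the 370 higher genes. The ratio was 1.22 for the genes of Supplementary Data Set 1 (adjusted permutation p = 0.278) and 1.46 for those called by glmTreat (adjusted permutation p = 0.623). These random sets came from the genes tested, while the paper drew its random genes from the genome. Against all protein-coding genes, the ratio for the 370 genes was 0.990. The paper's own list was not compared in this way. The paper's text searches for TGACGTCA and its Fig. S4C labels TGACGTA.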

Other observations

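Most of the root hair genes tested, and some genes of secreted peptides, were lower in cepd roots at low N. Of 28 root hair genes tested, 22 were lower and none was higher at an adjusted p under 0.05 from edgeR (23 lower when adjusted over the list alone), and none was higher by DESeq2, limma-voom or an unadjusted p under 0.05. RHS15 fell from 13.2 ± 2.17 CPM (SD, n = 3) in Col-0 to 1.52 ± 0.342 CPM (SD, n = 4) in cepd, and AHA7, a proton pump of root hairs, from 122 ± 5.60 to 43.3 ± 2.1 CPM. PER73 and XTH12 had log2FC of -1.65 and -1.53. Of 10 CEP and CLE peptide genes, 5 were lower and none was higher (6 lower when adjusted over the list alone, and 4 with only cepd replicates 3 and 4, chosen after the data were seen). CLE4 fell from 2.4 ± 0.574 to 0.117 ± 0.0585 CPM, CEP9 from 4.53 ± 1.91 to 0.986 ± 0.0711 CPM and CEP5 from 8.34 ± 1.4 to 3.26 ± 0.398 CPM. Camera placed the root hair list (adjusted p = 1.24e-44) and the peptide list (adjusted p = 1.62e-07, and adjusted p = 0.0696 with an estimated correlation) below other genes. Both lists were written after the study's table of called genes had been read, so these p are not independent of it.

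Other ROXY genes fell in cepd besides ROXY6. Of 14 family members tested, 8 were lower and 1 was higher, ROXY18 (1 higher and 8 lower when adjusted over the list alone). By DESeq2, 2 were higher and 7 lower. With only cepd replicates 3 and 4, chosen after the data were seen, 3 were lower and none was higher. ROXY20 and ROXY21 had log2FC of -1.62 and -1.62, and ROXY14 a log2FC of -1.86 (standard error 0.37, adjusted p = 0.00814 from edgeR), with reads possibly shared among ROXY11 to ROXY15. The ROXY18 rise (log2FC of 0.82, adjusted p = 0.0376) was lost without Col-0 replicate 1 (adjusted p = 0.0733), without Col-0 replicate 3 (adjusted p = 0.0760), without cepd replicate 2 (adjusted p = 0.0751), without cepd replicate 3 (adjusted p = 0.0864) and without cepd replicate 4 (adjusted p = 0.0873). It was also lost without the low count filter (adjusted p = 0.0776) and with the block (adjusted p = 0.153). ROXY3 had no counts in cepd and 0.531 CPM in Col-0, at least 6.61-fold lower with a floor of 3 counts per library. The family's median log2FC was -0.74, below which ROXY3 lies also at its bound (camera adjusted p = 2.96e-05, and adjusted p = 0.151 with an estimated correlation). The family was listed after the study's table of called genes had been read, so this p is not independent of it. In the TGA family, 2 of 10 genes were lower and none was higher (3 lower when adjusted over the list alone). TGA4 fell from 51.6 ± 3.14 CPM (SD, n = 3) in Col-0 to 37.6 ± 0.688 CPM (SD, n = 4) in cepd, a log2FC of -0.46 (standard error 0.06, adjusted p = 0.00145 from edgeR). TGA1 had a log2FC of 0.09 (adjusted p = 0.424), and TGA3 was not called by edgeR (log2FC of -0.18, adjusted p = 0.0641) but was with DESeq2 (adjusted p = 0.0292) and with the replicate block (adjusted p = 0.0340). TGA7 fell by 0.33 on the log2 scale, a call lost without Col-0 replicate 3 (adjusted p = 0.158), without Col-0 replicate 4 (adjusted p = 0.0913), without cepd replicate 1 (adjusted p = 0.102), without cepd replicate 2 (adjusted p = 0.0915) and without cepd replicate 3 (adjusted p = 0.0832). The set did not pass camera (adjusted p = 0.176).

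Genes of specialized metabolism and immunity also differed. Of 7 genes of the thalianol and marneral clusters, 4 were higher and none was lower, also when adjusted over the list alone (6 higher with the replicate block, and 1 with only cepd replicates 3 and 4, chosen after the data were seen). THAS1, the thalianol synthase, rose from 71.9 ± 23.7 CPM (SD, n = 3) in Col-0 to 229 ± 15.5 CPM (SD, n = 4) in cepd, and CYP708A2 from 41.9 ± 19.8 to 138 ± 10.5 CPM. Of 12 defense genes, 8 were lower and none was higher (10 lower when adjusted over the list alone, 5 with the block, 5 with limma-voom and 4 with only cepd replicates 3 and 4). CBP60G, a regulator of salicylic acid synthesis, fell from 3.44 ± 1.84 to 0.734 ± 0.218 CPM. WRKY70 had a log2FC of -1.2 (standard error 0.23, adjusted p = 0.00721 from edgeR), and its adjusted p was 0.0666 with the block. Of 17 indole glucosinolate genes, 5 were higher and 1 lower (6 higher and 2 lower when adjusted over the list alone, 9 higher and 2 lower with the block). CYP81F4 had a log2FC of 0.86 (standard error 0.13, adjusted p = 0.00165 from edgeR), and CYP81F2 a log2FC of -1.79 (standard error 0.36, adjusted p = 0.0110 from edgeR) that was not called with the block (adjusted p = 0.0870) or limma-voom (adjusted p = 0.0553). Camera placed the clusters higher (adjusted p = 7.12e-05, and adjusted p = 0.200 with an estimated correlation), defense lower (adjusted p = 1.13e-06, and adjusted p = 0.183 with an estimated correlation) and indole glucosinolates higher (adjusted p = 0.00856, and adjusted p = 0.183 with an estimated correlation). All of these lists were written after the study's table of called genes had been read, so their p are not independent of it. Col-0 replicate 1 lay nearer to cepd than the other Col-0 libraries on the first principal component (-19.8, against -48.6 and -47.0 for replicates 3 and 4). Without it, the defense list had an adjusted p of 1.77e-24 from camera and a median log2FC of -1.80, against -1.49 with all libraries. The indole glucosinolate list did not pass without it (adjusted p = 0.300).

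Of 15 root cell type markers, 2 were lower and none was higher, also when adjusted over the list alone (camera adjusted p = 0.552). PUCHI had a log2FC of -0.64 (standard error 0.14, adjusted p = 0.0111 from edgeR). SUC2 had a log2FC of -0.67 (adjusted p = 0.0255), a call lost without Col-0 replicate 4 (adjusted p = 0.0912), without cepd replicate 1 (adjusted p = 0.0677), without cepd replicate 3 (adjusted p = 0.0659) and without cepd replicate 4 (adjusted p = 0.0650). The leaf marker list did not pass camera (adjusted p = 0.565), nor did the SWEET list (adjusted p = 0.715). Of 31 chloroplast-encoded and 20 mitochondria-encoded genes tested, 18 and 8 were higher and none was lower (25 and 13 when adjusted over the list alone, 5 mitochondrial with the block). With limma-voom, 12 and 4 were higher, and with only cepd replicates 3 and 4, chosen after the data were seen, 5 and 3. The chloroplast share of counts was 5.02, 4.81, 2.28 and 1.87 times the Col-0 mean in cepd replicates 1 to 4, and the mitochondrial share 4.1, 4.43, 2.08 and 1.56 times, so the rise was larger in replicates 1 and 2. Camera placed the chloroplast list (adjusted p = 7.48e-10, and adjusted p = 0.235 with an estimated correlation) and the mitochondria list (adjusted p = 5.01e-05, and adjusted p = 0.332 with an estimated correlation) higher.

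All 35 splits of the 7 libraries into 3 and 4 were tested after the results were seen. The real split called 505 lower and 397 higher genes and was the only 1 with any call, since each of the 34 others called 0. Each of the others mixes the genotypes within a group, so the genotype difference itself adds to the spread there. Their lack of calls therefore does not measure how many calls chance gives. With the replicate numbers as pairs, 8 splits part all 3 pairs as the real one does, too few for a share under 0.05. Among these, the real split alone was the most extreme for 13 of 19 lists. In parentheses follow the camera p of the real split and the smallest of the others among all 35. Other splits can hold part of the genotype contrast, and those that keep all Col-0 libraries together hold most of it. For photorespiration and the ROXY family, the other split as extreme was of this kind. The number of splits as extreme is therefore not a plain measure of chance. Only 1 split, the real one, was as extreme for these lists: nitrate transport (0.000208 and 0.000993), nitrate assimilation (1.07e-12 and 2.63e-08), ammonium and amino acid transport (7.72e-25 and 3.94e-15), phosphate transport and starvation (0.00119 and 0.00141), NLP family (2.4e-13 and 1.31e-07), CEP and CLE peptides (5.60e-08 and 5.48e-06), root hair (9.50e-46 and 3.39e-21), photosynthetic electron transport, nuclear (7.09e-49 and 1.64e-34), Calvin cycle (9.50e-15 and 1.03e-10) and chlorophyll synthesis and greening (1.07e-08 and 3.54e-08). More splits were as extreme for these lists, given with their number: potassium transport (3 splits, 0.00509 and 0.00277), ROXY family (2 splits, 1.37e-05 and 1.23e-05), photorespiration (2 splits, 3.66e-06 and 8.97e-08), indole glucosinolates (6 splits, 0.00626 and 0.000168), thalianol and marneral clusters (6 splits, 3.83e-05 and 3.54e-10), sugar starvation and sugar signaling (2 splits, 0.000339 and 6.91e-06), defense (9 splits, 4.34e-07 and 1.24e-19), chloroplast-encoded (9 splits, 2.01e-10 and 2.43e-32) and mitochondria-encoded (11 splits, 2.51e-05 and 9.94e-30).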
